# Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development

**DOI:** 10.1371/journal.pone.0194596

**Published:** 2018-03-23

**Authors:** Md. Shamimuzzaman, Lila Vodkin

## Abstract

To understand translational capacity on a genome-wide scale across three developmental stages of immature soybean seed cotyledons, ribosome profiling was performed in combination with RNA sequencing and cluster analysis. Transcripts representing 216 unique genes demonstrated a higher level of translational activity in at least one stage by exhibiting higher translational efficiencies (TEs) in which there were relatively more ribosome footprint sequence reads mapping to the transcript than were present in the control total RNA sample. The majority of these transcripts were more translationally active at the early stage of seed development and included 12 unique serine or cysteine proteases and 16 2S albumin and low molecular weight cysteine-rich proteins that may serve as substrates for turnover and mobilization early in seed development. It would appear that the serine proteases and 2S albumins play a vital role in the early stages. In contrast, our investigation of profiles of 19 genes encoding high abundance seed storage proteins, such as glycinins, beta-conglycinins, lectin, and Kunitz trypsin inhibitors, showed that they all had similar patterns in which the TE values started at low levels and increased approximately 2 to 6-fold during development. The highest levels of these seed protein transcripts were found at the mid-developmental stage, whereas the highest ribosome footprint levels of only up to 1.6 TE were found at the late developmental stage. These experimental findings suggest that the major seed storage protein coding genes are primarily regulated at the transcriptional level during normal soybean cotyledon development. Finally, our analyses also identified a total of 370 unique gene models that showed very low TE values including over 48 genes encoding ribosomal family proteins and 95 gene models that are related to energy and photosynthetic functions, many of which have homology to the chloroplast genome. Additionally, we showed that genes of the chloroplast were relatively translationally inactive during seed development.

## Introduction

Gene expression is regulated at multiple points such as transcriptional, post-transcriptional, translational, and post-translational levels. Although translation determines the proteome, translational regulation in plants is less well understood compared to other regulatory steps such as transcription and post-transcription. The regulation of gene expression, including at the translational level, is crucial to ensure specific proteins are expressed at the appropriate times and levels in response to genetic and environmental stimuli [1–3]. Thus, the understanding of translational regulation is a major focus in recent years [4–6]. In higher plants, translational regulation plays significant roles in the different developmental processes that control the expression of developmental and stage-specific as well as tissue-specific gene products [7,8].

Genome-wide analyses of gene expression quantify the abundance of mRNA either by microarray or, more recently, by RNA sequencing. However, neither approach provides information on translation of mRNA into protein. Ribosome profiling is a recently developed technique for studying the regulation of gene expression at the translational level [4,9]. This approach is based on high throughput sequencing of ribosome protected mRNA fragments and determines the exact position of ribosomes on mRNA. Generally, transcript abundance is used as the indicator for the gene expression measurement. Sometimes, there is a poor correlation between mRNA abundance and protein levels which is partially due to the translational regulation [6,10]. Whole-proteome mass spectrometry is the direct and powerful approach to measure the changes in protein abundance, but this method can detect only a fraction of protein products in the cell [6]. Ribosome profiling and mass spectrometry are highly complementary approaches to study gene regulation at the translational level. However, ribosome profiling itself allows mRNA abundance and protein translation to be examined in the same sample with high accuracy. One of the advantages of this technique is the measurement of translational efficiency (TE) which is calculated using normalized mRNA abundance and ribosome footprint abundance [4,6]. Higher translational efficiency (TE) values indicate the greater potential of mRNA to be translated into protein.

The maturation phase of soybean seed development has been broadly classified into three major stages. These represent early maturation seed (25–50 mg fresh weight, green seed), mid-maturation (100–200 mg fresh weight, green seed), the stage when the biosynthetic capacity of the seed is maximal and proteins and oils are accumulated at a high rate, and late maturation (300–400 mg fresh weight, yellow seed) when the seed are undergoing dehydration and desiccation [11,12]. Different classes of seed storage proteins, such as glycinin, conglycinin, lectin, and trypsin protease inhibitors, accumulate to high levels during these developmental stages [12–16]. Changes in seed developmental stages are accompanied by changes in gene expression as revealed by transcript profiles of soybean genes [11,12] and their post-transcriptional regulation by small RNAs [17]. So the investigation of changes in the translational status or capacities of transcripts during soybean seed development would add an additional component toward dissecting gene regulatory networks.

Ribosome profiling is an emerging technique which allows us to study the translational potential of all genes during soybean seed development. Sequence information obtained by ribosome profiling can be aligned to the predicted gene models (Glyma models) from the current *Glycine max* reference genome [18], followed by transcript quantification and annotation. TEs calculated from transcripts bound to the ribosomes versus total mRNA transcript levels can be utilized to compare the relative translational values of each gene. Here we used cluster analysis of ribosome profiling data across three developmental stages to determine which genes changed in TE values and thus, their translational capacities, across three stages of soybean seed development.

## Materials and methods

### Plant materials

Soybean (*Glycine max* cv. Williams) plants were grown in a greenhouse and seeds were collected at different developmental stages including early maturation (green 25–50 mg fresh weight seed), mid-maturation (green 100–200 mg fresh weight seed), and late maturation (yellow, 300–400 mg fresh weight seed) as the cotyledons are in the process of desiccation. Immediately, cotyledons and seed coats were separated by dissecting whole seeds and then frozen in liquid nitrogen. Subsequently the tissue was stored at -80°C.

### Preparation of plant cell extracts

A 1 g amount of frozen seed tissue was ground in liquid nitrogen with a mortar and pestle. Multiple beans were used to avoid sampling variation. An aliquot of 100 mg of powdered sample in a microfuge tube was kept frozen at -80°C for total RNA isolation. The remaining powdered sample was homogenized in 10 mL of polysome extraction buffer (PEB) [200mM Tris-acetate pH 8.0, 200 mM sucrose, 200 mM KCl, 10 mM MgCl_2_, 10 mM 2-mercaptoethanol, 2% (v/v) polyoxyethylene (10) tridecyl ether, 1% (v/v) Triton X-100] [3,4,19]. The suspension was filtered through 60 μm nylon mesh and centrifuged at 12,000 rpm for 15 min at 4°C in a JA-17 rotor (Beckman) to remove cell debris. The supernatant was used in the next step for the nuclease digestion.

### Nuclease digestion

At this point, 300 μl of supernatant was transferred to a new tube. Subsequently, 25 μl of CaCl_2_ and 30 μl of micrococcal nuclease (equivalent to 750 units) were added to the supernatant and the reaction mixture was incubated for 1 h at room temperature with gentle rotation of the microfuge tube. In order to stop the digestion reaction, 15 μl (20 U/μl) of SUPERaseIn was added. The samples were kept on ice while preparing for the next steps.

### Purification of ribosome protected mRNA fragments

Ribosome protected mRNA fragments were purified by the Sephacryl S400 spin column (GE Healthcare Life Sciences) chromatography according to the ribosome profiling kit (Epicentre) manuals. This is a rapid and simplified size exclusion spin-column method to isolate monosomes. The Sephacryl S400 columns are usually supplied in a buffer and the resin was re-suspended by inverting the tube several times. Then it was equilibrated by passing through ~300 μl of 1X polysome buffer under gravity flow. Subsequently, 100 μl of nuclease-treated sample was applied onto the column and was centrifuged for 2 minutes at 3000 rpm and the flow through was collected. The ribosome footprint extraction was performed by adding 600–700 μl of RNA extraction buffer and 500 μl of phenol-chloroform. Then the total mixture was centrifuged at 14,000 rpm for 5 minutes at 4°C to separate the phases. The aqueous phase was collected into a fresh 1.5 ml tube and one volume of Sevag (24:1 by volume of chloroform and isoamyl alcohol) was added, shaken vigorously, and centrifuged at 14,000 rpm for 5 minutes at 4°C. After the centrifugation, the aqueous phase was placed in a fresh 1.5 ml tube and 2 μl of glycogen, 1/10th volume of 5 M sodium acetate, and 1.5 volumes of ethanol was added. The reaction mixture was stored at –20°C for at least one hour before centrifugation at 14,000 rpm for 20 minutes to pellet the ribosome footprint fraction. Finally, the ribosome footprint fraction was re-suspended in nuclease-free water and the UV absorbance was taken with the Nanodrop instrument for the next steps of the experiment.

### Control RNA fragment preparation for sequencing

Total RNA was extracted from a 50 mg aliquot of powdered sample using the phenol-chloroform extraction method as described above. The extracted RNA was fragmented using fragmentation buffer (80 mM Tris-OAc, pH ~8.1, 200 mM KOAc, 60mM Mg(OAc)_2_). Then, 20 μl of 2X fragmentation buffer for 20 μl of RNA sample was added. The reaction mixture was incubated for 35 minutes at 95°C. After the incubation, the reaction was stopped by adding 4 μl of 0.5M EDTA.

### Selection of desired fragments

At this point, both the ribosome footprint samples and total RNA samples were analyzed with a 15% TBE (Tris-Borate-EDTA)-urea polyacrylamide gel (Invitrogen). The upper (34 nt) and lower (26 nt) oligonucleotide markers (S1 Table) were used to select the fragments in the range of 26 to 34 nt. Then, the ribosome footprints and RNA fragments were extracted from the gel using the standard protocol [5,6].

### Ribosome footprints and total RNA sequencing library preparation

There were multiple distinct steps for preparation of the sequencing libraries as previously described [4,6,9]. Briefly, Ribo-Zero^™^ rRNA removal kits (Epicentre) were used to reduce rRNA. Both fragmented RNA and ribosome footprint samples were dephosphorylated using T4 polynucleotide kinase (New England Biolabs). After the addition of 1 μl of T4 kinase buffer and 1 μl of T4 polynucleotide kinase, the mixture was incubated for 60 min at 37 °C and then inactivated for 10 min at 70 °C. Dephosphorylated fragments were then purified by precipitation as described above. Preadenylated and 3'-blocked linker (1/5rApp/CTGTAGGCACCATCAAT/3ddC/) (S1 Table) was ligated to the ribosome footprints and RNA fragments. The desired band was excised from the gel and the selected fragments were extracted from the gel.

Subsequently, reverse transcription was performed using the following RT-primer ((Phos)-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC(SpC18)CACTCA(SpC18)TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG) as indicated in [5]. The designation (Phos) represents 5′ phosphorylation, and (SpC18) represents a hexa-ethyleneglycol spacer. After the reverse transcription, the mixture was loaded onto a 15% TBE-urea polyacrylamide gel. The use of the RT-primer as marker facilitated the identification of extended products. These extended products were excised, extracted from the gel, and precipitated as previously described [5,6]. The circularization of gel extracted constructs was performed using CircLigase II (Epicentre). Circularized constructs were used as a template for the final library amplification step using the forward primer (5’-AATGATACGGCGACCACCGAGATCTACAC-3’) and one of the seven indexed reverse primers in S1 Table. Final amplification reactions were performed using 30 s denaturation at 98°C followed by cycles of 10 s denaturation at 98°C, 10 s annealing at 65°C, and 5 s extension at 72°C. Amplification reactions were carried out for 12 cycles as previously described [5,6]. The products were separated on a 10% non-denaturing TBE polyacrylamide gel. The desired band at ~175 nt was cut from the gel and precipitated with sodium acetate and ethanol using standard procedures.

### High-throughput sequencing of libraries and data analysis

High-throughput sequencing for 101 cycles was carried out by the Illumina HiSeq2000 at the Keck Center, University of Illinois at Urbana-Champaign. Sequencing data were filtered through the standard Illumina pipeline including the CASSAVA 1.8.2 program. The 100 nucleotide single sequence reads were trimmed to remove the adapter sequences. Then the trimmed sequences were mapped to all 88,647 high and low confidence soybean gene models from the current assembly Wm82.a2 from Phytozome (Joint Genome Institute) of the Williams 82 genome [18]. These also include all splice variant predictions for 56,044 unique gene models. The ultrafast Bowtie v.1 aligner [20] was used for alignments without any mismatches allowed and with up to 25 alignments to the genome allowed using the following command, v 0 m 25. The most conservative approach is not to allow any mismatches since the short fragment size is predominantly in the range of 26–33 nt. Sequencing reads that aligned to the rRNA sequences of 132 gene models that were falsely annotated by Phytozome as protein containing Glyma models within the nucleolar rDNA region on chromosome 13 were noted. These false annotations result from protein fragments recognized as domains and those reads that matched to the rDNA containing Glyma models were removed from further analysis including determination of the number of mapped reads which yielded 88,515 Glyma cDNA models that were compared. Total hit counts to the Glyma cDNAs from the Bowtie v.1 output were subsequently analyzed by the DESeq package [21] to obtain *p*-values comparing differential expression between the control and footprint samples with two replications. Hit counts of 0 were converted to 1 to avoid losing data in the DESeq analysis. Ribosome profiling and RNA sequencing data were further normalized in reads per kilobase (kb) of gene model per million mapped reads (RPKM) [22] and values were averaged for the two replicates. Alignments to the 152 kb chloroplast genome (NCBI accession DQ317523.1) were conducted with Bowtie v.1 as for alignments to the coding regions of the nuclear genome with no mismatches allowed. RPKMs were calculated in the same way using the number of total reads from each library that were mapped to the 88,515 nuclear gene models as the normalization factors. Trimmed reads from libraries were also aligned to the entire soybean genome Wm82.a2 from Phytozome (Joint Genome Institute) of the Williams 82 genome [18] as before using Bowtie v1 but with output in SAM format. The SAM format was converted to the BAM format and sorted by Samtools [23]. The Integrative Genomic Viewer (IGV) was used to convert from BAM to TDF format and visualize normalized [count at base × one million / total number of reads] data [24]. Raw sequencing data are available in the SRA (short read archive) of the National Center for Biotechnology Information under accession number SRP055880 and series GSE66580 in the GEO database.

### Analysis of translational efficiency (TE)

TE is defined as the number of normalized footprint reads divided by the number of normalized mRNA sequence reads in the form of RPKM [6,9]. TE values were calculated for all the genes across the three seed developmental stages. Gene models were filtered based on their TE values, p-values, and RPKMs as described in the Results section. A higher TE value represents greater potential of mRNA for translation [6,10]. Here we refer to those gene transcripts with TE values >1 as having high values with greater translational potential and those with TE values <0.1 are referred to as having very low TE values and being more translationally silent. The selected genes with high or very low TEs during early, mid and late developmental stages were analyzed by cluster analysis.

### Gene model annotations and clustering

Gene model annotations were obtained from PFAM of the Soybean Genome Project in the Phytozome database [25]. Gene models were grouped into families by manual inspection using these annotations. Clustering of gene models with either high or very low translational values in at least one stage of development was performed by the Multi-Experiment Viewer (MeV) [26]. The k-means clustering technique was used with the Pearson correlation distance metric and 5 x 10^6^ maximum iterations. The correlation coefficients of biological replicates were calculated to show the reproducibility of the ribosome profiling as well as the control RNA sequencing libraries.

## Results

### Developmental stage-specific ribosome profiling libraries, sequencing, and sequence analyses

Ribosome profiling and RNA sequencing libraries were constructed using soybean cotyledons from three different seed developmental stages of early, mid, and late maturation seed. We dissected cotyledons away from the seed coat for these three stages that represent major milestones of seed development such including nutrient accumulation, storage protein synthesis, and desiccation.

High-throughput next generation sequencing of these libraries was performed on the three stages of soybean seeds, with two biological replicates, resulting in 49 to 113 million reads per sample (S2 Table). These reads were aligned to 88,515 soybean gene models determined by the Soybean Genome Project [18] using the program Bowtie v1 with no mismatches allowed [20]. 

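Cotyledons came from seeds of 3 weight ranges, which were 25 to 50 mg (C25, early stage), 100 to 200 mg (C100, mid stage) and 300 to 400 mg (C300, late stage). Footprint (FP) libraries hold the short RNA fragments that ribosomes protected from nuclease, and control (CT) libraries hold fragmented RNA of the same tissue. The authors trimmed the reads, aligned them with Bowtie, took out reads on ribosomal DNA models and deposited, for each library, the number of alignments on each of 88515 cDNA models without normalization. A read that aligned to several splice variants or paralogs was counted at each of them. Counts of 10 cotyledon libraries were analysed here, namely CT replicates 1 and 2 of every stage, FP replicates 1 and 2 of C25 and FP replicate 1 of C100 and of C300. FP replicate 2 of C100 and of C300 was not analysed here, so the footprint and TE values of these 2 stages come from 1 FP library and have no replicate check. The total counts of replicates 1 and 2 were 19094904 and 14052362 in C25 CT, 16244455 and 19256713 in C25 FP, 21644816 and 15301639 in C100 CT, and 20123876 and 11960972 in C300 CT. Replicate 1 had a total of 24752905 in C100 FP and 8098292 in C300 FP. All RPKMs used these totals, which are the gene mapped reads of S2 Table and not its raw reads. A model of 1 kb with 3 counts, taken as the smallest detectable number, had 0.157 and 0.213 RPKM in the C25 CT replicates, 0.185 and 0.156 in the C25 FP replicates, 0.121 in C100 FP and 0.370 in C300 FP. These floors, and the intervals given with shares of counts, cover counting error only, because reads without molecular identifiers are not independent molecules. TE was the mean FP RPKM over the mean CT RPKM of a stage, with each mean set to at least 0.1 RPKM. Differences between libraries were tested on the counts with edgeR's quasi-likelihood test (two-sided) after TMM normalization, over transcripts with at least 10 counts summed over the libraries compared. The libraries were unequal in composition, as shown by 59 models with more than 5000 RPKM in at least 1 cotyledon library. These models held 67.8% and 60.0% of the counts of the C25 CT replicates, 91.5% and 93.2% of the C25 FP replicates, 87.5% of C100 FP and 80.4% of C300 FP, and the 95% Wilson interval of each share was at most 0.0547 percentage points wide. RPKMs on library totals therefore change with the share of counts that these models take.

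**Figure D1:**
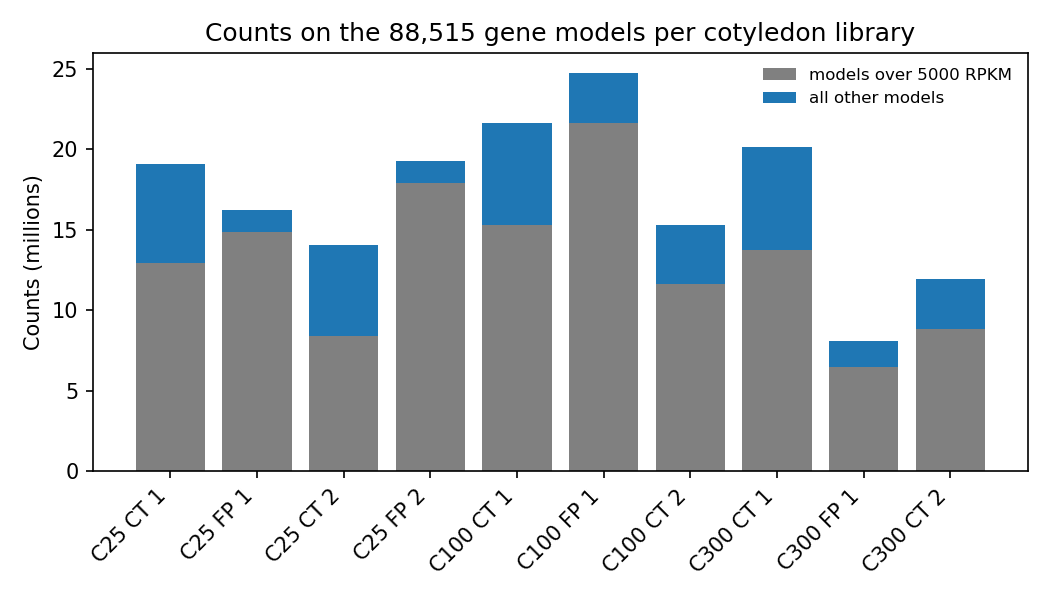
Counts of the 10 cotyledon libraries as alignments on cDNA models, in stacked bars with 1 bar per library. Grey marks the counts in the 59 models with more than 5000 RPKM and blue the counts in all other models, and the blue part is smallest in the C25 FP and C300 FP libraries.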

Read length distributions were found to be very similar between replicates. The read lengths for the control RNA sequencing libraries (S1 Fig) was fairly uniform in the 26–28 nt region and somewhat lower than that of the ribosome footprint libraries which peaked at 31–33 nt (S2 Fig). Data from the two biological replicates are similar as shown in the correlation graph for three stages of cotyledons (S3 Fig). Libraries were reproducible as the Pearson correlation coefficient (r) ranges from 0.8 to 0.97. 

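Across the 88515 models, Pearson's r between the counts of replicates 1 and 2 was 0.792 in C25 CT, 0.970 in C25 FP, 0.975 in C100 CT and 0.895 in C300 CT. These are correlations across transcripts within a pair of libraries, and transcripts are not independent replicates. The C100 FP and C300 FP libraries had no second replicate to compare here. On log2(count + 1), r was 0.965 in C25 CT, 0.889 in C25 FP, 0.953 in C100 CT and 0.926 in C300 CT. Spearman's rho was 0.963, 0.844, 0.944 and 0.915 in the same order. When the 59 most abundant models were left out, a set chosen after seeing the data, r over the other 88456 models fell to 0.570 in C25 FP, which was the largest change, and was 0.905 in C25 CT, 0.977 in C100 CT and 0.880 in C300 CT. No pair was 1 library counted again, since the chi-square per degree of freedom between the counts of the replicates was 55.3 in C25 CT, 101 in C25 FP, 20.3 in C100 CT and 52.5 in C300 CT.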

Data were also aligned to the complete soybean reference genome and displayed with the Integrative Genomics Viewer to assess the quality of the footprint libraries. Fig 1 illustrates the base coverage of selected gene models representing various soybean seed protein genes. The reads aligned to exonic regions only as shown for the conglycinin gene model which has six exons. The footprint libraries also had greatly reduced alignments in the 5’ UTR and 3’ UTR regions as expected. It is also apparent that some gene model calls contain excess 5’ UTR and 3’ UTR regions that are not covered by the control RNA as illustrated for the lectin and trypsin inhibitor Glyma models. In an independent procedure, the numbers of Bowtie v. 1 read alignments to the mRNA transcripts of various gene models were also counted for the 5’ UTR, coding sequence (CDS) and 3’ UTR regions as shown in Table 1. The reduction in alignments for the 5’ and 3’ UTR regions was substantial for each of the seven genes examined indicating that the footprint reads were predominantly located in the CDS regions of the mRNA transcripts examined.

**Fig 1:**
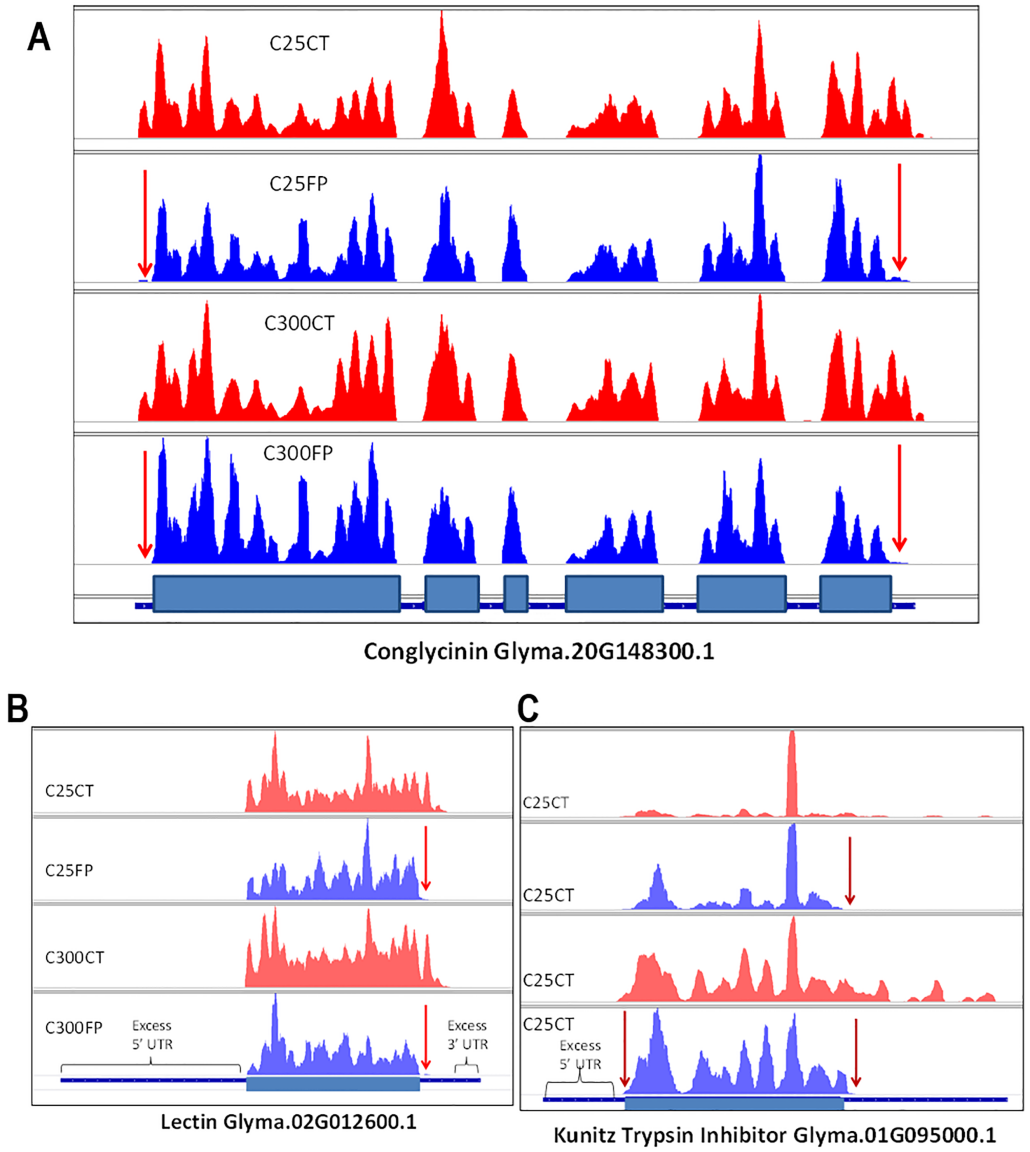
Integrated Genomics Viewer (IGV) displays of base coverage for gene models comparing control (CT) versus ribosome footprint (FP) libraries. Multiple tracks for four libraries show the base coverage versus positions of the indicated gene models from alignments to the soybean reference genome. The C25CT (control) and C25FP (footprint) are libraries of the biological repeat 2 constructed from the 25–50 mg early seed development stage and C300CT and C300FP are from the late stage of 300–400 mg seed weight. The thick blue boxes at the bottom track represent exons and the thin blue boxes are either UTR regions or introns of the indicated gene models for (A) conglycinin, (B) lectin, or (C) Kunitz trypsin inhibitor. Red arrows indicate the absence of coverage in the 5’ and 3’ UTR regions of the footprint libraries compared to the control libraries. Excess 5’ UTR regions in the reference gene models for both lectin and trypsin inhibitor gene models are indicated.

**Table 1:** Sequence reads are predominantly derived from the coding regions of selected gene models for seed storage proteins in the footprint libraries as compared to the control libraries.

Protein Annotation	Gene Model	Library Type	Reads or Normalized Ratio Per Region		
			5' UTR	CDS	3' UTR
Soybean Seed Lectin	Glyma.02G012600.1	C300CT	977	19716	1593
		C300FP	36	10842	22
		FP/CT*	0.07	1.00	0.03
Kunitz Trypsin Inhibitor	Glyma.01G095000.1	C300CT	449	13717	2818
		C300FP	37	7997	64
		FP/CT*	0.14	1.00	0.04
Kunitz Trypsin Inhibitor	Glyma.08G341000.1	C300CT	43	838	139
		C300FP	0	445	4
		FP/CT*	0.00	1.00	0.05
Kunitz Trypsin Inhibitor	Glyma.08G341500.1	C300CT	2159	35460	2559
		C300FP	114	26440	78
		FP/CT*	0.07	1.00	0.04
Conglycinin	Glyma.20G148200.1	C300CT	1564	55629	4953
		C300FP	143	26172	79
		FP/CT*	0.19	1.00	0.03
Conglycinin	Glyma.20G148300.1	C300CT	4495	101409	5075
		C300FP	328	40697	115
		FP/CT*	0.18	1.00	0.06
Conglycinin	Glyma.20G148400.1	C300CT	4453	101409	6464
		C300FP	328	40697	140
		FP/CT*	0.18	1.00	0.05
Glycinin	Glyma.19G164900.1	C300CT	599	22484	1286
		C300FP	10	10100	23
		FP/CT*	0.04	1.00	0.04

The cDNA transcripts derived from the indicated gene models from the soybean genome were used as individual references to which libraries from the C300 stage of 300–400 mg immature seeds were aligned. The specific libraries used were the control library C300CT (RP3001C) compared to its footprint library C300FP (RP3001T). The non-normalized total numbers of trimmed and processed reads aligning to either the 5’ or 3’ UTR regions compared to the protein coding sequences (CDS) of the indicated gene model are shown.

* represents the ratio of the C300FP/C300CT read counts normalized relative to the CDS region as 1.00 and illustrates the dramatic reduction in the representation of the 5’ and 3’ UTR regions in the footprint libraries.

### TE values for the abundant seed storage protein transcripts gradually rise during development after their peak mRNA abundance

Soybean seeds produce several classes of highly abundant storage proteins. The PFAM database annotations for the soybean gene models and all splice variants were filtered by keywords to assemble lists of gene models annotated as in the cupin superfamily and then were verified as soybean seed storage proteins such as glycinin, conglycinin, lectin, and Kunitz trypsin protease inhibitor. These seed storage proteins are the major constituents of soybean seed cotyledons that impart the value of soybean as a high protein crop [27]. We analyzed the expression profiles of these 19 storage protein genes including mRNA abundance, ribosome footprint abundance, and translational efficiency during three stages of seed development (Fig 2 and Table 2). 

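The 19 seed storage protein models of Table 2 had a median CT RPKM of 84.7 at C25, 438 at C100 and 528 at C300. The medians of all primary transcripts with a mean CT RPKM of at least 1 were 2.09, 1.91 and 1.84 at the same stages. Among these transcripts the storage protein models lay at a median percentile of 98.6 at C25, 98.6 at C100 and 98.8 at C300, and the lowest of the 19 lay at 88.9, 92.3 and 90.8. Near-identical paralogs in this family, such as Glyma.20G148300.1 and Glyma.20G148400.1, had near-equal values, so the reads shared between them leave the level of each one uncertain.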

Most of the seed storage protein genes are consistently expressed at much higher levels than most other genes, as expected. Interestingly, whereas seed storage protein transcripts showed their highest level of mRNAs at the mid stage of cotyledon development as expected, their highest ribosome footprint levels were found exclusively at the late stage of seed development. Thus, the proportion of ribosome bound transcripts gradually increases during development for all 19 seed protein genes (Fig 2A and Table 2). 

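In the mean CT RPKMs, 8 of the 19 storage protein models were highest at C100, 9 at C300 and 2 at C25. Levels were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 62839 transcripts in the 6 CT libraries. After TMM, 17 of the 19 models were higher at C100 than at C25 at an adjusted p under 0.05. The median log2 fold change over the 19 was 2.81. On library totals without TMM, 15 models were higher at this threshold. TMM scaling makes the log2 fold changes from C25 to C100 higher than the ratios of the RPKMs given here. From C100 to C300 the median log2 fold change was -0.13, with 1 model lower and 3 models higher at an adjusted p under 0.05, and 4 models lower at an unadjusted p under 0.05. The model that was lower was the Kunitz trypsin inhibitor Glyma.08G341000.1, with a log2 fold change of -2.50 (standard error 0.24, adjusted p = 5.99e-06 from edgeR). For the other 15 models no difference between C100 and C300 passed this threshold with 2 CT libraries per stage. With the replicate number as a replicate block, 17 models were higher at C100 and 1 was lower at C300, and the deviations of same-numbered CT libraries from their stage means had a correlation of -0.0106 across transcripts. Footprints were highest at C300 in 18 models and at C100 in Glyma.08G341000.1, whose FP RPKM was 192 ± 99.5 (SD, n = 2) at C25, 225 at C100 and 61.7 at C300. The scaling moved this count most, since counts normalized by TMM over the 10 cotyledon libraries gave 5 models with the highest footprints at C300 and 14 at C100.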

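The TE of each of the 19 storage protein models rose from C25 to C100 and from C100 to C300. Their median TE was 0.350 at C25, 0.661 at C100 and 1.18 at C300, and the median fold rise from C25 to C300 was 3.61. With the C25 TE of replicate 1 alone the median fold rise was 2.32, and with that of replicate 2 it was 5.79. No test was made of the rise, because C100 and C300 had 1 FP library each. The median TE of all primary transcripts with a mean CT RPKM of at least 10 also rose on library totals, from 0.250 at C25 (1494 transcripts) to 0.283 at C100 (835) and 0.508 at C300 (784). Among 10000 random lists of 19 transcripts matched on mean CT RPKM, whose median fold rise was 2.68, the storage protein models lay at the 99.18th percentile, which describes these libraries and is not a test across replicates. With counts normalized by TMM over the cotyledon libraries, 7 models rose at both steps and the median fold rise was 1.25. With library totals that leave out the 1% most abundant transcripts, 15 models rose at both steps and the median fold rise was 1.49. From the mid-stage mRNA level and the late-stage footprint level, the paper concludes that the proportion of ribosome bound transcripts of the seed protein genes gradually increases during development.

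**Figure D2:**
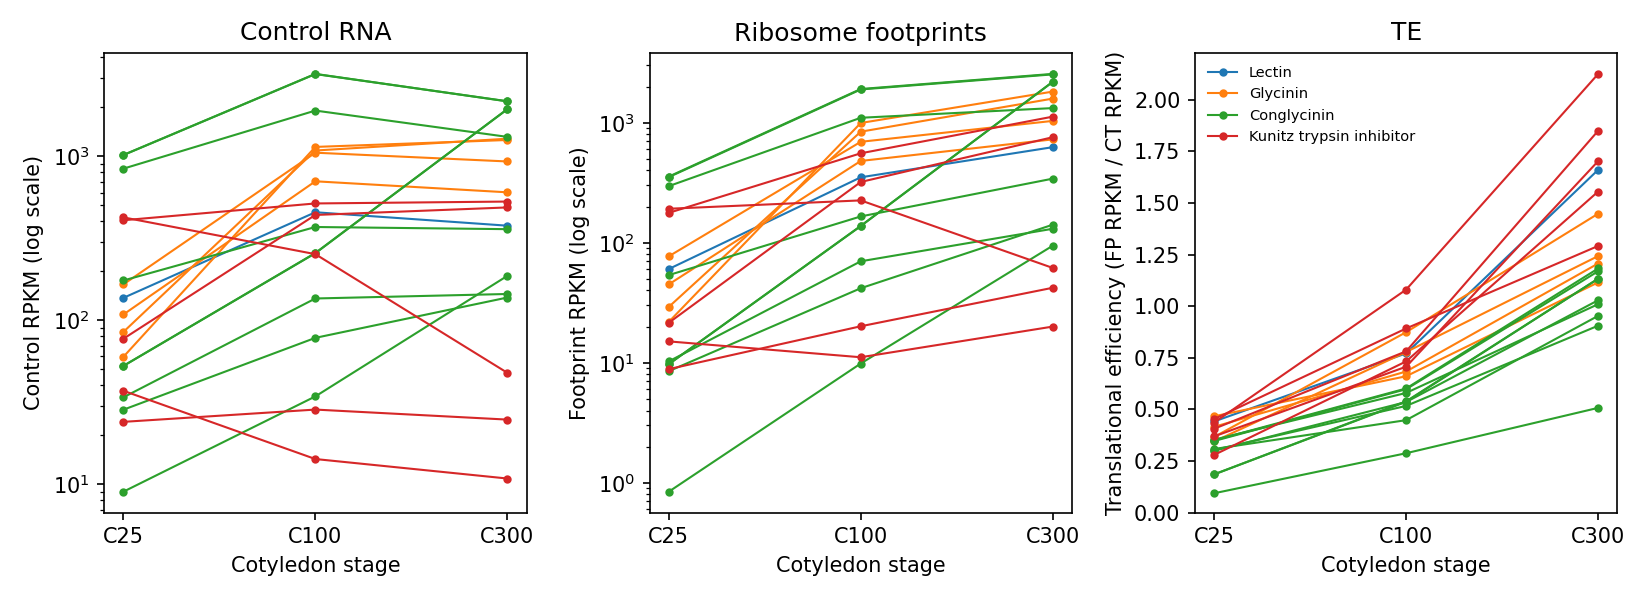
Mean RPKM in CT libraries, mean RPKM in FP libraries and TE of the 19 storage protein models at C25, C100 and C300, with 1 line per model coloured by protein class and log axes for the RPKMs. C25 and the CT panel show means of 2 libraries and the FP values at C100 and C300 show 1 library, and every TE line rises on library totals, whereas 7 rise at both steps with TMM.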

A representative gene model from each group of seed storage proteins with their relevant expression profiles are graphed in Fig 2B.

**Fig 2:**
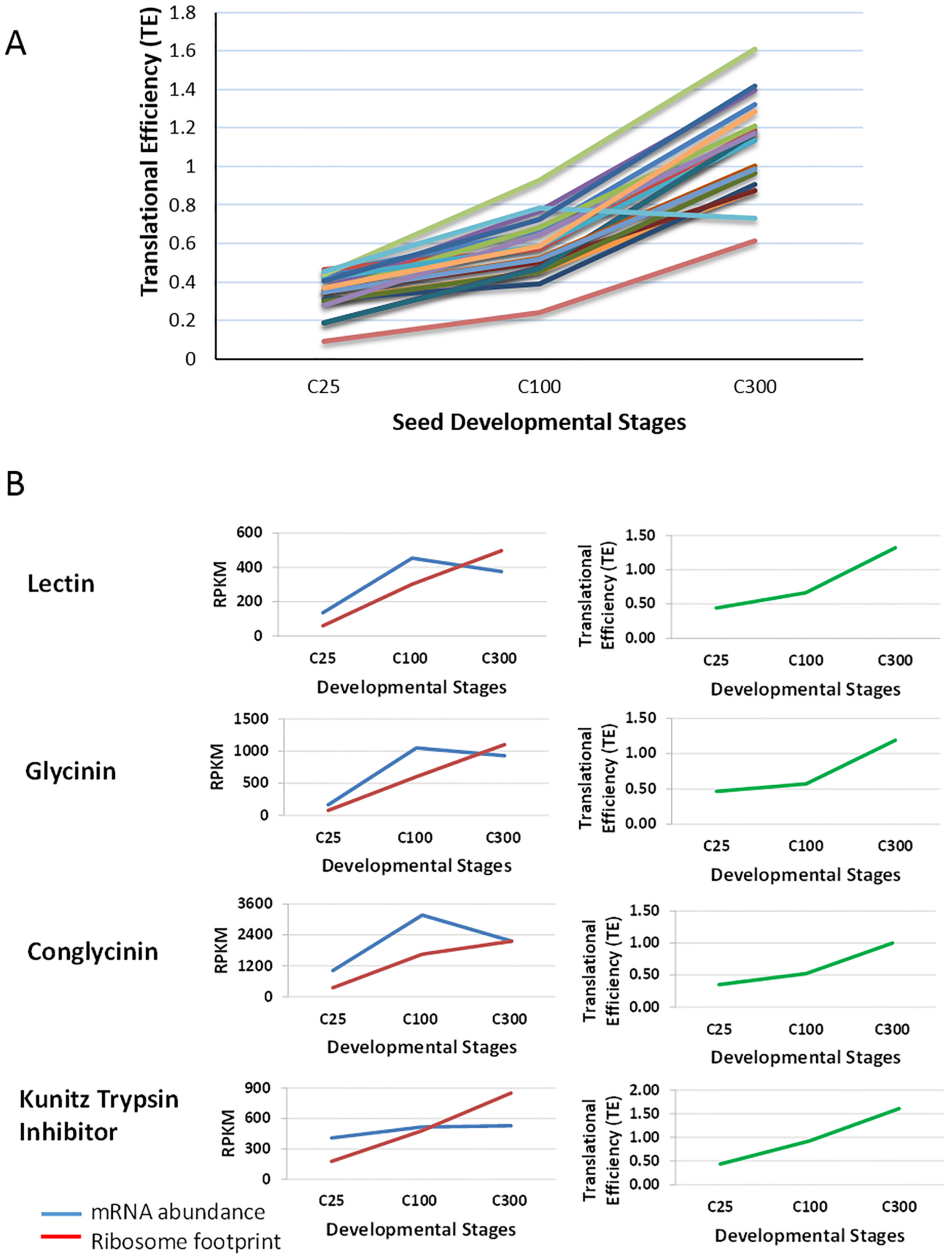
Translational efficiency (TE) and expression profiles of seed storage protein genes during soybean seed development. **(A)** TE values of 19 seed storage proteins at the indicated stages of development from the early stage C25 cotyledons of 25–50 mg, mid stage C100 cotyledons of 100–200 mg, and C300 late stage cotyledons of 300–400 mg. **(B)** Expression profiles (left panel) and TE values (right panel) of representative major seed storage proteins during soybean seed development at the weight ranges indicated. Lectin, Glyma.02G012600.1; Glycinin, Glyma.03G163500.1; Conglycinin, Glyma.20G148300.1; and Kunitz trypsin inhibitor, Glyma.08G341500.1.

**Table 2:** Major seed storage proteins with normalized (RPKM) expression data for mRNA abundance and ribosome footprint abundance in cotyledons of different seed developmental stages.

Gene Model	C25 CT	C100 CT	C300 CT	C25 FP	C100 FP	C300 FP	C25 TE	C100 TE	C300 TE	Annotation
Glyma.02G012600.1	137	455	377	60	303	498	0.44	0.67	1.32	Lectin
Glyma.03G163500.1	165	1049	928	77	602	1102	0.47	0.57	1.19	Glycinin
Glyma.10G037100.1	85	1082	1277	29	740	1544	0.34	0.68	1.21	Glycinin
Glyma.13G123500.1*	60	1138	1254	22	873	1749	0.37	0.77	1.39	Glycinin
Glyma.19G164900.1	108	702	602	45	413	682	0.42	0.59	1.13	Glycinin
Glyma.02G145700.1	34	135	144	10	62	126	0.30	0.46	0.87	Conglycinin
Glyma.10G028300.1	174	370	359	54	145	325	0.31	0.39	0.91	Conglycinin
Glyma.10G246300.1	839	1896	1311	296	950	1143	0.35	0.50	0.87	Conglycinin
Glyma.10G246500.1	28	78	137	9	35	132	0.30	0.45	0.96	Conglycinin
Glyma.20G146200.1	53	256	1935	10	121	2270	0.19	0.47	1.17	Conglycinin
Glyma.20G148200.1	53	257	1931	10	121	2266	0.19	0.47	1.17	Conglycinin
Glyma.20G148300.1	1016	3173	2157	356	1655	2156	0.35	0.52	1.00	Conglycinin
Glyma.20G148400.1	1015	3165	2162	352	1641	2136	0.35	0.52	0.99	Conglycinin
Glyma.20G146300.1	9	34	186	1	8	114	0.09	0.24	0.61	Conglycinin
Glyma.08G341500.1*	406	515	528	177	477	851	0.44	0.93	1.61	Kunitz trypsin inhibitor
Glyma.01G095000.1	77	438	487	22	282	571	0.28	0.64	1.17	Kunitz trypsin inhibitor
Glyma.08G341000.1	423	252	48	192	198	35	0.45	0.78	0.73	Kunitz trypsin inhibitor
Glyma.08G342300.1	24	28	25	9	17	32	0.37	0.59	1.28	Kunitz trypsin inhibitor
Glyma.09G155500.1	37	14	11	15	10	15	0.41	0.72	1.42	Kunitz trypsin inhibitor

C25 denotes early stage cotyledons, C100 the mid stage, and C300 the late stage of seed development; CT refers to normalized RNA reads; FP refers to normalized ribosomal footprint reads; and TE refers to translational efficiency. Data for biological repeats have been averaged.

* Only the two models indicated by an asterisk passed both the pval <0.05 and TE> = 1 filtering criteria and only in the late stage C300 as shown in the complete data in S1 File.

The seed lectin gene (Glyma.02G012600.1) is the only lectin family member expressed during seed development and results from expression of a single gene [28,29]. Its mRNA abundance sharply increases from 137 RPKMs in the early stage to 455 RPKMs in the mid stage and then it decreases to 377 RPKMs in the late stage (Fig 2B and Table 2). But in the ribosome footprints data, the peak abundance, 498 RPKMs, was found in the late stage. 

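Seed lectin mRNA (Glyma.02G012600.1) was at 137 ± 39.6 RPKM (SD, n = 2) at C25, 455 ± 111 at C100 and 377 ± 195 at C300 in the CT libraries. It rose from C25 to C100 by a log2 fold change of 2.81 (standard error 0.31, adjusted p = 4.55e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 2.80 with the replicate block (adjusted p = 2.93e-06). The difference between C100 and C300 was smaller than the spread between replicates, with a log2 fold change of -0.39 (standard error 0.29, adjusted p = 0.516 from the same edgeR test). Lectin footprints were at 60.4 ± 27.7 RPKM (SD, n = 2) at C25 and, in 1 library each, at 351 RPKM at C100 and 625 RPKM at C300.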

There is not much difference in the translational efficiency (TE) of the seed lectin gene across development, ranging from 0.44 to 1.3. The highest level of relative translational efficiency was found at the late stage which indicates the attachment of more ribosomes to the lectin mRNAs at this stage compared to the other earlier two stages. 

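The TE of lectin was 0.442 at C25, 0.772 at C100 and 1.66 at C300. The replicate pairs at C25, each an FP and a CT library with the same number, gave 0.736 and 0.248. At C25 the edgeR log2 fold change of FP against CT was 1.19 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.0504), just above the 0.05 threshold. It was positive although the TE was below 1, because TMM scales the libraries on the bulk of the transcripts, and the median log2 ratio of FP to CT RPKM of all transcripts tested at C25 was -2.11.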

Glycinin and conglycinin are the two most abundant seed storage proteins and there are multiple members of this family. For a representative glycinin (Glyma.03G163500.1), the peak mRNA abundance was 1049 RPKMs found at the mid stage, whereas a peak ribosome footprint abundance of 1102 RPKMs was found in cotyledons of the late stage. 

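The glycinin Glyma.03G163500.1 had a CT level of 165 ± 24.0 RPKM (SD, n = 2) at C25, 1049 ± 242 at C100 and 928 ± 212 at C300. Its rise from C25 to C100 had a log2 fold change of 3.73 (standard error 0.34, adjusted p = 6.14e-07 from edgeR's quasi-likelihood test), whereas the change from C100 to C300 was -0.26 (standard error 0.31, adjusted p = 0.716). The same rise with the replicate block had an adjusted p of 2.75e-07 from edgeR. Footprints of this glycinin were at 77.1 ± 36.3 RPKM (SD, n = 2) at C25, 693 at C100 and 1035 at C300. These levels gave TE values of 0.467, 0.661 and 1.12, and the C25 replicate pairs gave 0.693 and 0.282.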

The translational efficiencies of this particular glycinin range from 0.47 to 1.19. Similarly, the representative conglycinin (Glyma.10G246300.1) gene showed the highest mRNA level of 1896 RPKMs at the mid stage, whereas peak footprint abundance was found at the late developmental stage. 

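The CT level of the conglycinin Glyma.10G246300.1 was 839 ± 107 RPKM (SD, n = 2) at C25, 1896 ± 332 at C100 and 1311 ± 459 at C300. From C25 to C100 the log2 fold change was 2.25 (standard error 0.31, adjusted p = 5.45e-05 from edgeR's quasi-likelihood test), and the replicate block gave an adjusted p of 4.41e-05 from edgeR. The decrease after C100 had a log2 fold change of -0.64 (standard error 0.30) and did not pass the threshold of 0.05 (adjusted p = 0.255 from edgeR). Its footprints rose from 296 ± 151 RPKM (SD, n = 2) to 1099 and 1324, for TE values of 0.353, 0.580 and 1.01. At C25 its TE was 0.528 in replicate pair 1 and 0.207 in replicate pair 2.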

The translational efficiencies of this conglycinin range from 0.35 to 0.87. 

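The Kunitz trypsin inhibitor Glyma.08G341500.1 was at 406 ± 91.1 RPKM (SD, n = 2) in C25 CT, 515 ± 127 in C100 CT and 528 ± 217 in C300 CT. Its log2 fold change from C25 to C100 was 1.41 (standard error 0.29, adjusted p = 0.00234 from edgeR's quasi-likelihood test), and with the replicate block it was 1.40 (adjusted p = 0.00275). This rise rests on TMM scaling, because on library totals the C25 and C100 means differed by less than the C100 SD. Between C100 and C300 the log2 fold change was -0.06 (standard error 0.28, adjusted p = 0.944 from edgeR), a difference smaller than the spread between replicates. Its footprint level was 177 ± 86.3 RPKM (SD, n = 2) at C25, 556 at C100 and 1123 at C300, and its TE was 0.436, 1.08 and 2.13. The inhibitor Glyma.08G341000.1 followed another course, with mean CT RPKMs of 423, 252 and 47.7 at the 3 stages and TE values of 0.453, 0.892 and 1.29.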

We found a similar expression pattern in terms of mRNA abundance, ribosome footprint abundance, and translational efficiencies for other seed storage proteins such as the Kunitz trypsin protease inhibitors. As shown in Table 2, only two transcripts, one for a glycinin family member and another for a Kunitz trypsin inhibitor, passed both our pval <0.05 and TE> = 1 filtering criteria and only in the late stage C300 as shown in the complete data in S1 File.

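At C25 0 of the 19 storage protein models had a TE above 1, so none met the criteria there, although after TMM scaling 10 were higher in FP than in CT at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. A TE above 1 was found for 1 model at C100 and for 16 models at C300, in both cases without a p-value because these stages had 1 FP library here. The glycinin family member Glyma.13G123500.1 had CT levels of 59.7, 1138 and 1254 RPKM and footprint levels of 21.9, 995 and 1816 RPKM at C25, C100 and C300. Its TE rose from 0.367 to 0.874 and 1.45.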

### Transcripts showing dynamic changes in TE values during development

Both RNA sequencing and ribosome footprint reads were normalized and presented in reads per kilobase of gene model per million mapped reads (RPKMs) [22]. Translational efficiency (TE) was calculated by dividing normalized ribosome footprint reads by the normalized RNA sequencing reads in the form of RPKM [6,10]. TE value is the indicator of how well a particular transcript is translated. Higher TE values indicate more ribosomes are bound to the mRNA and hence there is a higher chance of mRNA translation to synthesize proteins [6,10]. The complete set of ribosome profiling data (S1 File) shows the level of normalized RNA reads, footprint reads and translational efficiency of all soybean annotated genes averaged for both biological replicates and the p-values resulting from DESeq analysis of hit count data from both replicates. Gene models were filtered based on P-values (PVal), translational efficiencies (TEs) and ribosomal footprints (FP) data. Data clustering was also performed using the average of RPKM values from Biological Replicates 1 and 2. In order to obtain transcripts with higher translational potential in different seed developmental stages, all the genes were filtered to retain gene models with Pval<0.05; TE>1 and FP_RPKM> = 1for each of the developmental stages separately. This filter resulted in a final set of 216 unique gene models (excluding alternative splice variants and 13 Glyma models with abnormally high RPKMs), whose transcripts had high TE values in at least one of the developmental stages (Table 3, and the full list in S2 File). 

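At C25, edgeR's quasi-likelihood test over 57203 transcripts found 3668 transcripts higher and 2810 lower in FP than in CT after TMM scaling, at a Benjamini-Hochberg adjusted p under 0.05. With the replicate number as a replicate block these were 4652 and 3792, and the deviations of same-numbered C25 libraries from their group means had a correlation of 0.0428 across transcripts. The higher transcripts were moved most by the filter, with 70 without a filter on counts, and the lower transcripts by the normalization, with 50303 on library totals without TMM, where 407 were higher. The criteria of an unadjusted p under 0.05, a TE above 1 and at least 1 RPKM in FP were met by 179 transcripts at C25, of which 136 were primary transcripts. At an adjusted p under 0.05 there were 169 and with the replicate block 174. When the TE criterion had to be met in each replicate pair, the alternative that moved the number most among those with a p criterion, 17 transcripts were left. At C100 and C300, with 1 FP library each, FP was not tested against CT. There 231 and 3191 transcripts met the TE and RPKM criteria, of which 168 and 2147 were primary transcripts. Over the 3 stages these were 2452 unique genes. All 179 transcripts that the paper lists at C25 met the TE and RPKM criteria in the counts, as did 86 of the 90 listed at C100 and 47 of the 53 listed at C300. Of the 179 transcripts, 140 had more than 90% of their summed C25 FP RPKM in replicate 2.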

We then filtered all the genes with Pval<0.05; TE< = 0.1 and CT_RPKM> = 10 to obtain genes with the more extreme values in which the total mRNA levels were substantially higher than the ribosome footprint values (i.e., very low TE values) during the three stages of development. This resulted in a list of 370 unique gene models with very low TE values that are more translationally silent during at least one of the different developmental stages (Table 3 and S3 File).

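An unadjusted p under 0.05 in edgeR's quasi-likelihood test, a TE of at most 0.1 and at least 10 RPKM in CT were found for 359 transcripts at C25, of which 289 were primary transcripts. A filter of at least 10 counts in every library moved this number most, to 233, and the replicate block gave 362. Without a p criterion, 222 transcripts (192 primary) met these limits at C100 and 188 (167 primary) at C300. They came from 354 unique genes over the 3 stages.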

**Table 3:** Transcripts that showed changes in TE values during each of three developmental stages.

Category	Total Transcripts			Primary Transcripts			Unique Genes
Developmental Stage	C25	C100	C300	C25	C100	C300	
Transcripts with High TE Values	179	90	53	136	72	46	216
Transcripts with Low TE values	367	237	265	302	218	244	370
CT Transcripts >= 1RPKM	26,317	12,503	13,233	14,888	7,683	8,027	NA

C25 denotes the early stage cotyledons of 25–50 mg seed fresh weight, C100 denotes mid stage cotyledons of 100-200mg, and C300 denotes late stage cotyledons of 300–400 mg. Filtering criteria for high TE values: (Pval<0.05; TE>1 and FP_RPKM> = 1). Filtering criteria for very low TE values: (Pval<0.05; TE< = 0.1 and CT_RPKM> = 10). Pval refers to P-value calculated by the DESeq package, CT refers to normalized control total RNA reads, FP to normalized footprint reads, and TE refers to translational efficiency (TE). The number of transcripts examined was 88,515 total transcripts including all predicted splice variants and 55,912 predicted primary transcripts from the gene models. The unique genes column represents the number of different Glyma models that have either high or very low values by our filtering criteria in at least one of the three developmental stages. NA, not applicable.

### Transcripts with higher translational capacity in at least one stage of cotyledon development

The transcripts with higher TE values shown in the S2 File by stage were then grouped into clusters with the Multi-Experiment Viewer (MeV) [26] as shown in the S3 File. Representative clusters are shown in Fig 3 with the annotations of the most abundant types represented in each cluster.

**Fig 3:**
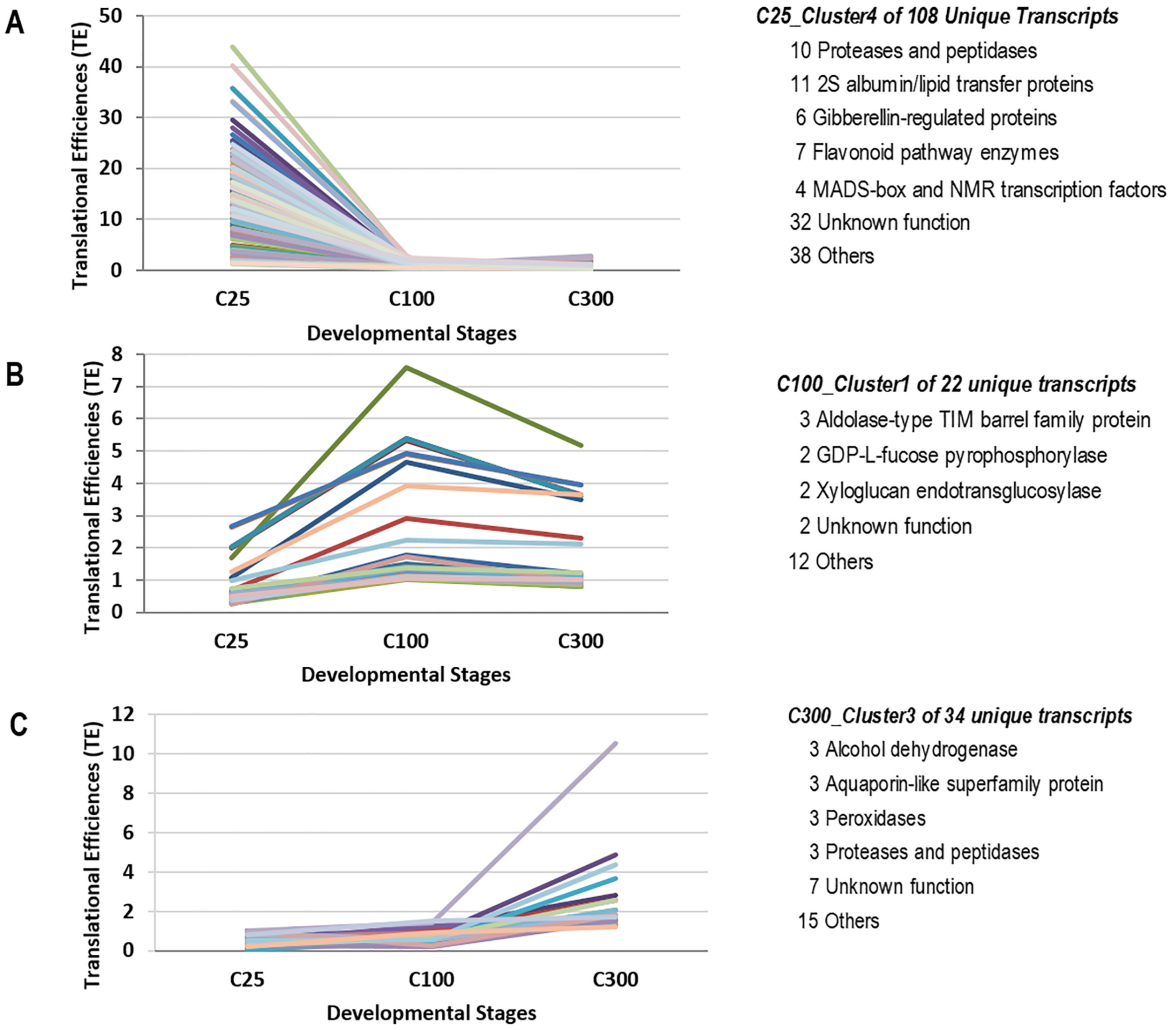
Clusters of transcripts that showed higher translational regulation in at least one stage of seed development. Clusters were created from averaging data from two biological replicates. Full cluster data are shown in S2 File and clustering graphs in S3 File. The left panel displays graphs of TE values of transcripts from representative clusters versus developmental stages for (A) C25 with highest TE values in the early stage (B) C100 with highest TE values in the mid stage and (C) C300 with highest TE values in the late stage. Annotations of the most abundant transcript categories within each cluster are shown in the right panel.

The representative cluster in Fig 3A contains 108 unique gene models with high TE values ranging from 1.1 to over 43 during the early stage of seed development. 

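The 108 models of this cluster had C25 TE values from 1.17 to 43.8 with a median of 13.7, and median TE values of 0.784 at C100 and 1.00 at C300. Their median level at C25 was 0.158 RPKM in CT and 2.04 RPKM in FP. Where both means lie at the floor of 0.1 RPKM the TE is 1.00 by construction. The C300 median can therefore reflect the floor and not a measured ratio. All 108 had an unadjusted p under 0.05 and 107 an adjusted p under 0.05 in edgeR's quasi-likelihood test of FP against CT. In 102 of them more than 90% of the summed FP RPKM came from C25 FP replicate 2, and 3 met the criteria in each replicate pair. Without C25 FP replicate 2 the criteria were met by 2 models, and without C25 FP replicate 1 by 107. The series also holds libraries of seed coats, on which the paper does not report, and all 108 models had a higher RPKM in both seed coat CT libraries of 25 to 50 mg seeds (SC25) than in both C25 CT libraries.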

In this cluster, ten different gene models, excluding splice variants are annotated, as proteases or peptidases. Other annotation groups in this cluster include a group of proteins with the PFAM annotation “bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein.” Six transcripts with annotations as gibberellin-regulated proteins and seven various members of the flavonoid pathway stand out as having multiple members along with four transcription factors. The other 37 transcripts were dispersed among many annotation groups each with only one or a few members and another 35 transcripts have unknown functions.

The representative cluster in Fig 3B with 22 unique gene models represents genes that peak in the mid-developmental stage. These transcripts had TE values ranging from 1.02 to over 7.5. 

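Of the 22 models, 20 had a TE above 1 and at least 1 RPKM in the C100 FP library. The C100 TE of the 22 ran from 0.706 to 9.20 with a median of 1.45, against medians of 0.484 at C25 and 1.24 at C300. C100 was the stage with the highest TE for 14 of them. Their median levels at C100 were 2.41 RPKM in CT and 3.06 RPKM in FP.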

Most categories contained only one or at most a few genes. The over-represented annotation groups in this cluster are aldolase-type TIM barrel family protein, GDP-L-fucose pyrophosphorylase, and xyloglucan endo-transglucosylase. Using the same filtering criteria as in the early and mid-stages of development, we identified only 53 transcripts with peak TE values at the late developmental stage that fell into three different clusters. The representative cluster in Fig 3C contains 35 unique gene models with TEs ranging from 1.2 to over 10. 

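In the counts, 32 of the 35 models met the TE and FP criteria at C300, and TE was highest at C300 for 31. Their C300 TE ranged from 0.650 to 21.1 around a median of 1.64, after medians of 0.570 at C25 and 0.938 at C100. The median level at C300 was 10.2 RPKM in CT and 23.7 RPKM in the FP library.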

Of these, we found the most prominent groups of genes are annotated as alcohol dehydrogenase, aquaporin-like superfamily protein, peroxidases, and eukaryotic aspartyl protease family protein.

Clearly the early C25 stage, and in particular Cluster4, contain the largest number of unique genes that have high TE values. 

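The number of C25 transcripts with a TE above 1 and at least 1 RPKM in FP differed between the replicates. It was 108 without C25 FP replicate 2 and 326 without C25 FP replicate 1. Of the 179 transcripts that the paper lists at C25, 23 met these criteria without C25 FP replicate 2 and 169 without C25 FP replicate 1. Most of the 108 were therefore other transcripts. Of the 179 transcripts with high TE at C25, 164 were higher in both SC25 CT libraries than in both C25 CT libraries. The median TE of the 179 was 10.1.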

We then searched the entire set of 216 unique transcripts with high TE values in at least one of the three developmental stages (S2 File) for transcripts with abundant annotation classes as protease and peptidases. Table 4 shows that 12 protease and peptidase genes are represented with high TE values in the C25 stage and Fig 4A and 4B show the base coverage for two of these genes, Glyma.06G022600.1 encoding a subtilisin-like serine protease and Glyma.09G249500.1 encoding a serine carboxypeptidase. 

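The C25 TE of the 12 proteases and peptidases ranged from 1.06 to 40.2 with a median of 12.9, on median levels of 0.497 RPKM in CT and 2.97 RPKM in FP. All 12 had an adjusted p under 0.05 from edgeR's quasi-likelihood test of FP against CT, with and without the replicate block. Their counts in C25 FP ranged from 0 to 33 in replicate 1 and from 59 to 3069 in replicate 2. A TE above 1 was found for 2 of them in replicate pair 1 and for all 12 in replicate pair 2, and for 1 of them without C25 FP replicate 2. In both SC25 CT libraries all 12 were higher than in both C25 CT libraries. Over all 45 models of Tables 4 and 5 with a TE above 1 at C25, 14 had a TE above 1 in replicate pair 1 and 43 in replicate pair 2.

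**Figure D3:**
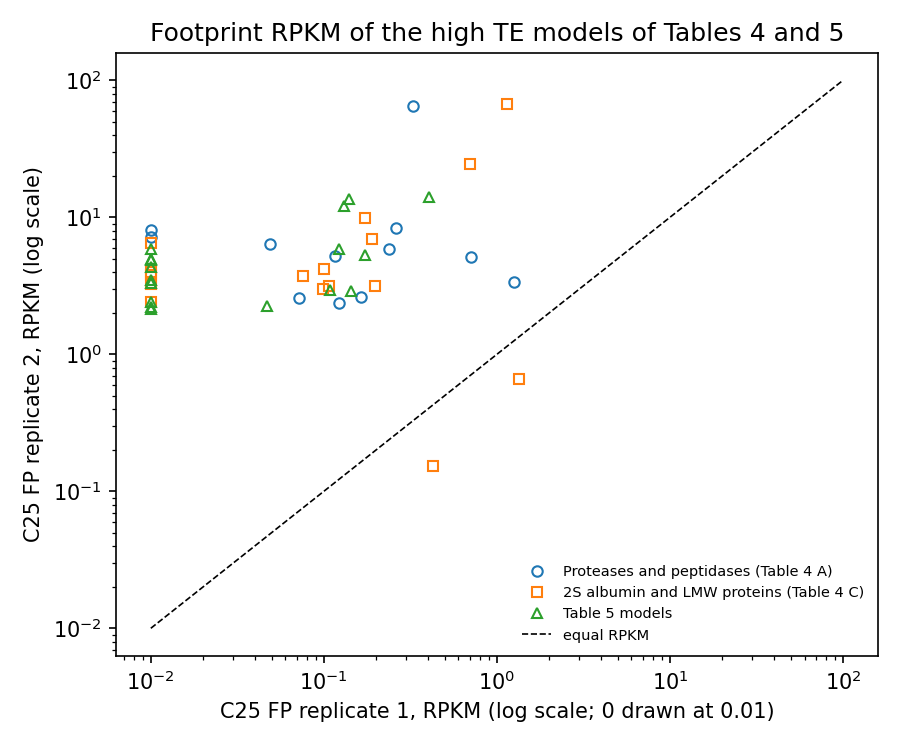
RPKM of the 45 models of Tables 4 and 5 with a TE above 1 at C25 in C25 FP replicate 1 (horizontal axis) and replicate 2 (vertical axis), on log axes with 0 drawn at 0.01. Points are coloured by table and the line marks equal values, and 43 of the 45 points lie above it.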

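The subtilisin-like serine protease Glyma.06G022600.1 had 41 and 58 counts in C25 CT replicates 1 and 2, and 13 and 3069 counts in C25 FP replicates 1 and 2. Its level was 1.29 ± 0.575 RPKM (SD, n = 2) in CT and 32.9 ± 46.0 RPKM (SD, n = 2) in FP, where the replicates were at 0.328 and 65.4. The TE of the means was 25.5, and the replicate pairs gave 0.373 and 38.6. Its log2 fold change of FP against CT was 7.29 (standard error 1.55, adjusted p = 0.0134 from edgeR's quasi-likelihood test), and 5.11 with the replicate block (standard error 0.59, adjusted p = 7.87e-16). The serine carboxypeptidase Glyma.09G249500.1 had 37 and 47 counts in CT and 9 and 338 counts in FP, for levels of 1.25 ± 0.471 RPKM (SD, n = 2) and 4.28 ± 5.69 RPKM (SD, n = 2). The TE of this gene was 3.43, with 0.286 in replicate pair 1 and 5.25 in replicate pair 2. Here the log2 fold change was 4.37 (standard error 0.97, adjusted p = 0.0153 from edgeR), and 3.50 with the replicate block (adjusted p = 2.73e-20). The block fit takes the ratio of FP to CT as equal in both replicate pairs, whereas the pairs differed. Its p-values therefore do not measure agreement between the replicates. For both genes the difference between the FP replicates was larger than the difference between the FP mean and the CT mean. Both were far higher in seed coat RNA of 25 to 50 mg seeds, with SC25 CT replicates at 535 and 655 RPKM for Glyma.06G022600.1 and at 68.8 and 69.7 RPKM for Glyma.09G249500.1.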

Both of these have relatively low level expression of approximately 1.3 RPKM in the control RNAs but significantly increased levels of footprint RNAs leading to TE values of 25.5 and 3.4, respectively. A second group of three proteases are represented in the later C300 stage and were more abundantly expressed than those in the early C25 stage.

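The cysteine peptidase Glyma.08G116400.1 rose from 116 ± 17.7 RPKM (SD, n = 2) in C25 CT to 692 ± 259 RPKM (SD, n = 2) in C300 CT and from 52.9 ± 23.4 RPKM (SD, n = 2) in C25 FP to 1473 RPKM in C300 FP. Its TE was 0.456 at C25, 1.34 at C100 and 2.13 at C300. The aspartyl proteases Glyma.19G236600.1 and Glyma.03G239700.1 were at 131 ± 9.77 and 195 ± 28.5 RPKM (SD, n = 2) in C300 CT and at 148 and 229 RPKM in C300 FP. They had TE values of 1.13 and 1.18 at C300, where no p was computed.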

**Table 4:** Transcripts involved in seed protein storage or mobilization with high TE values in at least one stage of seed development.

Gene Model	C25	C25	C25	C100	C100	C100	C300	C300	C300	Annotation Group^a^
	CT	FP	TE	CT	FP	TE	CT	FP	TE	
Glyma.06G272700.1	0.1	4.02	**40.21**	0.1	0.16	1.58	0.52	0.16	0.31	**A**. cysteine proteinases superfamily
Glyma.02G213000.1	0.1	3.57	**35.67**	0.1	0.1	1.00	0.1	0.1	1.00	**A**. eukaryotic aspartyl protease
Glyma.06G022600.1	1.29	32.86	**25.53**	0.73	0.23	0.32	0.58	0.1	0.17	**A**. subtilisin-like serine endopeptidase
Glyma.09G226700.1	0.16	2.68	**16.4**	0.14	0.1	0.73	0.2	0.1	0.49	**A**. serine carboxypeptidase-like 40
Glyma.04G022500.1	0.21	3.21	**15.11**	0.17	0.1	0.6	0.1	0.1	1.00	**A**. subtilisin-like serine endopeptidase
Glyma.16G018900.1	0.1	1.33	**13.3**	0.1	0.1	1.00	0.1	0.1	1.00	**A**. subtilisin-like serine endopeptidase
Glyma.12G010100.1	0.1	1.25	**12.53**	0.14	0.1	0.7	0.19	0.1	0.53	**A**. serine carboxypeptidase-like 40
Glyma.03G125400.1	0.78	3.04	**3.89**	0.31	0.1	0.32	0.4	0.18	0.45	**A**. serine carboxypeptidase-like 45
Glyma.09G249500.1	1.25	4.28	**3.43**	0.29	0.1	0.35	0.2	0.15	0.74	**A**. serine carboxypeptidase-like 20
Glyma.04G027600.1	1.19	2.91	**2.45**	0.39	0.1	0.26	0.22	0.27	1.23	**A**. papain family cysteine protease
Glyma.18G242900.1	1	1.39	**1.4**	0.31	0.1	0.32	0.16	0.1	0.63	**A**. serine carboxypeptidase-like 20
Glyma.06G027700.1	2.2	2.33	**1.06**	0.53	0.15	0.28	0.27	0.28	1.04	**A**. papain family cysteine protease
Glyma.19G236600.1	0.13	0.1	0.76	13.05	6.82	0.52	130.66	212.14	**1.62**	**B**. eukaryotic aspartyl protease
Glyma.08G116400.1	115.99	52.91	0.46	586.73	671.26	1.14	691.81	1163.3	**1.68**	**B**. xylem bark cysteine peptidase 3
Glyma.03G239700.1	0.43	0.12	0.28	32.14	19.07	0.59	194.63	281.6	**1.45**	**B**. eukaryotic aspartyl protease
Glyma.02G281500.1	0.25	5.02	**20.28**	0.59	0.51	0.86	1.6	0.1	0.06	**C**. LTP/seed storage 2S albumin
Glyma.01G132500.1	1.78	34.05	**19.18**	1.01	0.21	0.21	1.05	0.84	0.79	**C**. lipid transfer protein 1
Glyma.09G058200.1	0.1	1.89	**18.93**	0.1	0.1	1.00	0.1	0.11	1.07	**C**. LMW cysteine-rich 19
Glyma.05G002200.1	0.11	1.92	**17.77**	0.62	0.2	0.32	0.15	0.1	0.66	**C**. LTP/seed storage 2S albumin
Glyma.02G281400.1	0.73	12.64	**17.23**	2.22	0.79	0.35	3.2	1.34	0.42	**C**. LTP/seed storage 2S albumin
Glyma.08G234100.1	0.1	1.64	**16.44**	0.15	0.1	0.68	0.1	0.1	1.00	**C**. LMW cysteine-rich 19
Glyma.19G002300.1	0.23	3.57	**15.82**	0.35	0.19	0.53	0.1	0.17	1.67	**C**. LTP/seed storage 2S albumin
Glyma.03G035700.1	0.21	3.25	**15.32**	0.14	0.1	0.73	0.1	0.1	1.00	**C**. lipid transfer protein 5
Glyma.14G032800.1	0.16	2.16	**13.65**	0.11	0.1	0.94	0.1	0.1	1.01	**C**. LTR/seed storage 2S albumin
Glyma.08G228400.1	0.1	1.2	**11.98**	0.1	0.1	1.00	0.25	0.1	0.39	**C**. LMW cysteine-rich 56
Glyma.20G248700.1	0.18	2.01	**11.19**	0.19	0.34	1.8	0.1	0.59	5.87	**C**. LTP/seed storage 2S albumin
Glyma.10G297600.1	0.23	1.68	**7.37**	1.12	0.71	0.64	0.93	1.51	1.62	**C**. LTP/seed storage 2S albumin
Glyma.09G055100.1	0.25	1.54	**6.07**	0.1	0.35	3.54	0.28	0.49	1.77	**C**. LTP/seed storage 2S albumin
Glyma.09G055000.1	0.34	1.63	**4.83**	0.1	0.38	3.82	0.3	0.53	1.77	**C**. LTP/seed storage 2S albumin
Glyma.05G057800.1	0.97	1	**1.03**	2.75	1.27	0.46	1.96	1.58	0.8	**C**. LTP/seed storage 2S albumin
Glyma.06G067000.1	0.29	0.29	**1**	3.13	3.36	1.07	2.04	2.29	1.12	**C**. LTP/seed storage 2S albumin
Glyma.09G163900.1	0.33	0.2	0.62	1.09	0.63	0.58	1	2.05	**2.05**	**D**. Kunitz family trypsin inhibitor
Glyma.16G211700.1	30.04	11.64	0.39	8.11	8.55	1.05	7.52	7.23	**0.96**	**D**. Kunitz family trypsin inhibitor
Glyma.08G341500.1	406.43	177.39	0.44	514.57	477.37	0.93	528.44	850.64	**1.61**	**D**. Kunitz trypsin inhibitor 1
Glyma.13G123500.1	59.71	21.9	0.37	1138.1	873.26	0.77	1254.2	1748.7	**1.39**	**D**. cupins superfamily/glycinin

RPKMs for control (CT) and footprint (FP) libraries and TE values for the average of the two biological repeats of the indicated stages of development from the early stage C25 cotyledons of 25–50 mg, C100 mid-stage cotyledons of 100–200 mg, and C300 late stage C300 cotyledons of 300–400 mg. Bold type marks the highest TE values for the Glyma model. LTP, lipid transfer protein; LMW, low molecular weight.

^a^Annotation groups: A. Proteases and peptidases with high TE in C25; B. Proteases and peptidases high TE in C300; C. Low molecular weight 2S albumin and other storage proteins with high TE in C25; D. Seed storage proteins with high TE in C300.

**Fig 4:**
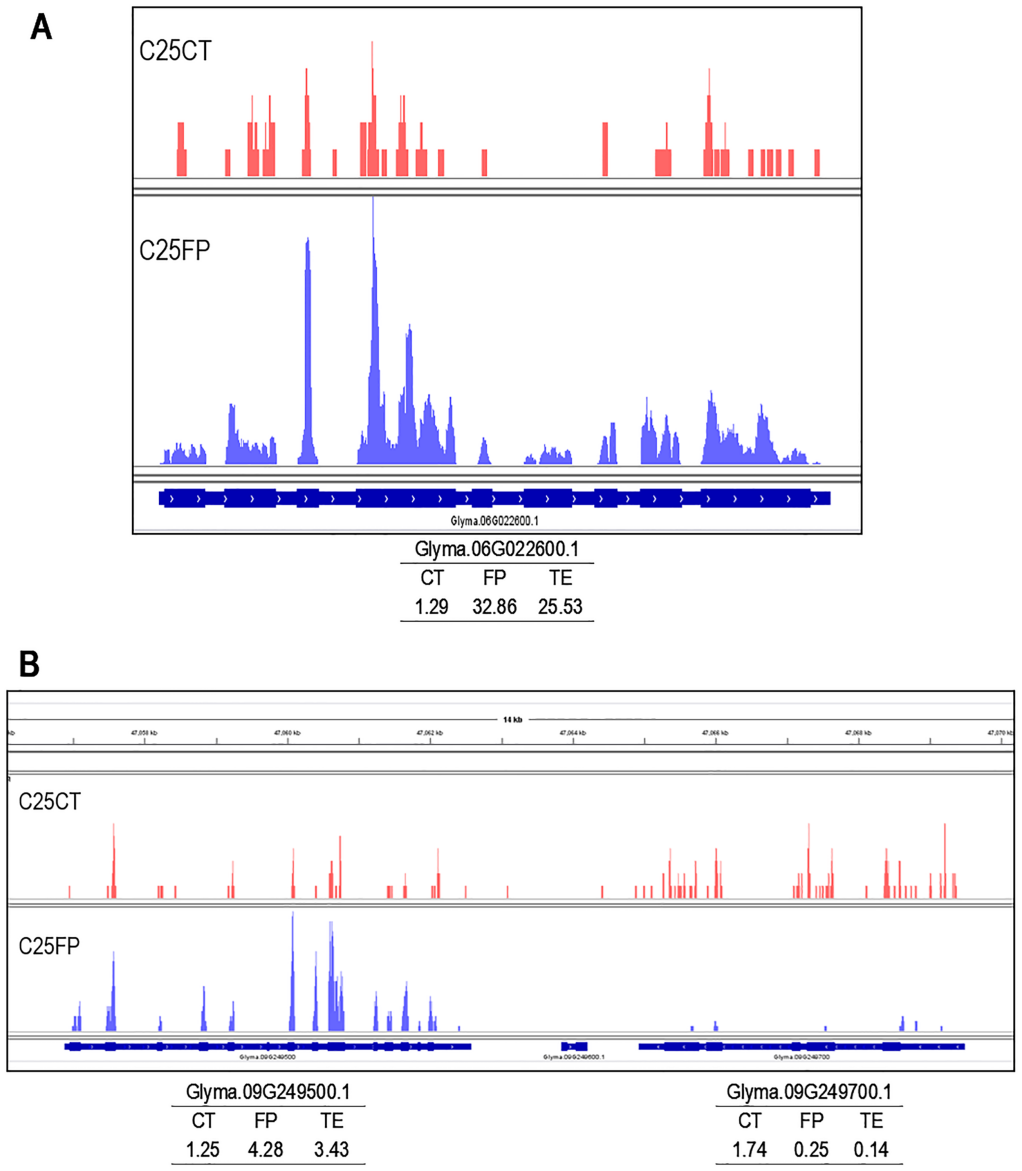
Integrative Genomics Viewer (IGV) displays of base coverage for two serine proteases that exhibit increased TE values. C25CT (control, red) and C25FP (footprint, blue) are libraries constructed from the 25–50 mg early seed development stage. The thick blue boxes at the bottom track represent exons and the thin blue boxes are introns of the indicated gene models. The insets below are the data on RPKMs for the control (CT), footprint (FP), and translational efficiency for the indicated transcripts in (A) Glyma.06G022600 encoding a subtilisin-like serine protease and (B) a 14 kb region with Glyma.09G249500.1 encoding a serine carboxypeptidase as well as a closely linked gene that has a low TE value and encodes a protein phosphatase 2C protein.

Interestingly, there are a total of 16 transcripts with annotations as either 2S albumins/lipid transfer proteins or low molecular weight (LMW) cysteine-rich proteins that also presented high TE values in the early C25 stage. These two classes of proteins have been shown to serve as small molecular weight storage proteins in seeds [27]. 

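The 16 models had C25 TE values from 1.00 to 20.3 with a median of 14.5, and median levels of 0.227 RPKM in CT and 1.90 RPKM in FP. In edgeR's quasi-likelihood test of FP against CT, 16 had an unadjusted p under 0.05 and 15 an adjusted p under 0.05. The FP counts of replicate 1 were between 0 and 17 and those of replicate 2 between 3 and 976. In 14 models more than 90% of the summed FP RPKM came from replicate 2, 7 had a TE above 1 in replicate pair 1 and 14 in replicate pair 2, and 14 were higher in both SC25 CT libraries than in both C25 CT libraries. The lipid transfer protein Glyma.01G132500.1 had the highest FP level, 34.0 ± 46.5 RPKM (SD, n = 2) against 1.78 ± 0.946 RPKM (SD, n = 2) in CT, for a TE of 19.2. Its log2 fold change was 6.88 (standard error 1.30, adjusted p = 0.00930 from edgeR). The 2S albumin model Glyma.05G057800.1 had its FP counts the other way, 17 in replicate 1 and 10 in replicate 2, with a TE of 1.03.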

One Kunitz trypsin inhibitor and one glycinin are the only two of the 19 major seed storage proteins that met the filtering and p-value criteria as shown in Table 2 previously.

Our data presented in Fig 3 and Table 4 suggest that there may be two phases in the appearance of storage proteins and degradative enzymes in soybean. One is represented by the low molecular weight (LMW) cysteine-rich or 2S albumin proteins and by many serine peptidases and cysteine proteinases in the 25 to 50 mg early maturation seed that have higher TE values. These all have relatively low expression levels. 

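Over the 45 models of Tables 4 and 5 with a TE above 1 at C25, the median level was 0.203 RPKM in CT and 2.18 RPKM in FP. The median counts were 2 and 3 in CT replicates 1 and 2, and 1 and 84 in FP replicates 1 and 2. Fewer than 10 counts in the 2 CT libraries together were found for 33 of the 45 models. In SC25 CT their median level was 38.6 RPKM, and 43 of the 45 were higher in both SC25 CT libraries than in both C25 CT libraries.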

The other phase at the later C300 stage at the 300–400 mg weight range contains some of the more highly expressed proteases but only a few of the major storage proteins. 

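At C300 the 4 storage protein models of Table 4 had a median level of 268 RPKM in CT and 566 RPKM in FP, and the levels of single models in CT ran from 1.00 to 1254 RPKM. Their C300 TE ranged from 1.15 to 2.27 with a median of 1.79. The lowest expressed of them was Glyma.09G163900.1, at 1.00 ± 0.153 RPKM (SD, n = 2) in CT and 2.28 RPKM in the FP library. These C300 values rest on 1 FP library.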

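The smallest fold rise in TE from C25 to C300 among the 19 storage protein models was 2.39, and the largest was 6.12. With TMM over the cotyledon libraries the fold rise ran from 0.834 to 2.17, and 18 of the 19 models had a value above 1. In edgeR's quasi-likelihood test of FP against CT at C25, after TMM scaling, 1 of the 19 models was higher in FP at an adjusted p under 0.05 and 10 were higher at an unadjusted p under 0.05.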

As shown in Fig 2 and Table 2, the abundant storage proteins gradually increase in TE value by approximately 2 to 6-fold from early C25 to the late C300 stages, but most of them do not pass the <0.05 p-value cutoff when comparing the footprint to control RNA-Seq RPKMs, possibly because of the overall very high expression levels of these genes.

Table 5 shows three other major categories found in the transcripts with high TE values including gibberellic acid-regulated genes, flavonoid pathway genes, and four transcription factor genes that are found only in the early C25 stage. They include four gibberellin regulated transcripts and two Glyma models annotated as GAST (gibberellic acid stimulated transcript) protein homolog 1. 

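These 6 models had C25 TE values from 8.22 to 29.5 with a median of 19.4, from median levels of 0.182 RPKM in CT and 2.85 RPKM in FP. Each C25 CT library held 3 counts or fewer on each of them, C25 FP replicate 1 held 0 to 2 and C25 FP replicate 2 held 48 to 115. Glyma.17G258100.1, annotated as gibberellin-regulated, had 1 and 0 counts in CT and 0 and 58 counts in FP, which with the floor of 0.1 RPKM gave a TE of 29.5. Its log2 fold change of 7.67 (standard error 1.47, adjusted p = 0.00977 from edgeR's quasi-likelihood test) came from 1 replicate. All 6 were higher in both SC25 CT libraries, where their median level was 44.3 RPKM, than in both C25 CT libraries.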

The occurrence of gibberellic acid is generally biphasic with one peak in early seed development promoting cell growth and expansion and another at a later stage of maturation that induces proteases and germination processes [30]. 

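Of the flavonoid pathway, 7 models of Table 5 had C25 TE values from 9.47 to 21.4 with a median of 12.1. The flavanone 3-hydroxylase Glyma.02G048400.1 had the highest TE of them, 21.4, with 10 counts in each CT replicate and 12 and 495 counts in FP replicates 1 and 2. In RPKM it was at 0.340 ± 0.0732 (SD, n = 2) in CT and 7.28 ± 9.72 (SD, n = 2) in FP, so the FP replicates differed by more than the FP and CT means. Its replicate pairs gave TE values of 1.41 and 36.1, and its log2 fold change was 6.97 (standard error 1.20, adjusted p = 0.00676 from edgeR's quasi-likelihood test). All 7 models were higher in both SC25 CT libraries than in both C25 CT libraries.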

The flavonoid pathway transcripts include two members for the flavonone 3-hydroxlyases, dihydroflavonol 4-reductases, and leucoanthocyanidin deoxygenases (Table 5). 

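The TE values of 4 models encoding transcription factors, 2 of the NmrA-like and 2 of the MADS box class, were between 4.76 and 11.7 at C25. Their C25 CT level was at most 0.226 RPKM and their median FP level 1.32 RPKM. In C25 FP replicate 1 they had 0 to 2 counts and in replicate 2 47 to 95 counts. A TE above 1 was found in replicate pair 2 for all 4 and in replicate pair 1 for 0. The 2 NmrA-like models, Glyma.11G070200.1 and Glyma.11G070300.1, had 0 counts in C25 FP replicate 1, which at its depth is below the smallest detectable number. All 4 were higher in both SC25 CT libraries than in both C25 CT libraries.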

Four transcription factors including two MADS box and two NMR-like negative transcriptional regulators are also represented. These four Glyma models were the only transcription factors present in the complete list of 216 genes with high TE values in at least one stage of development that passed the p-value <0.05 and with FP value >1 RPKM.

**Table 5:** Multiple transcripts of gibberellin-regulated proteins, flavonoid pathway enzymes, and two transcription factors with high TE values in the C25 stage of seed development.

Gene Model	C25	C25	C25	C100	C100	C100	C300	C300	C300	Annotation
	CT	FP	TE	CT	FP	TE	CT	FP	TE	
Glyma.17G258100.1	0.1	2.95	**29.53**	0.24	0.1	0.42	0.1	0.1	1.00	Gibberellin-regulated family
Glyma.13G039300.1	0.3	6.86	**22.69**	0.46	0.28	0.59	0.4	0.1	0.25	Gibberellin-regulated family
Glyma.13G039600.1	0.28	6.16	**21.72**	0.27	0.26	0.97	0.21	0.1	0.47	Gibberellin-regulated family
Glyma.04G024400.1	0.16	2.74	**17.15**	0.18	0.1	0.55	0.1	0.1	0.96	GAST1 protein homolog 1
Glyma.17G258200.1	0.18	2.5	**14.06**	0.1	0.1	1.00	0.24	0.1	0.41	GAST1 protein homolog 1
Glyma.06G044400.1	0.19	1.53	**8.22**	0.1	0.1	0.97	0.2	0.58	2.82	Gibberellin-regulated family
Glyma.02G048400.1	0.34	7.28	**21.41**	0.26	0.1	0.39	0.1	0.1	1.00	flavanone 3-hydroxylase
Glyma.02G048600.1	0.17	2.98	**17.57**	0.14	0.1	0.71	0.1	0.1	1.00	flavanone 3-hydroxylase
Glyma.14G072700.1	0.16	2.46	**15.72**	0.12	0.1	0.83	0.1	0.1	1.00	dihydroflavonol 4-reductase
Glyma.17G252200.4	0.1	1.21	**12.14**	0.1	0.1	1.00	0.1	0.1	1.00	dihydroflavonol 4-reductase
Glyma.05G088100.1	0.1	1.15	**11.5**	0.1	0.1	1.00	0.1	0.1	1.00	flavonol synthase 1
Glyma.11G027700.1	0.2	2.18	**10.74**	0.1	0.1	1.00	0.1	0.1	1.00	leucoanthocyanidin dioxygenase
Glyma.01G214200.1	0.17	1.65	**9.47**	0.1	0.1	1.00	0.1	0.1	1.00	leucoanthocyanidin dioxygenase
Glyma.11G070200.1	0.15	1.74	**11.66**	0.11	0.1	0.92	0.1	0.1	1.00	NmrA-like negative regulator
Glyma.11G070300.1	0.1	1.1	**11.02**	0.16	0.1	0.63	0.1	0.1	1.00	NmrA-like negative regulator
Glyma.06G324400.2	0.22	1.54	**7.08**	0.1	0.1	1.00	0.1	0.16	1.63	MADS-box transcription factor
Glyma.04G257100.2	0.23	1.08	**4.76**	0.1	0.1	1.00	0.1	0.1	1.00	MADS-box transcription factor

RPKMs for control (CT) and footprint (FP) libraries and TE values for the average of the two biological repeats of the indicated stages of development from the early stage C25 cotyledons of 25–50 mg, C100 mid-stage cotyledons of 100–200 mg, and C300 late stage C300 cotyledons of 300–400 mg. GAST, gibberellic acid-stimulated transcript.

### Transcripts with very low TE values in cotyledons

We then examined the genes with much lower ratios of ribosome bound transcripts versus total mRNA (ie.,very low TE values) by selecting those gene models with Pval<0.05; TE< = 0.1 and CT_RPKM> = 10. We applied the same filtering criteria separately for each developmental stage. We found a total of 302, 218, and 244 primary transcripts in the early, mid and late developmental stages, respectively, (Table 3 and S4 File). These genes of each developmental stage were separately grouped into S5 File with the Multi-Experiment Viewer (MeV) [26]. In contrast to transcript with high TE values, it was clear that the very low TE set of genes shared major annotation groupings in most clusters (S4 File). 

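All 302 primary transcripts that the paper lists at C25 had a TE of at most 0.1 and at least 10 RPKM in CT in the counts, with a median TE of 0.0351. Of these, 294 had an unadjusted p under 0.05 and 276 an adjusted p under 0.05 in edgeR's quasi-likelihood test of FP against CT, and 239 met the criteria in each replicate pair. At C100, 199 of the 218 listed transcripts met the TE and RPKM criteria, with a median TE of 0.0434. At C300, 165 of the 244 did so, with a median TE of 0.0815.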

A representation of the annotation groupings for the entire set of 370 unique transcripts are shown in the pie chart of Fig 5. 

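Annotations in the count files were grouped by their wording, and each group was compared between the primary transcripts with very low TE and the remaining primary transcripts with at least 10 RPKM in CT, in 15 two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 5 groups and 3 stages. At C25, ribosomal proteins were 40 of the 289 very low TE transcripts (13.8%) and 342 of the 1494 background transcripts (22.9%), which are all primary transcripts with at least 10 RPKM in CT, an odds ratio of 0.480 (adjusted p = 8.52e-05). Photosynthesis annotations were found for 31 of the very low TE transcripts against 93 in the background (odds ratio 2.22, adjusted p = 0.00134). For ATP synthases and ATPases these numbers were 20 and 49 (odds ratio 3.02, adjusted p = 0.000552). NADH dehydrogenases were 18 of the very low TE transcripts and 20 of the background (odds ratio 40.0, adjusted p = 1.81e-10). RNA binding and translation annotations, 14 and 80, did not differ from the background (odds ratio 0.879, adjusted p = 0.772). At C100 the odds ratio was 0.377 for ribosomal proteins (adjusted p = 8.52e-05) and 5.19 for photosynthesis (adjusted p = 1.19e-07), and at C300 it was 0.646 (adjusted p = 0.179) and 3.80 (adjusted p = 0.000297). For ATP synthases and ATPases it was 4.11 at C100 (adjusted p = 0.000552) and 2.91 at C300 (adjusted p = 0.0105), and for NADH dehydrogenases 21.4 (adjusted p = 4.83e-06) and 10.3 (adjusted p = 1.47e-05). RNA binding and translation annotations were at 0.851 at C100 (adjusted p = 0.772 from the same Fisher's exact tests). At C300 they were 1 of the 167 very low TE transcripts and 45 of the 784 background transcripts (odds ratio 0.0785, adjusted p = 0.000534). Fisher's exact test takes models as independent, but a read was counted at each model it aligned to. Models of a group that share reads can make all these p-values too small.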

The largest annotation grouping was clearly the ribosomal proteins at 12% followed by photosynthesis related genes at 9%, including photosystem II reaction center proteins, photosystem I, and PsaA/PsaB proteins, then ATP Synthase/ATPases (6%), NADH dehydrogenases (6%) and translation/RNA binding transcripts at 4%.

**Fig 5:**
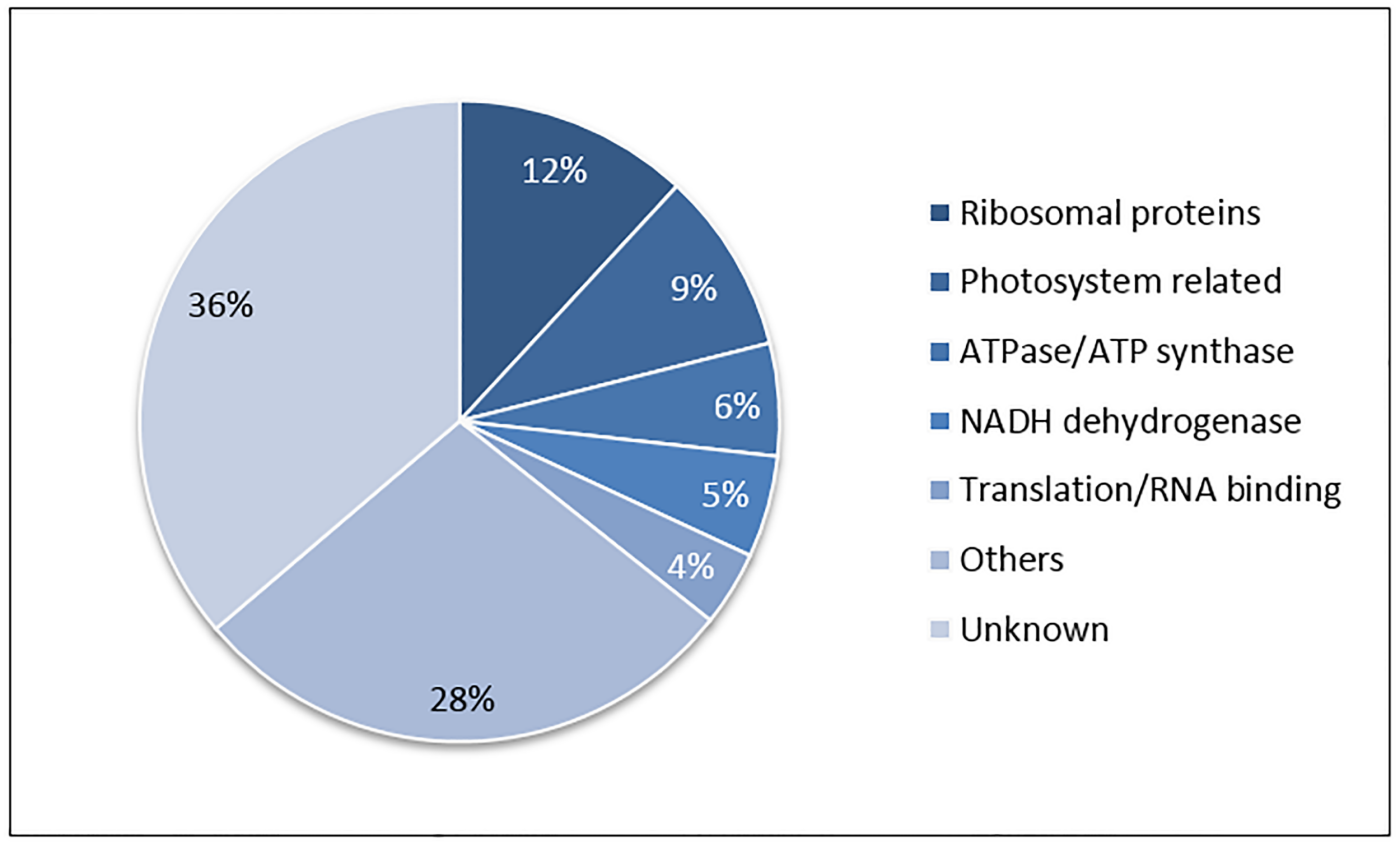
Major annotation groups of 370 transcript that show very low TE values at different seed developmental stages. The 370 unique genes have the following criteria of Pval<0.05; TE< = 0.1 and CT_RPKM> = 10 in at least one of the three developmental stages were grouped into major annotation grouping as percentages.

These annotation groupings included genes that might be involved in chloroplast and mitochondrial function, as for example the photosystem reaction center proteins, ATPases, the NADH dehydrogenases, and ribosomal proteins. In order to determine Glyma models that have high sequence similarity to the plastid genes, we performed nucleotide Blast alignments of these 370 unique Glyma models against the 152 kb soybean chloroplast genome (NCBI accession DQ317523.1) or the 450 kb soybean mitochondrial genome (NCBI accession JX463295) and flagged the Glyma models that had 90% identity over at least 75% of their coding sequence length (S6 File). Table 6 shows a summary of these results. Of the 48 genes that were annotated as encoding ribosomal proteins, 18 were related to the chloroplast genome and 2 to the mitochondrial genome. 

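The 18 ribosomal protein models with chloroplast homology had a median TE of 0.0202 at C25, 0.0207 at C100 and 0.0688 at C300, and all 18 were at or below 0.1 at C25. Their median C25 level was 25.2 RPKM in CT and 0.601 RPKM in FP. All 18 were lower in FP than in CT at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with a median log2 fold change of -3.22. The 2 models with mitochondrial homology had a median C25 TE of 0.0209. For the 28 models with neither homology the median C25 TE was 0.0775, 22 were at or below 0.1, and the median log2 fold change was -1.27.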

The remainder shown in Table 7 represents 28 ribosomal protein genes encoding different structural components of the ribosomes and 14 other Glyma models potentially related to translational processes including several polyA or RNA binding proteins and three family members of the TMA7 (translation machinery associated) proteins. 

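The 42 nuclear models of Table 7 had a median TE of 0.0794 at C25, 0.0762 at C100 and 0.298 at C300. Single models ranged from 0.00697 to 0.785 at C25, from 0.00790 to 0.223 at C100 and from 0.00426 to 1.16 at C300. A TE of at most 0.1 was found for 34 models at C25, 29 at C100 and 5 at C300. The coding sequence made up a median of 53.4% of the cDNA length of these models, and both RPKMs of a TE are per kb of the whole cDNA.

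**Figure D4:**
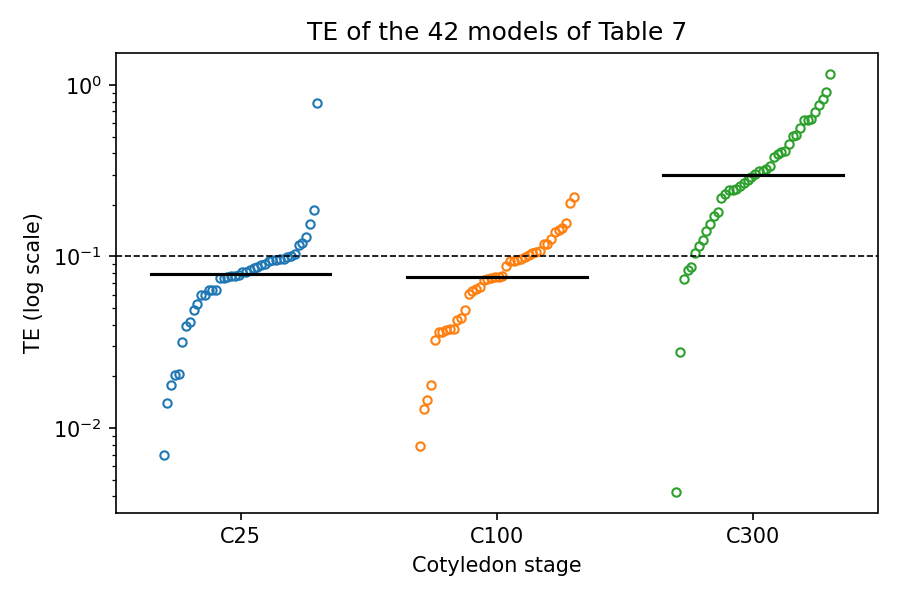
TE of the 42 models of Table 7 at C25, C100 and C300 on a log axis, with 1 point per model, the median of each stage as a bar and a dashed line at 0.1. Most points lie below the line at C25 and C100, and 5 lie at or below it at C300, where the values rest on 1 FP library.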

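At C25 all 42 models of Table 7 could be tested, and 34 were lower in FP than in CT at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 38 at an unadjusted p under 0.05. The median log2 fold change of the 42 was -1.25. In each of the 2 replicate pairs separately, 21 models had a TE of at most 0.1. At least 1 stage with a TE of at most 0.1 was found for 40 models and every stage for 5. With FP per kb of coding sequence in place of the whole cDNA, the number with at least 1 such stage was 15.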

All of these clearly nuclear genes had very low TE ratios indicating that they were relatively silent translationally.

**Table 6:** Ribosomal proteins, translation, and energy related transcripts are overrepresented within the transcripts showing very low TE values.

Match	Annotation Grouping				
	Ribosome	Translation	Energy	Other	Total
Chloroplast	18	0	47	20	85
Mitochondria	2	0	17	10	29
Both	0	0	2	0	2
Neither	28^a^	14^a^	29	183	254
Total	48	14	95	213	370

^a^Table 7 shows the data for these Glyma models.

**Table 7:** Transcripts for 42 ribosomal proteins or proteins involved in translational processes which have very low TE ratios in cotyledons during at least one of the three stages of seed development.

Gene Model	C25 CT	C100CT	C300 CT	C25 FP	C100FP	C300FP	C25 TE	C100TE	C300TE	L	Annotation
Glyma.07G241700.1	18.8	9.5	7.1	1.8	0.8	1.5	0.10	0.09	0.21	186	Ribosomal L29e protein family
Glyma.15G090800.1	16.9	6.9	4.5	1.1	0.8	2.4	0.06	0.12	0.52	210	Ribosomal L38e protein family
Glyma.10G182500.1	20.1	10.2	9.3	2.6	0.9	4.0	0.13	0.09	0.43	399	Ribosomal protein L14
Glyma.19G053400.1	18.6	10.2	13.5	0.6	0.4	0.9	0.03	0.04	0.07	327	ribosomal protein L16
Glyma.03G234600.1	21.0	9.9	8.5	1.6	1.0	2.4	0.08	0.10	0.29	564	ribosomal protein L18
Glyma.20G187300.1	49.6	34.9	82.4	2.4	0.5	3.9	0.05	0.02	0.05	135	ribosomal protein L2
Glyma.11G076000.1	31.1	20.9	11.4	3.6	1.8	3.3	0.12	0.09	0.29	786	Ribosomal protein L2 family
Glyma.08G103700.1	21.8	8.4	5.4	1.7	1.6	2.8	0.08	0.19	0.52	570	Ribosomal protein L22p/L17e family
Glyma.16G169800.1	26.5	10.6	6.7	2.2	2.2	4.0	0.08	0.21	0.60	507	Ribosomal protein L22p/L17e family
Glyma.12G066700.3	30.1	12.4	7.2	5.6	0.8	5.8	0.19	0.06	0.80	375	ribosomal protein L23AB
Glyma.05G223800.1	10.4	5.1	4.6	1.0	0.3	2.7	0.10	0.06	0.59	363	Ribosomal protein L31e family
Glyma.08G030900.1	20.5	12.5	14.5	1.7	0.8	5.4	0.08	0.06	0.37	363	Ribosomal protein L31e family
Glyma.18G119100.1	42.3	29.2	21.6	3.2	2.2	4.7	0.08	0.07	0.22	363	Ribosomal protein L34e superfamily
Glyma.02G253500.1	15.6	8.9	6.2	0.9	0.7	2.1	0.06	0.08	0.34	339	Ribosomal protein L35Ae family
Glyma.14G062900.1	13.0	5.9	5.5	0.7	0.7	1.7	0.05	0.12	0.31	339	Ribosomal protein L35Ae family
Glyma.19G195500.2	62.5	29.1	34.1	4.8	2.5	4.3	0.08	0.09	0.13	345	Ribosomal protein L40e
Glyma.07G088100.2	1.2	26.7	32.6	0.9	1.1	4.8	0.79	0.04	0.15	318	Ribosomal protein S10p/S20e family
Glyma.14G149900.1	10.3	4.7	6.1	0.4	0.1	0.9	0.04	0.02	0.15	267	ribosomal protein S11
Glyma.03G141300.1	22.6	11.5	14.9	1.7	1.4	1.1	0.07	0.12	0.07	216	ribosomal protein S12A
Glyma.09G058100.1	21.5	12.7	14.9	0.4	0.1	1.0	0.02	0.01	0.07	636	ribosomal protein S12A
Glyma.14G213500.1	87.1	56.3	180	3.6	1.5	6.9	0.04	0.03	0.04	141	ribosomal protein S12A
Glyma.10G160300.1	24.8	12.4	9.6	2.6	0.4	2.6	0.10	0.03	0.27	414	Ribosomal protein S24e family
Glyma.20G228100.1	32.7	15.7	10.4	3.2	1.6	4.3	0.10	0.10	0.41	417	Ribosomal protein S24e family
Glyma.16G055600.1	11.0	4.0	3.8	1.0	0.1	2.1	0.09	0.03	0.55	321	Ribosomal protein S26e family
Glyma.02G067400.1	29.0	20.5	17.4	3.5	1.8	6.4	0.12	0.09	0.37	261	ribosomal protein S27
Glyma.13G245200.1	30.3	19.8	23.5	0.2	0.6	0.1	0.01	0.03	0.00	231	Ribosomal protein S7p/S5e family
Glyma.05G173100.1	13.1	6.9	8.5	0.2	0.2	0.2	0.01	0.03	0.02	420	ribosomal protein-related
Glyma.08G104900.1	21.2	25.5	24.3	1.8	2.1	4.0	0.09	0.08	0.17	291	Ribosome membrane protein RAMP4
Glyma.14G221700.1	10.8	4.1	3.1	1.1	0.3	0.8	0.10	0.08	0.25	750	Alba DNA/RNA-binding protein
Glyma.06G197300.2	14.4	11.8	11.8	2.2	0.9	8.1	0.15	0.08	0.68	357	eukaryotic elongation factor 5A-1
Glyma.14G084500.1	22.2	7.9	6.9	1.7	1.1	2.2	0.07	0.14	0.31	1959	poly(A) binding protein 2
Glyma.17G240400.1	26.1	9.1	8.9	2.1	1.0	3.1	0.08	0.11	0.35	1965	poly(A) binding protein 2
Glyma.07G215300.1	37.9	19.8	16.2	3.4	2.6	3.5	0.09	0.13	0.22	1956	poly(A) binding protein 8
Glyma.15G163900.4	20.4	45.9	35.9	0.4	0.5	1.7	0.02	0.01	0.05	2946	pumilio 5
Glyma.07G078300.1	35.9	13.9	20.7	0.6	0.6	1.9	0.02	0.04	0.09	762	RNA-binding (RRM/RBD/RN))
Glyma.02G134400.1	15.7	14.5	14.5	1.4	1.4	3.9	0.09	0.10	0.27	1296	RNA-binding protein 47B
Glyma.07G210800.1	24.8	18.0	17.3	2.3	1.7	4.3	0.09	0.10	0.25	1296	RNA-binding protein 47B
Glyma.07G005600.1	16.3	11.7	11.2	1.0	0.9	2.6	0.06	0.07	0.23	195	Translation machinery TMA7
Glyma.08G206000.1	23.1	15.3	11.9	1.5	0.8	2.3	0.06	0.05	0.19	195	Translation machinery TMA7
Glyma.20G047300.1	18.3	14.9	11.3	1.8	0.8	4.7	0.10	0.05	0.42	195	Translation machinery TMA7
Glyma.13G243100.1	25.6	14.2	19.3	2.5	1.1	2.4	0.10	0.08	0.13	441	Translation protein SH3-like
Glyma.09G044200.1	86.7	83.0	118	5.2	8.2	23.1	0.06	0.10	0.20	507	translationally controlled tumor protein

These 42 Glyma models encode transcripts without substantial identity to the plastid genomes. See S6 File for the full list of all 63 Glyma models in these annotation groups including those with homology to chloroplasts and mitochondria. L, length of the Glyma coding sequence.

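Among 93 energy and plastid related models with very low TE, 47 with chloroplast homology had a median TE of 0.0375 at C25, 0.0429 at C100 and 0.0849 at C300. The 17 with mitochondrial homology had medians of 0.0343, 0.0432 and 0.0888. The 2 with both homologies were at 0.0153, 0.0369 and 0.0690, and the 27 with neither at 0.0334, 0.0486 and 0.0910. At C25, 85 of the 93 were lower in FP than in CT at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The differences in median TE between these 4 classes were not tested.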

Of the 95 genes related to energy/plastid functions, a total of 47 showed significant sequence similarity to the chloroplasts and 17 to the mitochondrial genome and two models had similarity to both organelle genomes (Table 6). Full data for these are shown in S6 File. To determine the profiles of the chloroplast transcripts, we conducted alignments with the original data sets directly against the 152 kb chloroplast genome (NCBI accession DQ317523.1) with no mismatches allowed. As shown in S7 File for all of the coding sequence regions of the chloroplast genome, the highest expression in the control RNA for the CT25 stage was found for the large subunit of the ribulose 1, 5 bisphosphate carboxylase/oxygenase (rbcl) gene with a normalized value of 1411 RPKMs. Many of the photosystem gene transcripts also had relatively high expression levels followed by some of the ribosomal protein genes, then the ATPases, and the NADH oxidoreductases at much lower levels. The normalized RNA footprint levels were consistently lower for all the chloroplast protein genes resulting in very low TE values. All three development stages of the cotyledons exhibited the same general pattern for both the control RNA levels and footprint levels.

## Discussion

There are only a very limited number of studies on ribosome profiling of transcripts on a genome-wide scale in plants, primarily of the model plant *Arabidopsis* [1–3, 31] with very few reports on agronomic crops as maize [32] or legumes [33] and none from soybean or of seed development in any plant. In order to determine the relative translational capacities of transcripts in seed development, we used ribosome profiling experiments of three stages of immature soybean cotyledons. By clustering the TE values into patterns, we found that the TE values varied dynamically for transcripts during seed development. However, the vast majority of soybean genes, including those encoding the major storage proteins, did not demonstrate high TE values during the normal progression of cotyledon development in soybean. The numbers of unique transcripts that were expressed at an arbitrary cut-off level of greater than or equal to 1 RPKM in our control samples were 14,888 in the C25 early maturation 25–50 mg cotyledons, 7,683 in the C100 mid-maturation 100–200 mg cotyledons, and 8,027 in the C300 late maturation 300–400 mg cotyledons (Table 3). Thus, the percentage of transcripts that demonstrated higher ribosome occupancy, ie., TE>1 were 0.91%, 0.94%, and 0.57% in each of the developmental stages, respectively.

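In the counts, 14888 primary transcripts had a mean CT RPKM of at least 1 at C25, 7683 at C100 and 8027 at C300. With splice variants these were 26317, 12583 and 13223 transcripts. At least 1 RPKM in each CT replicate was found for 12906, 6458 and 6272 primary transcripts. The library totals moved these numbers most, since totals without the 1% most abundant transcripts gave 32271, 31826 and 32982.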

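The primary transcripts with high TE were 0.913% of the number of expressed primary transcripts at C25, 2.19% at C100 and 26.7% at C300, where C100 and C300 had no p criterion. Among the expressed primary transcripts themselves, a TE above 1 was found for 0.235%, 1.85% and 18.8%. The median TE of the expressed primary transcripts was 0.208 at C25, 0.317 at C100 and 0.571 at C300.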

To our knowledge there are no reports on translational profiling of immature seed development in any plant species. In *Arabidopsis*, polysomes extracted from the early stages of seed hydration and germination from tissue collected at 0, 6, 26, 48, 72 HAI (hours after imbibition) were profiled on Affymetrix arrays [34]. This approach revealed two shifts in translational regulation, one during the hydration phase in which 435 transcripts had higher TE values and 1204 were low, and another in the germination phase in which 195 transcripts were high and 717 were low.

The immature seed development expression program, especially in a high protein crop as soybean, is dominated by production of large quantities of specific storage proteins. Early molecular studies showed that the abundant storage protein messages account for 50–60% of the polysomal mRNA [35,36]. We found that the number of soybean transcripts showing higher TE values was greatest in the youngest seed at the 25–50 mg stage (Table 3). 

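Without a p criterion, the number of transcripts with a TE above 1 and at least 1 RPKM in FP was lowest at C25 and highest at C300 on library totals. With library totals that leave out the 1% most abundant transcripts, a setting chosen for this count after seeing the data, the numbers were 26802 at C25, 25080 at C100 and 25190 at C300. The stages were not compared by a test. C100 and C300 had no FP replicate 2 here, and the C300 FP library had the smallest total count of the 10.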

Examination of our RNA-Seq data [12] from developing Williams cotyledons showed that the number of unique transcripts expressed at > = 1 RPKM was approximately 21,000 to 23,000 in each of several stages of seed development from 5–6 mg, 100–200 mg, and 400–500 mg instead of the 8,000 to 15,000 in this ribosome profiling data. We also observed that the RPKM values of many of the genes were lower by several fold in the control RNA in the ribosome profiling samples. One reason could be that, despite the large sequencing depth of generally over 100 million total sequence reads, more of the sequencing space in the ribosome profiling experiments is occupied by rDNA reads as the technique cannot use poly A selection as used for RNA-Seq, but rather requires fragmentation of the RNA for the control (CT) sample versus the protection provided by the ribosomes in the FP samples. We found only 2–3% of the total mapped sequence reads were to rDNA in the RNA-Seq samples [12] while 20 to 80% of the total mapped reads were aligned to rDNA in the ribosome profiling experiments (S2 Table) and then removed from the analyses informatically. However, the 8.1 to 24.7 million non-rDNA reads mapped to coding transcripts of the Glyma models in the ribosome profiling experiments were sufficient for quantification of most transcripts except possibly for the ones with lowest abundances.

### TE values for serine proteases, 2S albumins, and other LMW storage protein suggest two phases of storage protein mobilization during seed development

The cysteine and subtilisin-like serine proteases [37,38] are the most commonly found seed proteases in soybean and are involved in seed developmental processes including the mobilization and degradation of seed storage proteins in soybean and other legumes [37–43]. Our results showing higher translational efficiencies of serine proteases during early seed development suggest that these proteases might be involved in turning over some proteins before the massive synthesis of the major storage proteins. The expression profiles of the seed storage proteins support this phenomenon where the lowest level of transcripts and footprints is measured in the early stage compared to the mid and late stages (Fig 2 and Table 2). On the other hand, a representative serine protease (Glyma.06G022600.1) has about a 1.3 RPKM level of transcripts in cotyledons of all three stages of seed development, whereas there is a much higher level of footprints, about 32 RPKMs, detected in the early stage compared to the other two stages (Table 4). Hence there is a high level of translational efficiency (TE), at about TE = 25 in the early stage. This implies that there are more ribosomes bound to serine protease mRNAs at this stage which enables more translation. We found eight unique gene models annotated as serine proteases and most of them showed similar expression patterns to the one described above (Table 4). It would appear that the serine proteases play a vital role in the early stages.

In the entire list of 216, there are 16 unique protease gene models that have high TE values in at least one stage of development. Interestingly, several other more abundant proteases, including two aspartyl proteases and a cysteine protease, had higher TE values in the late stage of development after the seeds begin the desiccation process at the 300–400 mg seed weight range (Table 4). Thus, there may be two types of proteases one for the early stages with lower RPKMs but higher TE values, and another class with higher expression and also increased TE values at the more mature stage after the massive increase in storage proteins. These enzymes are likely to play a role in post-germination processes.

The other overrepresented category of transcripts with high TE values possessed the full PFAM annotation of “bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein”. The 2S albumins and other low molecular weight (LMW) cysteine-rich proteins have been determined to serve as storage proteins in diverse plant species [27,44]. Synthesized initially as preproalbumins, the signal sequence is removed first and the proalbumin intermediates are then proteolytically processed to smaller mature 2S large subunits of 8–10 kd and small subunits of 3–4 kd by endopeptidases and proteases [45]. The mature proteins often also have carboxy-terminal heterogeneity likely from clipping by carboxypeptidases. It has also been shown in some species that both the proteases and peptidases are initially physically separated from each other in multi-vesicular bodies on their way to the storage protein vacuoles [46,47]. Thus, these 16 proteins are likely to be substrates for some of the 12 proteases and peptidases that are present during the early stages of seed development.

It is intriguing that both types of transcripts, those encoding either degradative enzymes or 2S albumins, have generally similar expression and TE patterns in the early C25 stage and then decline in the later stages when a second set of storage proteins and degradative enzymes appears. This suggests two phases to the synthesis and processing and degradation of storage proteins—one represented by the earlier expressed and less abundant class of storage proteins (2S albumins and LMW cysteine-rich proteins) versus the more highly expressed, major globulin proteins represented by glycinin and conglycinin transcripts that accumulate in later stages.

The enhanced translation of the peptidases and 2S albumin proteins perhaps aids in the storage and turnover of amino acids during early seed development and provides a pool of amino acids for the synthesis of the major storage proteins, glycinins and conglycinins. The abundant soybean glycinin and conglycinin proteins and the seed proteins of many important legumes and grains are relatively poor in the essential sulfur amino acids, methionine and cysteine. Although it would be attractive to use some of these 2S albumins as backbones for increasing total sulfur amino acids by engineering, some of them are food allergens as is the S2 albumin of Brazil nuts [44,45] although the 2S albumins in soybean are classified as minor allergens [45].

Whether the six gibberellin-regulated proteins that also have high TE values in the C25 stages are also involved in a network that induces these early 2S albumin proteins and the proteases and peptidases is unknown. However, it has been reported that the pattern of accumulation of gibberellins during seed development shows two peaks corresponding to an early phase when they promote cell growth and expansion and the end of the maturation phase when they activate proteolytic enzymes that are used in germination [30]. The need for higher TE values of the seven flavonoid pathway enzymes at this stage is intriguing. The two copies of similar flavonone 3-hydroxylase gene have previously been cloned and described in detail at the molecular genetic level [48]. One of them was shown to be the *wp* gene that encodes a rare pink flower phenotype in soybean. Flavonoid compounds have many effects on plant development in addition to pigment production. Interestingly, the mutant pink flower line is also associated with a 22% higher seed weight and 4% higher protein content, but the mechanism is unknown.

The molecular mechanisms underlying the observed translational regulation of various mRNAs including alternative expression from upstream orf regions (uORFs) is an attractive subject for further investigation [49,50]. However, one of the current problems with undertaking a complete genomic study of this system would be to first define the UTR for each of the approximately 56,000 unique soybean gene models. For example, as pointed out in Fig 1, the 5’UTR for the seed lectin gene was called as 970 bases, but S1 nuclease protection studies show it to be approximately 28 bp [29]. We have noted the discrepancy in the automated UTR calls made by the Phytozome gene assembly with several of the genes in Table 1 as well. A global experimental determination of the authentic 5’ and 3’ UTR sequences would require correlation of the gene model calls with a number of RNA-Seq data sets from many tissues and organ systems of the soybean plant under various environmental growth conditions including biotic and abiotic stresses.

### Low abundance transcripts encoding MADS box transcription factors and NmrA-like negative regulators showed higher TEs in early development

Translational regulation of mRNAs coding for transcription factors (e. g. yeast GCN4 as the founding example) is a common mechanism of directly connecting cytoplasmic signaling events to altered genome-wide transcriptional program [51,52]. Although transcription factors generally have very low expression, we found two MADS-box transcription factors that had higher TE values in the early stage cotyledons. Members of the MADS-box transcription factor family have a conserved DNA-binding MADS-box domain. The MADS-box family is an important class which is involved in numerous biological processes during plant growth and development [53]. They are mainly recognized to play essential roles in reproductive development [54]. However, MADS-box genes were also found to be expressed in vegetative tissues, root, trichomes, and fruit, suggesting their diverse roles in plant development [55–57]. It has been reported that the soybean MADS-box transcription factors are involved in seed development [58]. We found 9 total members of MADS-box transcription family annotations that demonstrated higher translational efficiency during early seed development, but these contained multiple splice variants of the same two gene models. 

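The MADS-box model Glyma.06G324400.2 had 4 and 4 counts in C25 CT replicates 1 and 2 and 2 and 65 counts in C25 FP replicates 1 and 2. The TE of its means was 7.08, with 0.588 and 11.9 in the replicate pairs, and its log2 fold change of FP against CT was 5.31 (standard error 1.00, adjusted p = 0.00907 from edgeR's quasi-likelihood test). Glyma.04G257100.2, the other MADS-box model, had 3 and 5 counts in CT and 0 and 47 counts in FP. This gave a TE of 4.76, pairs of 0.721 and 6.86, and a log2 fold change of 4.79 (standard error 1.08, adjusted p = 0.0165 from edgeR). With the replicate block the adjusted p from edgeR was 2.58e-19 for Glyma.06G324400.2 and 1.34e-12 for Glyma.04G257100.2. The block fit takes the ratio of FP to CT as equal in both replicate pairs, whereas the pairs differed. Its p-values therefore do not measure agreement between the replicates. Without C25 FP replicate 1 the TE of Glyma.04G257100.2 was 9.52 and that of Glyma.06G324400.2 13.7, and without C25 FP replicate 2 these were 0.442 and 0.498. At C300 the TE of Glyma.06G324400.2 was 3.25 with both means near the floor. Both models were higher in both SC25 CT libraries than in both C25 CT libraries.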

One MADS-box transcription factor encoding gene, Glyma.06G324400.2, showed translational efficiency of 7.08 in cotyledons during the early stage of seed development, while the other, Glyma.04G257100.2 had a TE of 4.76 (Table 5). The expression of the MADs box is very low in all three stages. However, there is a significant difference in translational efficiencies which indicates more ribosomes are associated with MADS-box transcripts at the early stage. This facilitates the greater potential of MADS-box transcripts to be translated into protein. Our results indicate that MADS-box transcription factors might be playing an important role during the early stage of seed development that requires more protein synthesis than inferred from their transcript levels.

The only other transcription factors with high TE values in the final list of 216 models were two gene models annotated as NmrA-like negative regulators. The wild type NmrA gene is involved in nitrogen metabolite repression in fungi such as *Neurospora crassa* and *Aspergillus nidulans* where it represses the induction of transcription factors that induce genes required to utilize alternative sources of nitrogen other than glutamine or ammonia [59]. In soybean, the principal form of nitrogen delivered to the developing embryo has been measured as glutamine at 55% and asparagine at 20% [60]. Thus, under normal conditions, nitrogen would not be limiting and the possible function of a NmrA-like negative regulator could be envisioned, at least for the early stages of the seed filling period.

### Very low TE values of many ribosomal family proteins and some energy and plastid related transcripts occur across all three developmental stages

Ribosomal proteins are structural constituents of the ribosomes which are necessary for protein synthesis. Interestingly, we found that the footprint values of some ribosomal protein transcripts were much lower than their control levels across all three seed developmental stages, indicating that they are relatively translationally silent during soybean seed development. 

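The ribosomal protein model Glyma.14G213500.1 was at 87.1 ± 16.8 RPKM (SD, n = 2) in C25 CT and 3.61 ± 0.0194 RPKM (SD, n = 2) in C25 FP, for a TE of 0.0414. The replicate pairs gave 0.0482 and 0.0363. Its log2 fold change of FP against CT was -2.18 (standard error 0.27, adjusted p = 0.00155 from edgeR's quasi-likelihood test), and -2.18 with the replicate block as well (adjusted p = 2.5e-10). At C100 the CT level was 56.3 ± 8.59 RPKM (SD, n = 2) and the FP level 2.10 RPKM, for a TE of 0.0373. At C300 it was 179 ± 134 RPKM (SD, n = 2) in CT and 13.2 RPKM in FP, for a TE of 0.0739.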

One such representative ribosomal protein gene (Glyma.14G213500.1) showed very low TE values of 0.04, 0.03 and 0.04 during early, mid and late stages, respectively (Table 7). During the early stage, the transcript level of this particular gene was 87 RPKMs, whereas the footprint level was only 3 RPKMs. Other ribosomal protein coding genes showed similar expression patterns across the developmental stages. All total, 28 of the 370 unique transcripts with very low TE levels were annotated as ribosomal proteins and an additional 14 appeared to be involved in translational machinery (Table 7). At first glance, this result would appear to be at odds with the fact that abundant seed storage protein transcripts need to be associated with functional ribosomes during the mid and late stages of cotyledon development. However, this observation could indicate that there may be specific types of ribosomes that are associated with translation of storage protein transcripts, and thus the levels of some ribosome proteins decrease during seed development to produce that switch. Previously, it has been reported that expression of over 64 ribosomal protein coding genes increased during the transition of the soybean cotyledons from storage organs to photosynthetic organs that occurs at approximately 4 days after seed imbibition and germination [61]. Recently, polysome profiling showed that ribosomes existed primarily as monosomes in *Arabidopsis* dry seed and the polysome fraction increased by six hours after imbibition of the seed [34]. The expression of ribosome protein genes also increased significantly during the seed to seedling transition and the authors speculated that this might affect the composition of the translating ribosomes and the selection of the translated mRNAs [34]. Thus, both transcriptional and translational regulation of ribosome proteins may be important in the immature soybean cotyledons as well as the transition of the cotyledons during seedling growth from a storage organ to a catabolic and subsequently photosynthetic organ. Interestingly, ribosome profiling in embryonic stem cells recently revealed evidence that ribosome heterogeneity at the level of core ribosome proteins facilitates ribosomes to preferentially translate specific mRNAs, mediated in part by internal ribosome entry sites [62]. Thus, in contrast to the current paradigm of ribosomes having conserved structure and function in all tissues, some ribosomes may have structural heterogeneity that leads to functional diversity in their preferences for particular transcripts and subsequent translational preferences. However, many studies would be required to directly verify key compositional differences of ribosomes in the different developmental stages of the seed or other plant parts, as opposed to changes in expression and/or translational capacity of homologous gene family members within each ribosome protein.

Some of the ribosomal proteins (20 of 48 total) and many of the energy, photosynthetic, and plastid related genes (66 of 95 total) have significant homology to the soybean chloroplast and mitochondrial genomes (Table 6). 

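In the ribosomal and energy related classes, 67 models with chloroplast homology had a median C25 TE of 0.0288, and 64 of them were at or below 0.1 at C25. Of the 67, 62 were lower in FP than in CT at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The 5 models with chloroplast homology in the paper's high TE list had a median TE of 0.470 at C25, 0.989 at C100 and 0.939 at C300, and 0 of them were at or below 0.1 at any stage. Their median CT level at C25 was 317 RPKM, against 30.9 RPKM for the 67 models.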

In total, 24% (87 of 370) of the unique Glymas in the very low TE set had identity to the chloroplast genome, whereas only 2% (5 of 216) of the high TE set Glymas had identity to the chloroplast genome (S2 File). The fraction with identity to the mitochondrial genome was lower at 8% (31 of 370) unique Glymas in the very low TE set and none in the higher TE transcripts.

Transfers of DNA have occurred during evolution between the genomes of the nucleus and the organelles. One recent report [63] compared the 450 kb soybean mitochondrial genome from the cultivar Aiganhuang and the 150 kb chloroplast genome [64] from PI 437654 to the assembly of the complete soybean genome from Williams 82 [18]. Their report found the nuclear assembly contained a total of 155.2 kb (0.02%) that had significant identity to the mitochondrial genome with most regions less than 500 bp in length [63]. A larger proportion of the nuclear DNA (1.1 Mb or 0.11%) had significant identities to the chloroplast genome with 24 chloroplast genes having complete ORFs, accounting for 32% of chloroplast coding genes [63].

The large number of nuclear genes or gene fragments with high identity to the chloroplast and mitochondria genomes raises the possibility that our alignments to the Glyma models with these annotations were profiling ribosomes from the organelles, especially since the sequence footprints are necessarily about 30 nt, as that is the size protected by a ribosome from the micrococcal nuclease digestion. Thus, there may be some organelle footprints that align with 100% identity to the nuclear Glyma models. If this is the case, our observations of very low TE values of < = 0.1 for some of the ATPases, NADH dehydrogenases, and photosynthetic reaction center proteins, could be reflecting the relative lack of translation for many of the energy and plastid genes during seed development. Although the early and mid-maturation cotyledons are pale green in color and changes in chloroplast ultrastructure have been observed in the immature cotyledons [65], the developing seed is a sink for photosynthate transported as sugars through the seed coat to the developing embryo. Therefore, the demand for chloroplast functions could be low in the developing cotyledons and/or the pool of RNA in the plastids may be kept high. In order to assess the status of the total RNA versus ribosome bound RNAs that map directly to the chloroplast genome, we aligned our data to the soybean chloroplast genome [64] using the same alignment and normalization criteria that were used for the nuclear coding sequences including no mismatches and using the total reads mapped from each library to the 88,515 nuclear gene models as the normalization factors. As found for the alignments to their nuclear counterparts, the ribosome footprint RNAs of the chloroplast transcripts were highly underrepresented compared to the number of alignments with the control RNA samples as shown in the S7 File representing the 102 coding regions in the chloroplast genome. Thus, it appears that the amounts of unbound polycistronic or processed RNAs in the cotyledon chloroplasts are much higher than those associated with the chloroplast ribosomes. For example, in the C25 stage cotyledons, the chloroplast encoded *rbcl* subunit has the highest level of all the coding sequences at 1411 RPKMs but only 74 RPKMs (0.05 TE value) were found in the footprint sample, and thus associated with active translation of the transcript. The photosystem II protein D2 had the highest TE value at 0.12 (22 FP RPKMs /180 total RPKMs).

A recent study [66] used RNA sequencing to examine the chloroplast translatome in different segments of the 9-day old maize leaf blade. The leaf segments form a natural gradient of cells and plastids at increasing stages of photosynthetic differentiation corresponding to increasing distances from the leaf base. The average TE value for all chloroplast genes in segment 1 was 0.22 and only the *atpH* gene (1.14 average TE) had a TE value >1. The authors found that the translational efficiency of most chloroplast genes increased during development in segments 4 and 9 which are 3–4 cm and 8–9 cm, respectively, from the leaf base, and then declined in segment 14 near the leaf tip as the photosynthetic apparatus matured. In this respect, our results from the cotyledons more closely resemble segment 1 of the leaf base than the other more photosynthetically active tissues of the leaf.

### The major seed storage proteins are primarily regulated at the transcriptional level

During seed development, the accumulation of seed storage proteins is regulated by an integrated genetic and physiological network [67–70]. The glycinins and conglycinins account for up to 70% of the seed protein content with trypsin inhibitors at approximately 5–10% and lectin at 2–5%. The abundant storage protein messages account for 50–60% of the polysomal mRNA [35–36] and lectin and trypsin inhibitor mRNAs were initially enriched and cloned from immunoselection of polysomal RNAs [71]. Lectin and the other seed proteins contain signal sequences that direct their localization to the endoplasmic reticulum and transit to specialized protein body vacuoles in the seed [36,72]. The transcript levels of the abundant storage protein coding genes rise and fall from the early to mid and late maturation phases of seed development as has been shown with several different molecular [13,15,35] and genomics technologies [11–12]. It has already been reported that transcript levels for conglycinin and some other seed proteins are regulated primarily at the transcriptional level during seed development [14,15].

Here, we extensively investigated the expression profiles of the seed storage proteins such as glycinins, conglycinins, lectin, and Kunitz trypsin protease inhibitors in our ribosome profiling data. In contrast to the less abundant 2S albumins, most of the members of these seed storage protein coding genes showed similar expression patterns in cotyledons, where the highest levels of transcripts were found at the mid stage when the seed fresh weight ranges from 100–200 mg (Fig 2 and Table 2). In contrast, the peak ribosome footprint level was found at the late developmental stage even though there was not much difference in relative translational efficiencies across development (Fig 2). These data indicate that although the trend for the seed protein genes is for a gradual increase of 2 to 6-fold in the relative TE values from the early to later stages, these values were only between 1 to 1.6 TE at their highest, indicating roughly equal levels of the total and ribosome bound fractions. Our conclusion is that accumulation of the major storage proteins primarily reflects transcriptional control in line with the massive increase of their transcript levels during seed development. On the other hand, translational regulation may be important to rebalance the proteome to maintain total seed protein levels in situations when naturally occurring mutations or transgenic RNAi knockouts prevent expression of one of the superabundant major storage proteins genes as has been observed [16]. Translational control may also be very important during environmental perturbations as nutrient deprivation or abiotic stress which were not tested in this report.

In summary, in this first report of ribosome profiling of seed development, we profiled both nuclear and chloroplast genomes and identified a relatively small number of genes with high translational efficiencies in cotyledons during different seed developmental stages. Some of them showed higher TE values at only one of the stages of seed development, such as a number of proteases and peptidases and 2S seed storage albumins in the early stage of maturation, suggesting that increased translation of this class of proteins and their degradative enzymes may be needed in the early stage before the major seed proteins increase dramatically. The TE values for the major seed storage protein transcripts increased from 2 to 6 fold TE values from early to late maturation, but their massive accumulation is primarily reflecting the prominence of their transcriptional control during normal seed development. Interestingly, a number of ribosomal protein genes also displayed very low TE values over all three seed developmental stages, even though immature seeds are an extremely active tissue for synthesis of the abundant storage proteins. Genes of the chloroplast appear to be relatively low in translational output during these immature seed stages in which most of the energy is derived from transport of photosynthate into the seed.

## Supporting information

S1 Fig Distribution of RNA sequence reads by length in the biological replicate 1 (left) and biological replicate 2 (right) of cotyledon samples of different seed developmental stages. (TIF) Click here for additional data file.

S2 Fig Distribution of ribosome footprint reads by length in the biological replicate 1 (left) and biological replicate 2 (right) of cotyledon samples of different seed developmental stages. (TIF) Click here for additional data file.

S3 Fig Biological replicates of cotyledon samples show reproducibility within RNA sequencing as well as ribosome profiling libraries. (DOCX) Click here for additional data file.

S1 Table Oligonucleotides used in RNA sequencing and ribosome footprint library preparation. (DOCX) Click here for additional data file.

S2 Table Summary of RNA sequencing and ribosome profiling reads. (DOCX) Click here for additional data file.

S1 File Complete set of normalized ribosome profiling data for all 88,515 gene models and alternative transcripts showing control (CT) RPKMs, footprint (FP) RPKMs, and translational efficiencies (TE) for data from all three developmental stages of immature soybean cotyledons. (XLSX) Click here for additional data file.

S2 File Data from cluster analyses of 322 transcripts (representing 216 different Glyma gene models) selected for high TE values in at least one of the three developmental stages. (XLSX) Click here for additional data file.

S3 File Summary of graphs of all clusters of the gene transcripts with high TE values in at least one of the three developmental stages. (PDF) Click here for additional data file.

S4 File Data from cluster analyses of 764 transcripts (representing 370 different Glyma gene models) selected for very low TE values in at least one of the three developmental stages. (XLSX) Click here for additional data file.

S5 File Summary of graphs of clusters of the transcripts with very low TE values in at least one of the three developmental stages. (PDF) Click here for additional data file.

S6 File Annotation categories of energy, ribosome and translation related Glyma transcript models having very low TE values (TE< = 0.1) in at least one of the three developmental stages. (XLSX) Click here for additional data file.

S7 File Comparison of control RNA and ribosome profiling data alignments to all protein coding sequences of the chloroplast genome. (XLSX) Click here for additional data file.

## References

[1] KawaguchiR, GirkeT, BrayEA, Bailey-SerresJ. Differential mRNA translation contributes to gene regulation under non-stress and dehydration stress conditions in *Arabidopsis thaliana*. Plant J. 2004; 38: 823–839. doi: 10.1111/j.1365-313X.2004.02090.x 1514438310.1111/j.1365-313X.2004.02090.x

[2] JuntawongP, GirkeT, BazinJ, Bailey-SerresJ. Translational dynamics revealed by genome-wide profiling of ribosome footprints in Arabidopsis. Proc. Natl. Acad. Sci. USA. 2014; 111: E203–E212. doi: 10.1073/pnas.1317811111 2436707810.1073/pnas.1317811111PMC3890782

[3] MustrophA, ZanettiME, JangCJH, HoltanHE, RepettiPP, GalbraithDW, et al Profiling translatomes of discrete cell populations resolves altered cellular priorities during hypoxia in Arabidopsis. Proc. Natl. Acad. Sci. USA. 2009; 106: 18843–18848. doi: 10.1073/pnas.0906131106 1984369510.1073/pnas.0906131106PMC2764735

[4] IngoliaNT, GhaemmaghamiS, NewmanJR, WeissmanJS. Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science. 2009; 324: 218–223. doi: 10.1126/science.1168978 1921387710.1126/science.1168978PMC2746483

[5] IngoliaNT, BrarGA, RouskinS, McGeachyAM, WeissmanJS. The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments. Nat. Protoc. 2012; 7: 1534–1550. doi: 10.1038/nprot.2012.086 2283613510.1038/nprot.2012.086PMC3535016

[6] GerashchenkoMV, LobanoAV, GladyshevVN. Genome-wide ribosome profiling reveals complex translational regulation in response to oxidative stress. Proc. Natl. Acad. Sci. USA. 2012; 109: 17394–17399. doi: 10.1073/pnas.1120799109 2304564310.1073/pnas.1120799109PMC3491468

[7] JiaoY, MeyerowitzEM. Cell-type specific analysis of translating RNAs in developing flowers reveals new levels of control. Mol. Syst. Biol. 2010; 6: 419 doi: 10.1038/msb.2010.76 2092435410.1038/msb.2010.76PMC2990639

[8] MustrophA, Bailey-SerresJ. The Arabidopsis translatome cell-specific mRNA atlas: Mining suberin and cutin lipid monomer biosynthesis genes as an example for data application. Plant Signal Behav. 2010; 5: 320–324. 2022031210.4161/psb.5.3.11187PMC2881290

[9] IngoliaNT. Genome-wide translational profiling by ribosome footprinting. Methods Enzymol. 2010; 470: 119–142. doi: 10.1016/S0076-6879(10)70006-9 2094680910.1016/S0076-6879(10)70006-9

[10] IngoliaNT. Ribosome profiling: new views of translation, from single codons to genome scale. Nat Rev Genet. 2014; 15: 205–213. doi: 10.1038/nrg3645 2446869610.1038/nrg3645

[11] JonesSI, GonzalezDO, VodkinL. Flux of transcript patterns during soybean seed development. BMC Genomics. 2010; 11: 136 doi: 10.1186/1471-2164-11-136 2018128010.1186/1471-2164-11-136PMC2846912

[12] JonesSI, VodkinL. Using RNA-Seq to profile soybean seed development from fertilization to maturity. PLoS One. 2013; 8: e59270 doi: 10.1371/journal.pone.0059270 2355500910.1371/journal.pone.0059270PMC3598657

[13] MeinkeDW, ChenJ, BeachyRN. Expression of storage-protein genes during soybean seed development. Planta. 1981; 153: 130–139. doi: 10.1007/BF00384094 2427676310.1007/BF00384094

[14] HaradaJJ, BarkerSJ, GoldbergRB. Soybean b-conglycinin genes are clustered in several DNA regions and are regulated by transcriptional and posttranscriptional processes. Plant Cell. 1989; 1: 415–425. doi: 10.1105/tpc.1.4.415 256256210.1105/tpc.1.4.415PMC159773

[15] WallingL, DrewsGN, GoldbergRB. Transcriptional and posttranscriptional regulation of soybean seed protein mRNA levels. Proc Natl AcadSci USA. 1986; 83: 2123–2127.10.1073/pnas.83.7.2123PMC32324316593677

[16] SchmidtMA, BarbazukWB, SandfordM, MayG, SongZ, ZhouW, et al Silencing of soybean seed storage proteins results in a rebalanced protein composition preserving seed protein content without major collateral changes in the metabolome and transcriptome. Plant Physiol. 2011; 156: 330–345. doi: 10.1104/pp.111.173807 2139826010.1104/pp.111.173807PMC3091051

[17] MdShamimuzzaman, VodkinL. Identification of soybean seed developmental stage-specific and tissue-specific miRNA targets by degradome sequencing. BMC Genomics. 2012; 13: 310 doi: 10.1186/1471-2164-13-310 2279974010.1186/1471-2164-13-310PMC3410764

[18] SchmutzJ, CannonSB, SchlueterJ, MaJ, MitrosT, NelsonW, et al Genome sequence of the palaeopolyploid soybean. Nature. 2010; 463: 178–183. doi: 10.1038/nature08670 2007591310.1038/nature08670

[19] ZanettiME, ChangIF, GongF, GalbraithDW, Bailey-SerresJ. Immunopurification of polyribosomal complexes of Arabidopsis for global analysis of gene expression. Plant Physiol. 2005; 138: 624–635. doi: 10.1104/pp.105.059477 1595592610.1104/pp.105.059477PMC1150383

[20] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009; 10: R25 doi: 10.1186/gb-2009-10-3-r25 1926117410.1186/gb-2009-10-3-r25PMC2690996

[21] AndersS. and HuberW.. 2010 Differential expression analysis for sequence count data. Genome Biol. 11:R106 doi: 10.1186/gb-2010-11-10-r106 2097962110.1186/gb-2010-11-10-r106PMC3218662

[22] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods. 2008; 5: 621–628. doi: 10.1038/nmeth.1226 1851604510.1038/nmeth.1226PMC13303166

[23] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, et al The sequence alignment/map format and SAMtools. 2009; Bioinformatics 25: 2078–2079. doi: 10.1093/bioinformatics/btp352 1950594310.1093/bioinformatics/btp352PMC2723002

[24] RobinsonJT, ThorvaldsdóttirH, WincklerW, GuttmanM, LanderES, GetzG, et al Integrative genomics viewer. 2011; Nature Biotechnology 29: 24–26. doi: 10.1038/nbt.1754 2122109510.1038/nbt.1754PMC3346182

[25] GoodsteinDM, ShuS, HowsonR, NeupaneR, HayesRD, FazoJ, et al Phytozome: a comparative platform for green plant genomics. Nucleic Acids Res. 2012; 40: D1178–D1186. doi: 10.1093/nar/gkr944 2211002610.1093/nar/gkr944PMC3245001

[26] SaeedAI, SharovV, WhiteJ, LiJ, LiangW, BhagabatiN, et al TM4: a free, open source system for microarray data management and analysis. Biotechniques. 2003; 34: 374–378. 1261325910.2144/03342mt01

[27] ShewryRP, NaplerMA, TathamAS. Seed storage proteins: structures and biosynthesis. Plant Cell 1995; 7:945–956. doi: 10.1105/tpc.7.7.945 764052710.1105/tpc.7.7.945PMC160892

[28] GoldbergRB, HoschekG, VodkinLO. An insertion sequence blocks the expression of a soybean lectin gene. Cell. 1983; 33: 465–475. 619057010.1016/0092-8674(83)90428-2

[29] VodkinLO, RhodesPR, GoldbergRB 1983. A lectin gene insertion has the structural features of a transposable element. Cell 1983; 34: 1023–1031. 631320310.1016/0092-8674(83)90560-3

[30] LocascioA, Roig-VillanovaI, BernardiJ, VarottoS. Current perspectives on the hormonal control of seed development in Arabidopsis and maize: a focus on auxin. Frontiers in Plant Sci. 2014; 5:1–22.10.3389/fpls.2014.00412PMC414286425202316

[31] BazanJ, BaerenfallerK, GosaiSJ, GregoryBD, CrespiM, Bailey-SerresJ. Global anaylsis of ribosome-associated noncoding RNAs unveils new modes of translational regulation. Proc. Natl. Acad. Sci. USA. 2017; 146:e10018–e10027.10.1073/pnas.1708433114PMC569904929087317

[32] LeiL, ShiJ, ChenJ, ZhangM, SunS, XieS, et al Ribosome profiling reveals dynamic translational landscape in maize seedlings under drought stress. 2015; 84: 1206–1218.10.1111/tpj.1307326568274

[33] CoateJE, BarH, and DoyleJJ. Extensive translational regulation of gene expression in an allopolyploid (*Glycine dolichocarpa*). Plant Cell. 2014; 26: 136–150. doi: 10.1105/tpc.113.119966 2448896410.1105/tpc.113.119966PMC3963564

[34] BaiB, PevianiA, van der HorstS, GammM, SnelB, BentsinkL, et al Extensive translational regulation during seed germination revealed by polysomal profiling. New Phytol. 2017; 214:233–244. doi: 10.1111/nph.14355 2793503810.1111/nph.14355PMC5347915

[35] GoldbergRB, HoscheG, DittGS, BreidenbachRW. Developmental regulation of cloned superabundant embryo mRNAs in soybean. Dev. Biol. 1981; 83: 218–231. 611318010.1016/0012-1606(81)90468-1

[36] NielsenN. The structure and complexity of the 11S polypeptides in soybean. JOACS. 1985; 62:1680–1686.

[37] SiezenRJ, LeunissenJAM. Subtilases: The superfamily of subtilisin-like serine proteases. Protein Sci. 1997; 6: 501–523. doi: 10.1002/pro.5560060301 907043410.1002/pro.5560060301PMC2143677

[38] GrudkowskaM, ZagdanskaB. Multifunctional role of plant cysteine proteinases. ActaBiochim Pol. 2004; 51: 609–624.15448724

[39] PapastoitsisG, WilsonKA. Initiation of the Degradation of the Soybean Kunitz and Bowman-Birk Trypsin Inhibitors by a Cysteine Protease. Plant Physiol. 1991; 96: 1086–1092. 1666830210.1104/pp.96.4.1086PMC1080897

[40] QiX, WilsonKA, Tan-WilsonAL. Characterization of the major protease involved in the soybean β-conglycinin storage protein mobilization. Plant Physiol. 1992; 99: 725–733. 1666894610.1104/pp.99.2.725PMC1080525

[41] LiuX, ZhangZ, BarnabyN, WilsonKA, Tan-WilsonA. Soybean subtilisin-like protease involved in initiating storage protein degradation. Seed Sci. Res. 2001; 11: 55–68.

[42] BeilinsonV, MoskalenkoOV, LivingstoneDS, ReverdattoSV, JungR, NielsenNC. Two subtilisin-like proteases from soybean. Physiol Plant. 2002; 115: 585–597. 1212146510.1034/j.1399-3054.2002.1150413.x

[43] ZakharovA, CarchilanM, StepurinaT, RotariV, WilsonK, VaintraubI. A comparative study of the role of the major proteinases of germinated common bean (Phaseolus vulgaris L.) and soybean (Glycine max (L.) Merrill) seeds in the degradation of their storage proteins. J Exp Bot. 2004; 55: 2241–2249. doi: 10.1093/jxb/erh247 1533364510.1093/jxb/erh247

[44] YouleRJ, HuangAHC. Occurrence of low molecular weight and high cysteine containing albumin storage proteins in oilseed of diverse species. Amer J. Bot. 1981; 68:44–48.

[45] MorenoFJ, ClememteA. 2S albumin storage proteins: What makes them food allergens? Open Biochem J. 2008; 2:16–28. doi: 10.2174/1874091X00802010016 1894907110.2174/1874091X00802010016PMC2570561

[46] OteguiMS, HerderR, SchulzeJ, JungR, StaehelinLA. The proteolytic processing of seed sstorage proteins in Arabidopsis embryo cells starts in the multivesicular bodies. Plant Cell 2006; 18:2567–2581. doi: 10.1105/tpc.106.040931 1701260210.1105/tpc.106.040931PMC1626608

[47] MylneJS, Hara-NishimuraK, RosengrenKJ. Seed storage albumins: biosynthesis, trafficking and structures. Funct Plant Biol. 2014; 41:671–677.10.1071/FP1403532481022

[48] ZabalaG, VodkinLO. 2005 The *wp* mutation of *Glycine max* carries a gene-fragment-rich transposon of the CACTA superfamily. Plant Cell 17: 2619–2632. doi: 10.1105/tpc.105.033506 1614145410.1105/tpc.105.033506PMC1242261

[49] AsanoK. Why is start codon selection so precise in eukaryotes? Translation 2014; 2: e28387 doi: 10.4161/trla.28387 2677940310.4161/trla.28387PMC4705826

[50] HinnebuschAG, IvanovIP, SonenbergN. Translational control by 5'-untranslated regions of eukaryotic mRNAs. Science 2016; 352: 1413–1416. doi: 10.1126/science.aad9868 2731303810.1126/science.aad9868PMC7422601

[51] HinnebuschAG, DeverTE, AsanoK. Mechanism of translation initiation in the yeast Saccharomyces cerevisiae In MathewsMB, SonenbergN, HersheyJWB, editors. Translational Control in Biology and Medicine, Cold Spring Harbor, NY: Cold Spring Harbor Lab Press; 2007 pp. 225–268.

[52] SonenbergN, HinnebuschAG (2009). Regulation of translation initiation in eukaryotes: mechanisms and biological targets. Cell 2009; 136:731–745. doi: 10.1016/j.cell.2009.01.042 1923989210.1016/j.cell.2009.01.042PMC3610329

[53] SmaczniakC, ImminkRGH, AngenentGC, KaufmannK. Developmental and evolutionary diversity of plant MADS domainfactors: insights from recent studies. Development. 2012; 139: 3081–3098. doi: 10.1242/dev.074674 2287208210.1242/dev.074674

[54] HuangF, XuGL, ChiYJ, LiuHC, XueQ, ZhaoTJ, et al A soybean MADS-box protein modulates floral organ numbers, petal identity and sterility. BMC Plant Biol. 2014; 14: 89 doi: 10.1186/1471-2229-14-89 2469392210.1186/1471-2229-14-89PMC4021551

[55] WeiB, ZhangRZ, GuoJJ, LiuDM, LiAL, FanRC. Genome-wide analysis of the MADS-box gene family in *Brachypodiumdistachyon*. PLoS One. 2014; 9: e84781 doi: 10.1371/journal.pone.0084781 2445474910.1371/journal.pone.0084781PMC3890268

[56] LiuW, HanX, ZhanG, ZhaoZ, FengY, WuC. A novel sucrose-regulatory MADS-Box transcription factor GmNMHC5 promotes root development and nodulation in soybean (*Glycine max* [L.] Merr.). Int. J. Mol. Sci. 2015; 16:20657–20673. doi: 10.3390/ijms160920657 2640424610.3390/ijms160920657PMC4613224

[57] KumarG, AryaP, GuptaK, RandhawaV, AcharyaV, SinghAK. Comparative phylogenetic analysis and transcriptional profiling of MADS-box gene family identified *DAM* and *FLC*-like genes in apple (*Malus* x *domestica*). Scientific Reports. 2016; 6: 20695 doi: 10.1038/srep20695 2685623810.1038/srep20695PMC4746589

[58] FanCM, WangX, WangYW, HuRB, ZhangXM. Genome-Wide Expression Analysis of Soybean MADS Genes Showing Potential Function in the Seed Development. PloS one. 2013; 8: e62288 doi: 10.1371/journal.pone.0062288 2363802610.1371/journal.pone.0062288PMC3640087

[59] AndrianopoulosA, KourambasS, SharpJA, DavisMA, HynesMJ. Characterization of the *Aspergillus nidulans* nmrA gene involvd in nitrogen metabolite repression. 1998. J Bacteriol. 1998;180:1973–1977. 953740410.1128/jb.180.7.1973-1977.1998PMC107119

[60] RainbirdRN, ThorneJH, HardyWF. Role of amides, amino acids, and ureides in the nutrition of developing soybean seeds. Plant Physiol. 1984; 74:329–334. 1666341810.1104/pp.74.2.329PMC1066678

[61] MdShamimuzzaman, VodkinL. Transcription factors and glyoxylate cycle genes prominent in the transition of soybean cotyledons to the first functional leaves of the seedling. Funct Integr Genomics. 2014; 14: 683–696. doi: 10.1007/s10142-014-0388-x 2507076510.1007/s10142-014-0388-x

[62] ShiZ, FujiiK, KovaryKM, GenuthNR, RostHL, TeurelMN, et al Heterogeneous ribosomes preferentially translate distinct subpools of mRNAs genome-wide. Molecular Cell 2017; 67:1–13.2862555310.1016/j.molcel.2017.05.021PMC5548184

[63] ChangS, WangY, LuJ, GaiJ, LiJ, ChuP, et al The mitochondrial genome of soybean reveals complex genome structures and gene evolution at intercellular and phylogenetic levels. PLoS One. 2013; 8: e56502 doi: 10.1371/journal.pone.0056502 2343138110.1371/journal.pone.0056502PMC3576410

[64] SaskiC, LeeS-B, DaniellH, WoodTC, TomkinsJ, KimH-G, et al Complete chloroplast genome sequence of *Glycine max* and comparative analyses with other legume genomes. Plant Mol. Biol. 2005; 59: 309–322. doi: 10.1007/s11103-005-8882-0 1624755910.1007/s11103-005-8882-0

[65] SaitoGY, ChangYC, WallingLL, ThomsonWW. A correlation in plastid development and cytoplasmic ultrastructure with nuclear gene expression during seed ripening in soybean. New Phytol. 1989; 113:459–469.

[66] ChotewutmontriP, BarkanA. Dynamics of chloroplast translation during chloroplast differentiation in maize. PLOS Genetics 2017; 12: e1006106.10.1371/journal.pgen.1006106PMC494509627414025

[67] GoldbergRB, BarkerSJ, Perez-GrauL. Regulation of gene expression during plant embryogenesis. Cell. 1989; 56: 149–160. 264347010.1016/0092-8674(89)90888-x

[68] GolombekS, RolletschH, WobusU, WeberH. Control of storage protein accumulation during legume seed development. Plant Physiol. 2001; 158: 457–464.

[69] LeBH, WagmaisterJA, KawashimaT, BuiAQ, HaradaJJ, GoldbergRB. Using genomics to study legume seed development. Plant Physiol. 2007; 144:562–74. doi: 10.1104/pp.107.100362 1755651910.1104/pp.107.100362PMC1914191

[70] GutierrezL, Van WuytswinkelO, CastelainM, BelliniC. Combined networks regulating seed maturation. Trends Plant Sci. 2007; 12: 294–300. doi: 10.1016/j.tplants.2007.06.003 1758880110.1016/j.tplants.2007.06.003

[71] VodkinLO. Isolation and characterization of messenger RNAs for seed lectin and Kunitz trypsin inhibitor in soybean. Plant Physiology. 1981; 68: 766–771. 1666199610.1104/pp.68.3.766PMC425978

[72] PhilipR., DarnowskiD.W., SundararamanV., ChoM-J., VodkinL.O. 1998 Localization of β-glucuronidase in protein bodies of transgenic tobacco seed by fusion to an amino terminal sequence of the soybean lectin gene. Plant Science 137: 191–204.

# Supplementary material for: Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development
**Source:** PLoS One. 2018 Mar 23;13(3):e0194596. doi: 10.1371/journal.pone.0194596
**Supplement:** S3 Fig

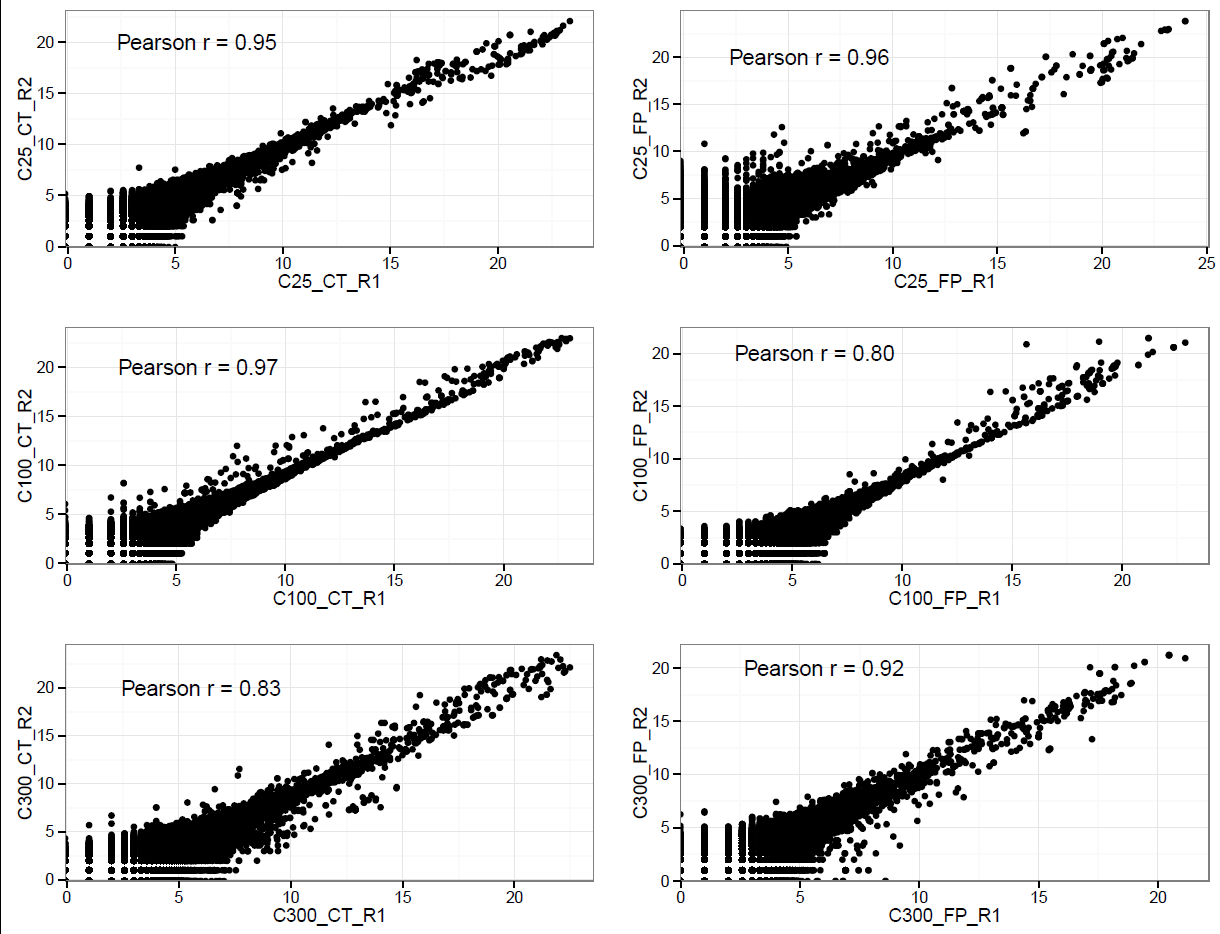

**S3 Fig. Biological replicates of cotyledon samples show reproducibility within RNA sequencing as well as ribosome profiling libraries.** The calculated Pearson correlation coefficient(r) is shown for both RNA sequencing (CT) and ribosome footprint (FP) samples. C25 denotes early stage cotyledons of 25-50 mg, C100 denotes mid stage cotyledons of 100-200 mg, and C300 denotes late stage cotyledons of 300-400 mg. R1 and R2 denote biological replicates shown on the left and right panels, respectively.

# Supplementary material for: Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development
**Source:** PLoS One. 2018 Mar 23;13(3):e0194596. doi: 10.1371/journal.pone.0194596
**Supplement:** S1 Table

**S1 Table. Oligonucleotides used in RNA sequencing and ribosome footprint library preparation.**

| **Oligonucleotide** | **Sequence (5'-3')** |
| --- | --- |
| Upper Marker | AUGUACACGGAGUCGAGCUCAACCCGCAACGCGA-(Phos) |
| Lower Marker | AUGUACACGGAGUCGACCCAACGCGA-(Phos) |
| Linker | 1/5rApp/CTGTAGGCACCATCAAT/3ddC/ |
| RT Primer | (Phos)-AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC- |
|  | (SpC18)-CAC TCA-(SpC18)-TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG |
| Forward Primer | AATGATACGGCGACCACCGAGATCTACAC |
| Reverse Primer 1 | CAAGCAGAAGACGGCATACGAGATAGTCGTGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 2 | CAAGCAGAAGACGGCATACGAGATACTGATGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 3 | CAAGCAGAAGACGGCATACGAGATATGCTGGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 4 | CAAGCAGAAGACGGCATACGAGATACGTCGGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 5 | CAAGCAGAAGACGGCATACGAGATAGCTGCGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 6 | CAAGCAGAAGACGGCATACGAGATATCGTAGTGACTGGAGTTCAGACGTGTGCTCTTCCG |
| Reverse Primer 7 | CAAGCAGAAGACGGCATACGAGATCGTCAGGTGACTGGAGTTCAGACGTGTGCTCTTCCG |

# Supplementary material for: Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development
**Source:** PLoS One. 2018 Mar 23;13(3):e0194596. doi: 10.1371/journal.pone.0194596
**Supplement:** S2 Table

**S2 Table. Summary of RNA sequencing and ribosome profiling reads.**

| **Library**  **Full Name** | **Raw Reads** | **Reads Processed** | **Total Mapped Reads** | **rDNA Reads** | **Gene Mapped Reads** | **Developmental**  **Stage** | **Library**  **Type** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| RP2502C_Rep1 | 89,827,739 | 54,279,162 | 126,913,215 | 107,818,311 | 19,094,904 | 25-50 mg, C25 | control RNA |
| RP2505C_Rep2 | 113,415,356 | 34,066,588 | 49,856,818 | 35,804,456 | 14,052,362 | 25-50 mg, C25 | control RNA |
| RP2502T_Rep1 | 51,640,489 | 25,036,524 | 73,403,289 | 57,158,834 | 16,244,455 | 25-50 mg, C25 | footprint RNA |
| RP2505T_Rep2 | 77,525,914 | 35,911,773 | 64,369,671 | 45,112,958 | 19,256,713 | 25-50 mg, C25 | footprint RNA |
| RP1003C_Rep1 | 49,802,836 | 38,904,291 | 104,093,065 | 82,448,249 | 21,644,816 | 100-200 mg, C100 | control RNA |
| RP1005C_Rep2 | 81,333,445 | 39,639,476 | 113,151,450 | 97,849,811 | 15,301,639 | 100-200 mg, C100 | control RNA |
| RP1003T_Rep1 | 86,277,212 | 42,644,648 | 37,878,455 | 13,125,550 | 24,752,905 | 100-200 mg, C100 | footprint RNA |
| RP1005T_Rep2 | 100,907,777 | 24,435,470 | 19,322,367 | 11,014,481 | 8,307,886 | 100-200 mg, C100 | footprint RNA |
| RP3001C_Rep1 | 49,802,836 | 44,320,765 | 72,267,735 | 52,143,859 | 20,123,876 | 300-400 mg, C300 | control RNA |
| RP3003C_Rep2 | 66,928,832 | 43,272,494 | 100,476,912 | 88,515,940 | 11,960,972 | 300-400 mg, C300 | control RNA |
| RP3001T_Rep1 | 86,277,212 | 13,734,711 | 12,283,241 | 4,184,949 | 8,098,292 | 300-400 mg, C300 | footprint RNA |
| RP3003T_Rep2 | 66,026,031 | 15,038,556 | 17,198,999 | 4,950,878 | 12,248,121 | 300-400 mg, C300 | footprint RNA |

Library name starting with RP25 refers to early stage C25 (25-50 mg seed weight range)

Library name starting with RP100 refers to mid stage C100 (100-200 mg seed weight range)

Library name starting with RP300 refers to late stage C300 (300-400 mg seed weight range)

Library name ending with C denotes total RNA sequencing libraries

Library name ending with T denotes ribosome footprint libraries

Rep, Replicate 1 or 2

# Supplementary material for: Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development
**Source:** PLoS One. 2018 Mar 23;13(3):e0194596. doi: 10.1371/journal.pone.0194596

# Summary for C25

Filtering Criteria for High TE value:

(Pval<0.05; TE>1 and FP\_RPKM>=1)

Total Number of Genes: 179

Cluster1 : 23 genes

Cluster 2: 10 genes

Cluster 3: 4 genes

Cluster 4:142 genes

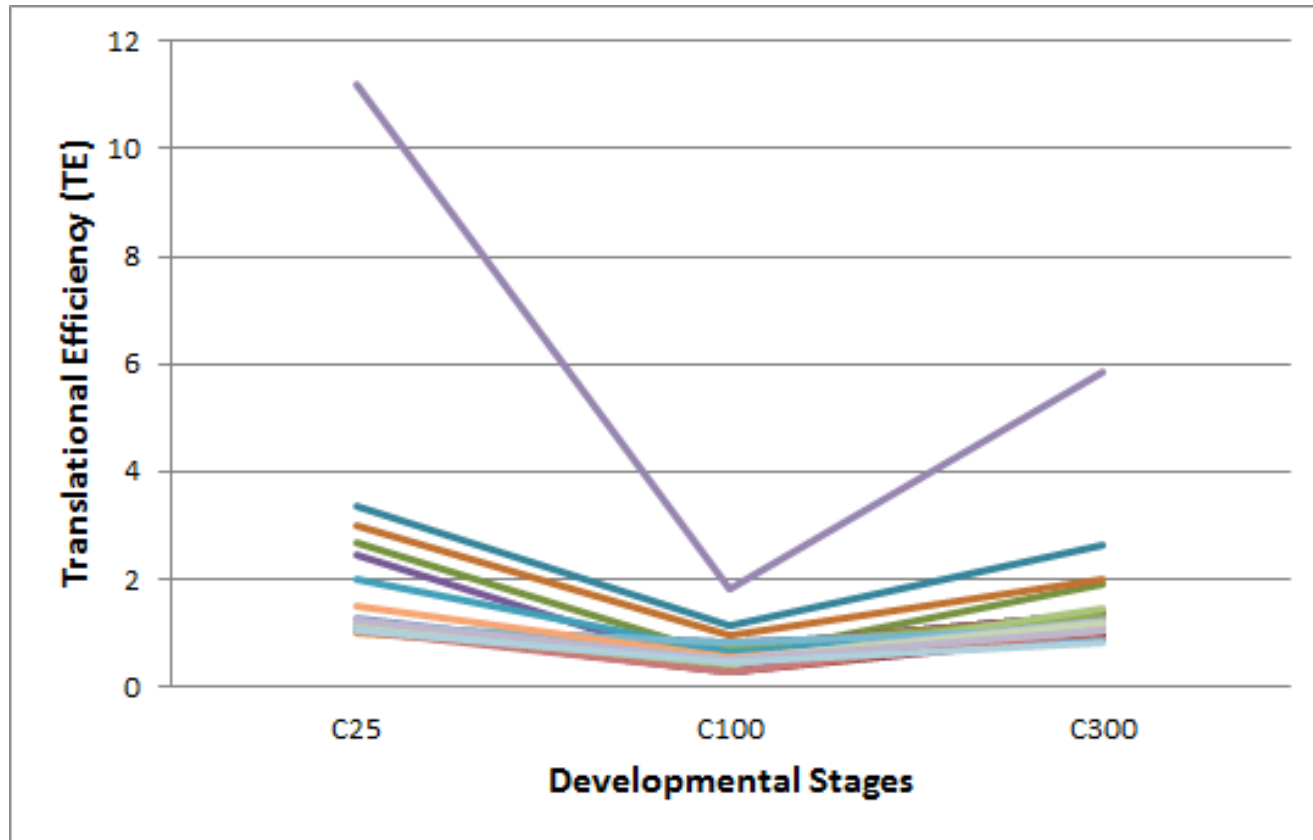

Cluster 1: 23 Genes

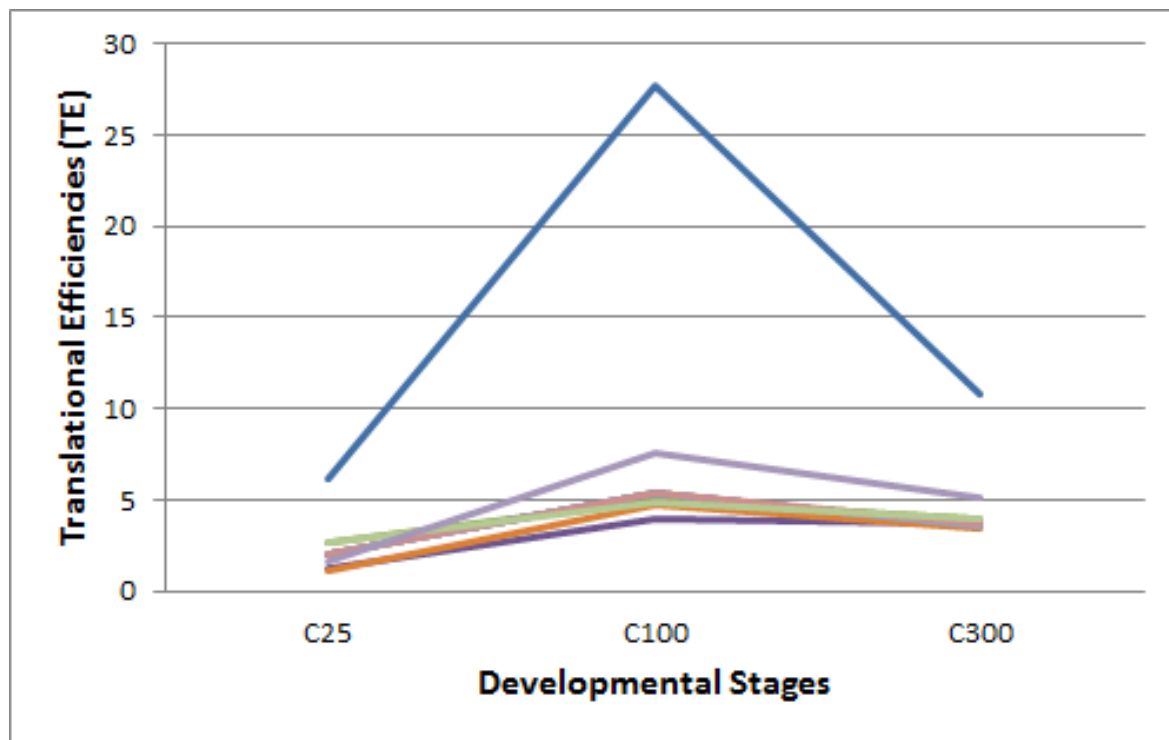

Cluster2: 10 genes

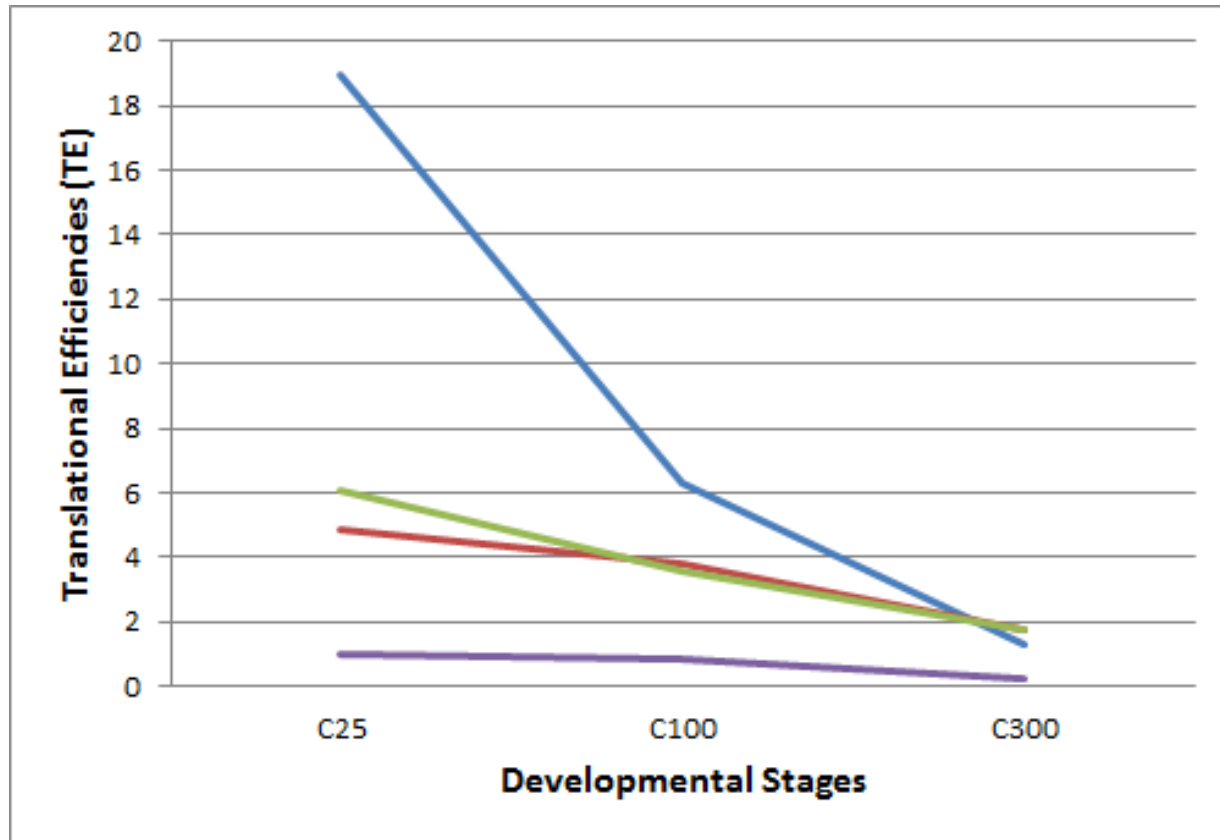

Cluster 3: 4 Genes

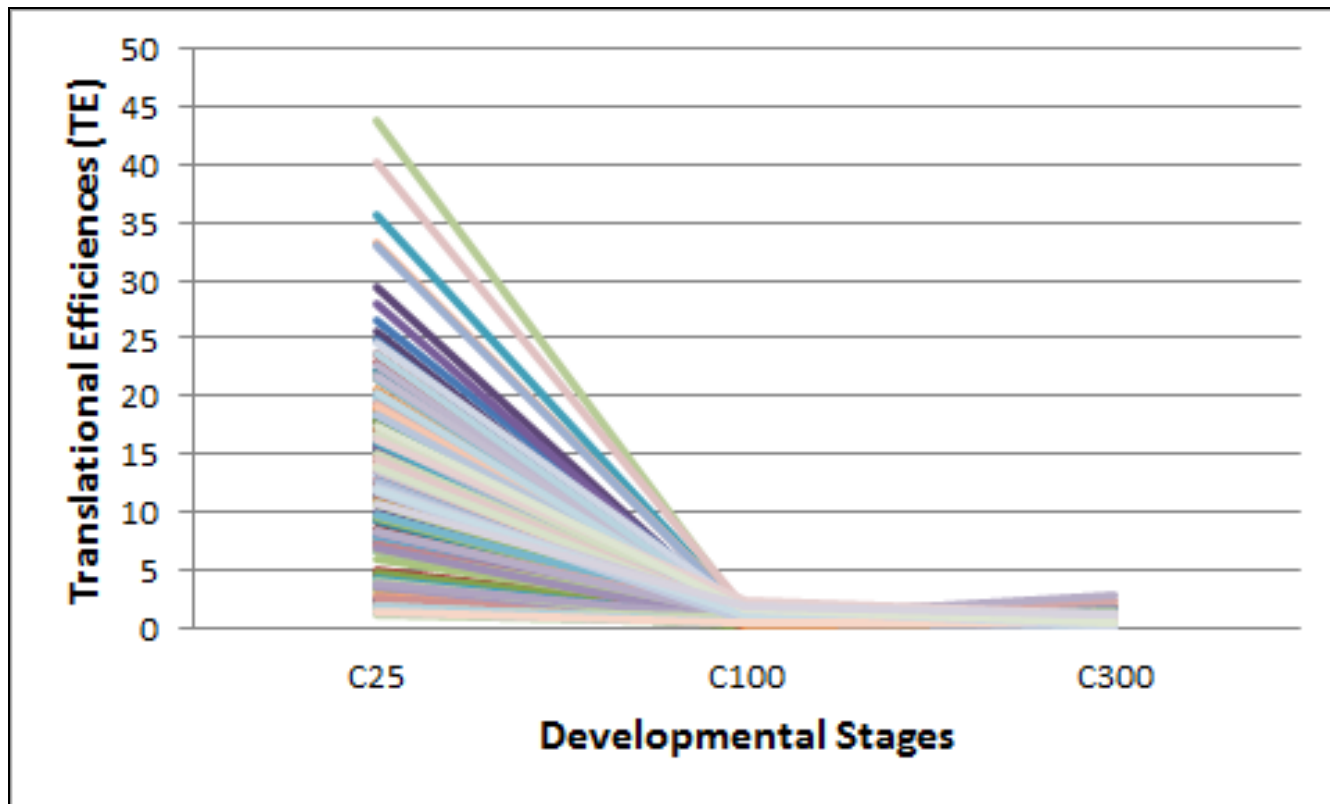

Cluster 4: 142 genes

# Summary for C100

Filtering Criteria for High TE: ( $P_{val} < 0.05$ ;  $TE > 1$  and  $FP\_RPKM \geq 1$ )

Total Number of Genes: 90

Cluster1 : 32 genes

Cluster 2: 25 genes

Cluster 3: 3 genes

Cluster 4: 30 genes

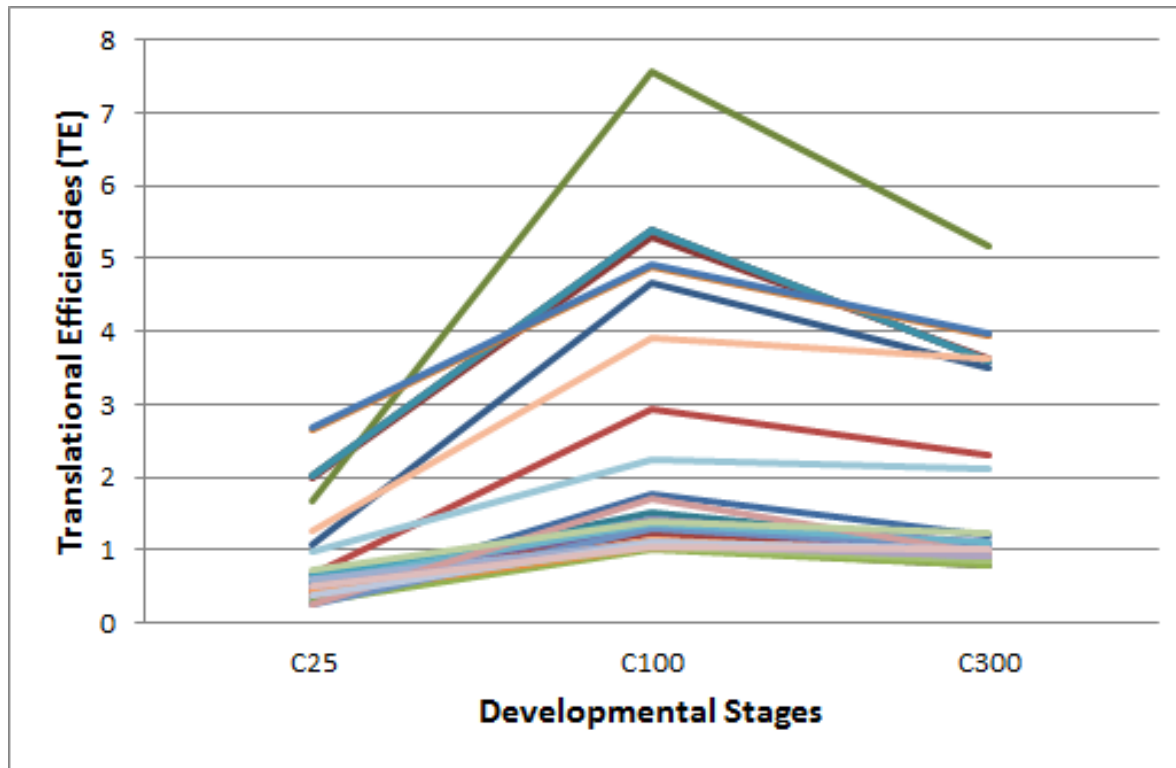

Cluster 1: 32 genes

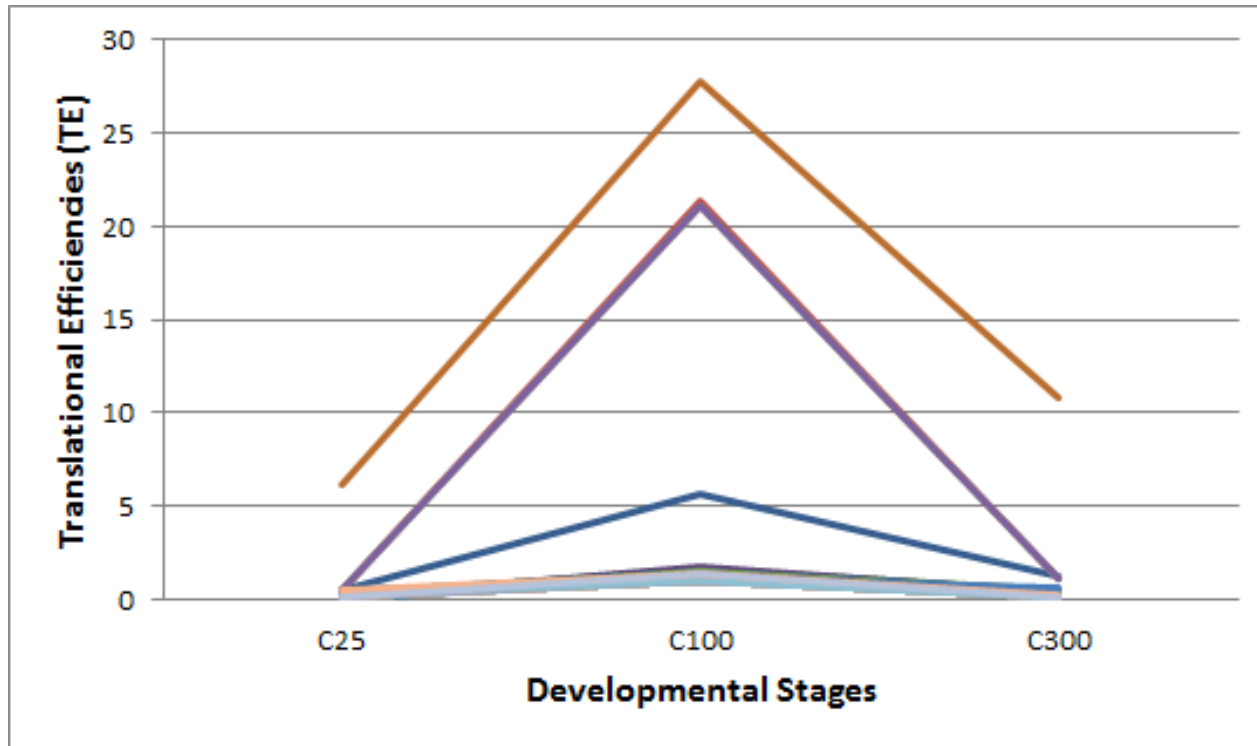

Cluster 2: 25 genes

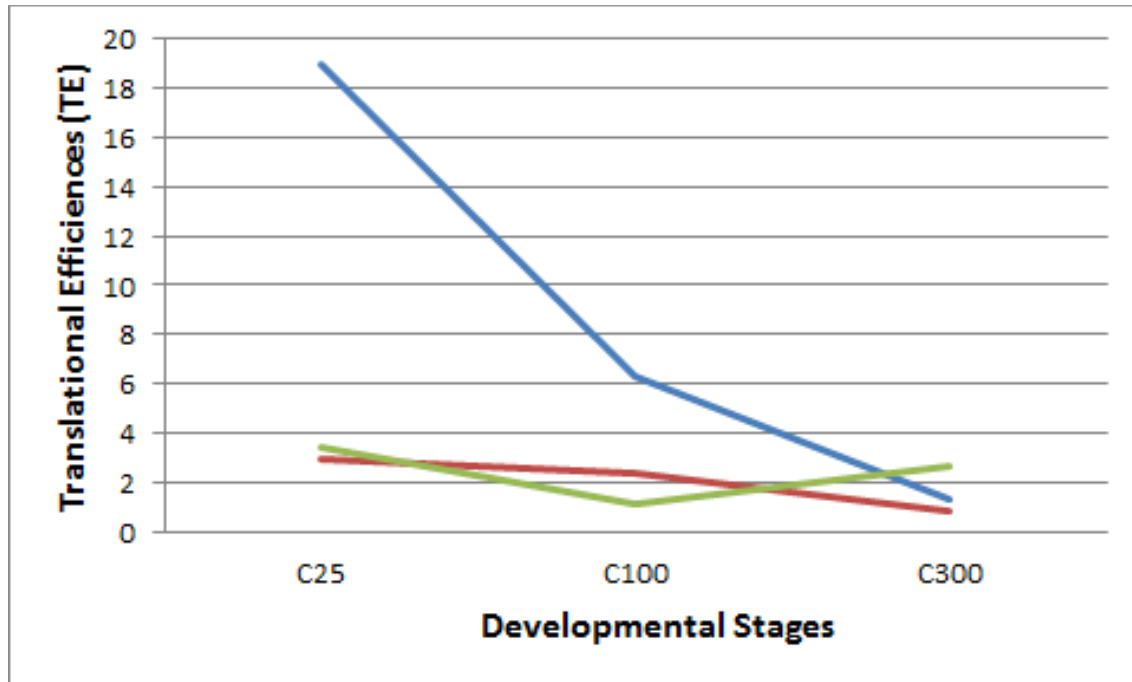

Cluster 3: 3 genes

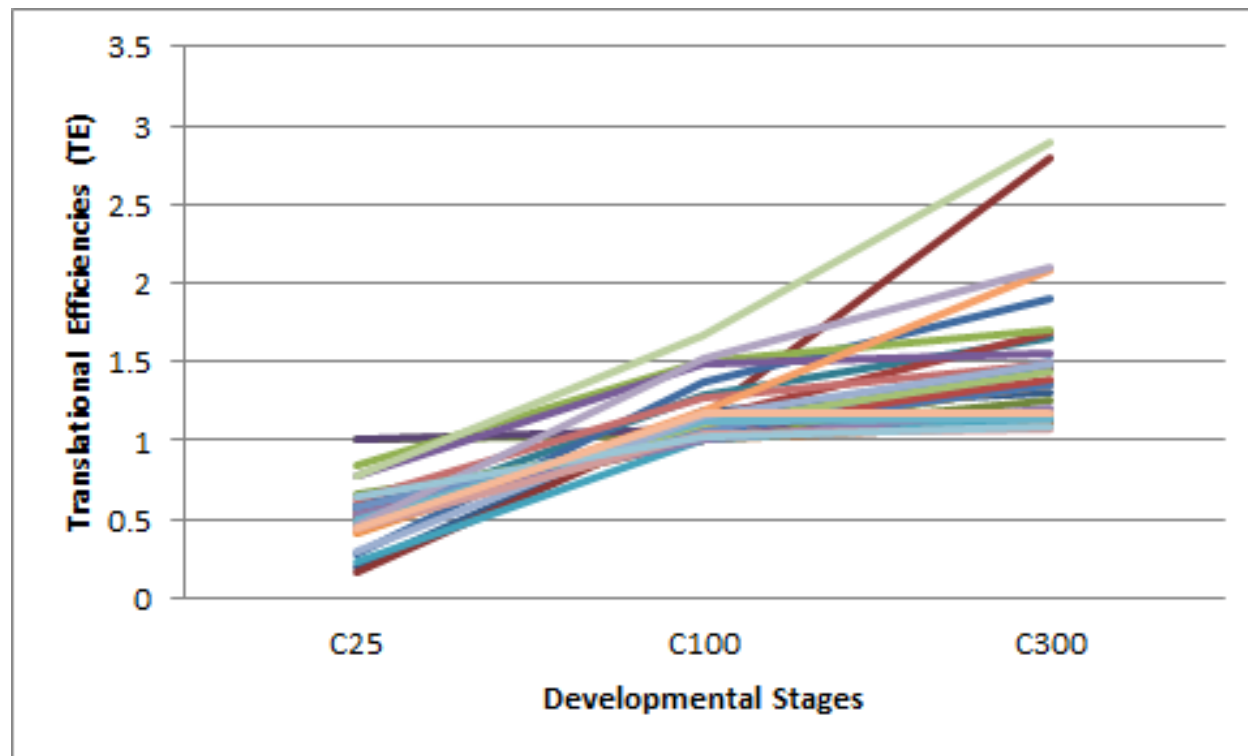

Cluster 4: 30 genes

# Summary for C300

Filtering Criteria for High TE: ( $P_{val} < 0.05$ ;  $TE > 1$  and  $FP\_RPKM \geq 1$ )

Total Number of Genes: 53

Cluster1 : 14 genes

Cluster 2: 2 genes

Cluster 3: 37 genes

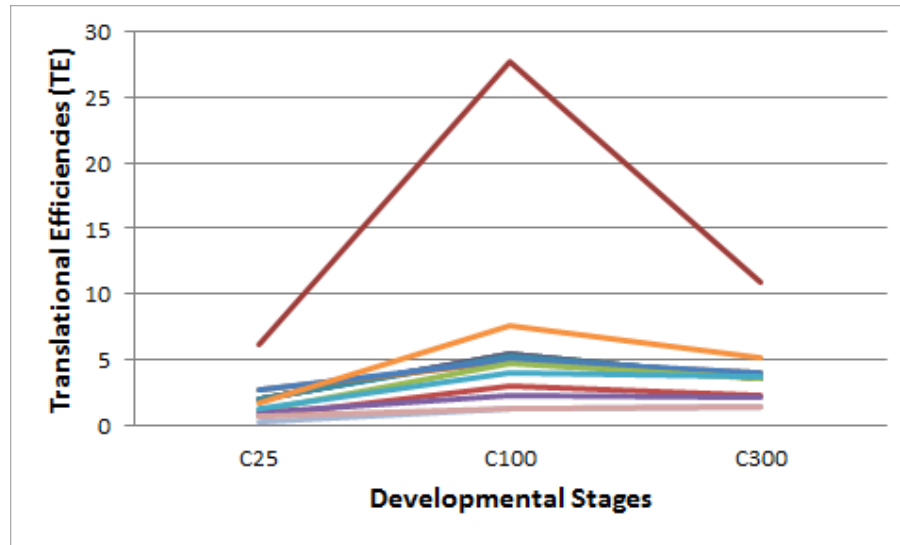

Cluster 1: 14

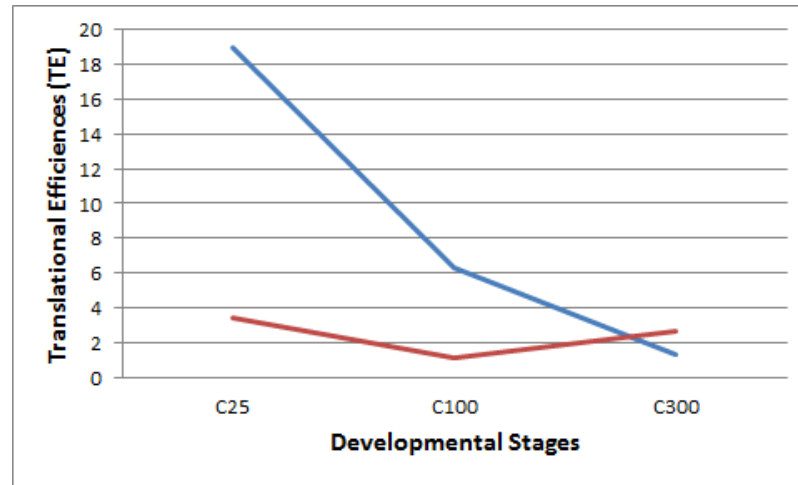

Cluster 2: 2 genes

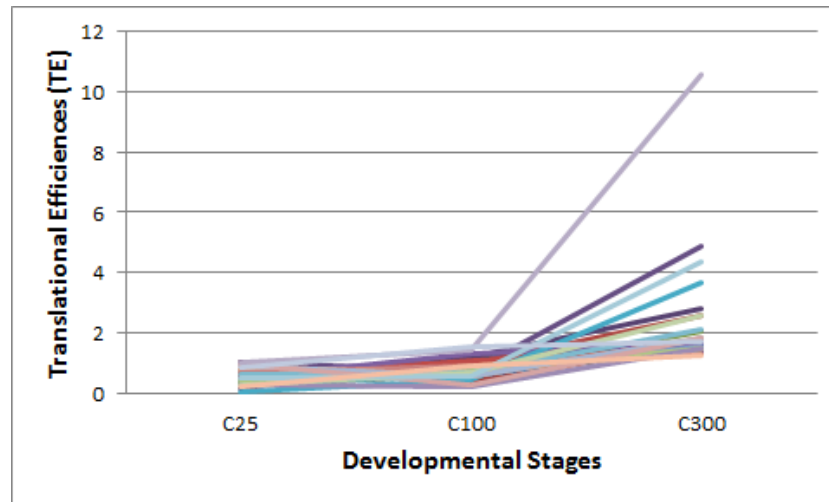

Cluster 3: 37 genes

C25\_Cluster 4: 142 genes

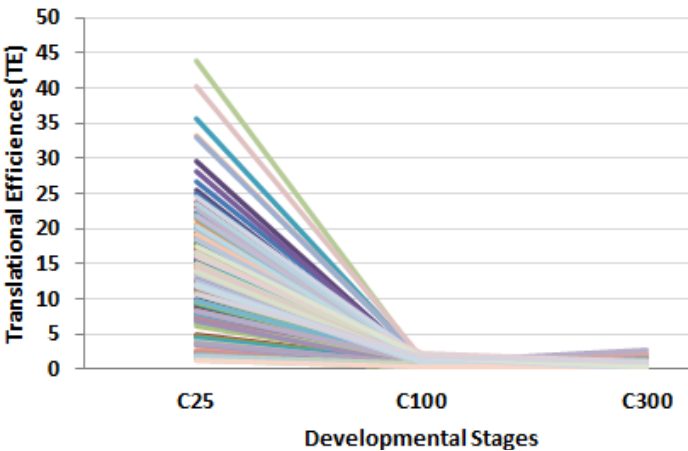

C100\_Cluster 1: 32 genes

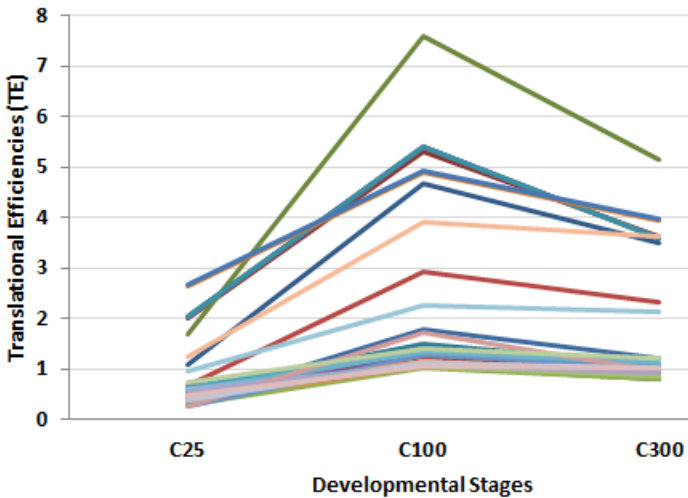

C300\_Cluster 3: 37 genes

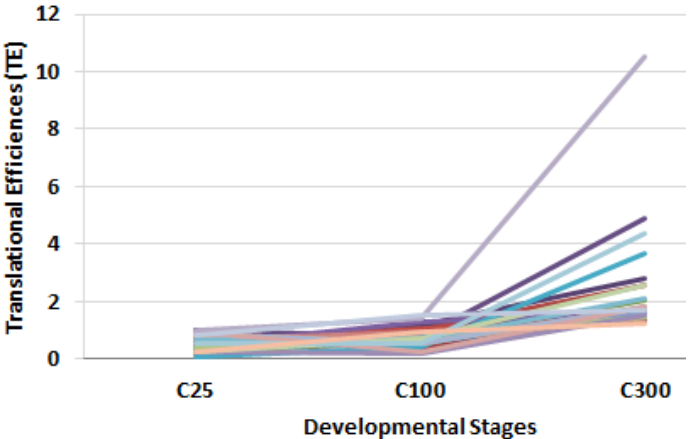

**Supplement:** S3 File

# Supplementary material for: Ribosome profiling reveals changes in translational status of soybean transcripts during immature cotyledon development
**Source:** PLoS One. 2018 Mar 23;13(3):e0194596. doi: 10.1371/journal.pone.0194596

# Summary for C25

Filtering Criteria for Very Low TE values:

(Pval<0.05; TE<=0.1 and CT\_RPKM>=10)

Total Number of Genes: 302

Cluster1 : 100 genes

Cluster 2: 88 genes

Cluster 3: 114 genes

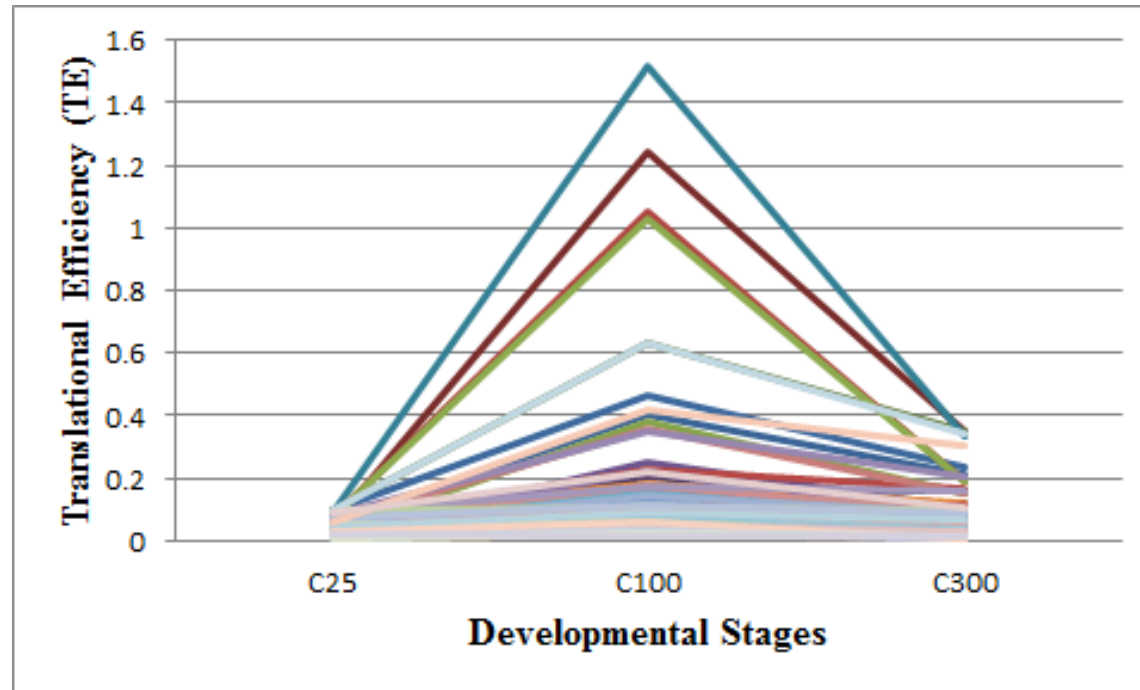

Cluster1 : 100 genes

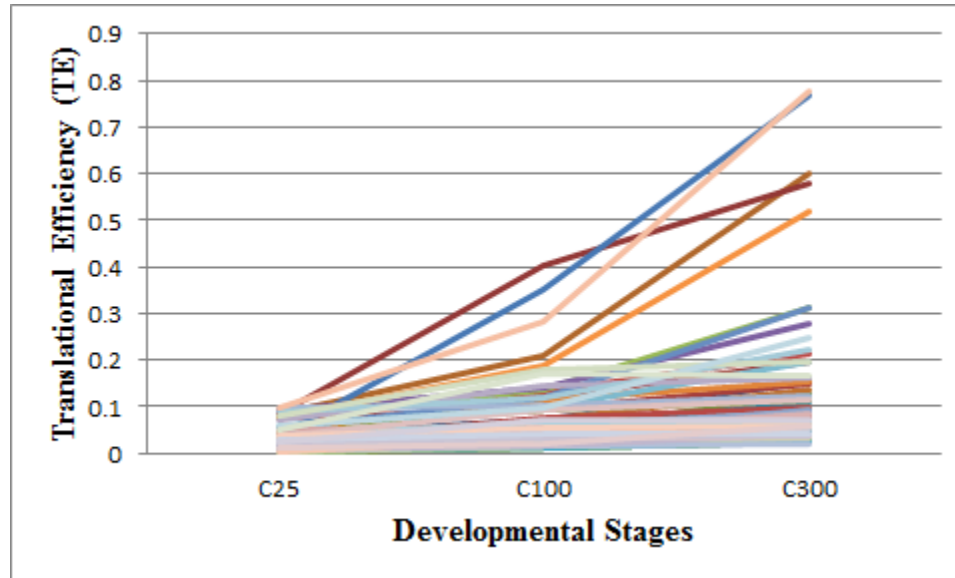

Cluster 2: 88 genes

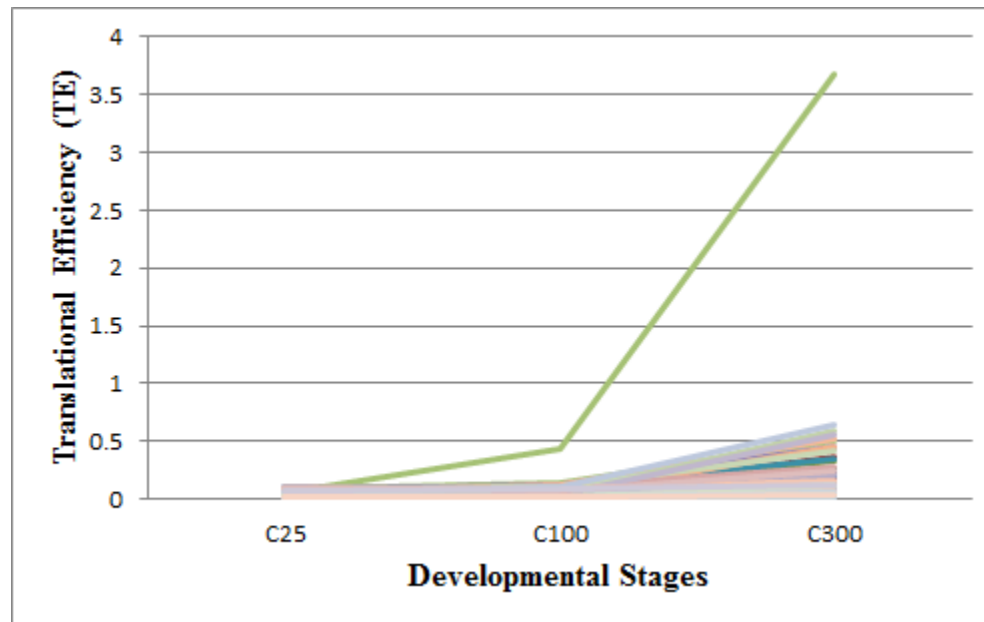

Cluster 3: 114 genes

# Summary for C100

Filtering Criteria for Very Low TE Values:

(Pval<0.05; TE<=0.1 and CT\_RPKM>=10)

Total Number of Genes: 218

Cluster1 : 66 genes

Cluster 2: 42 genes

Cluster 3: 110 genes

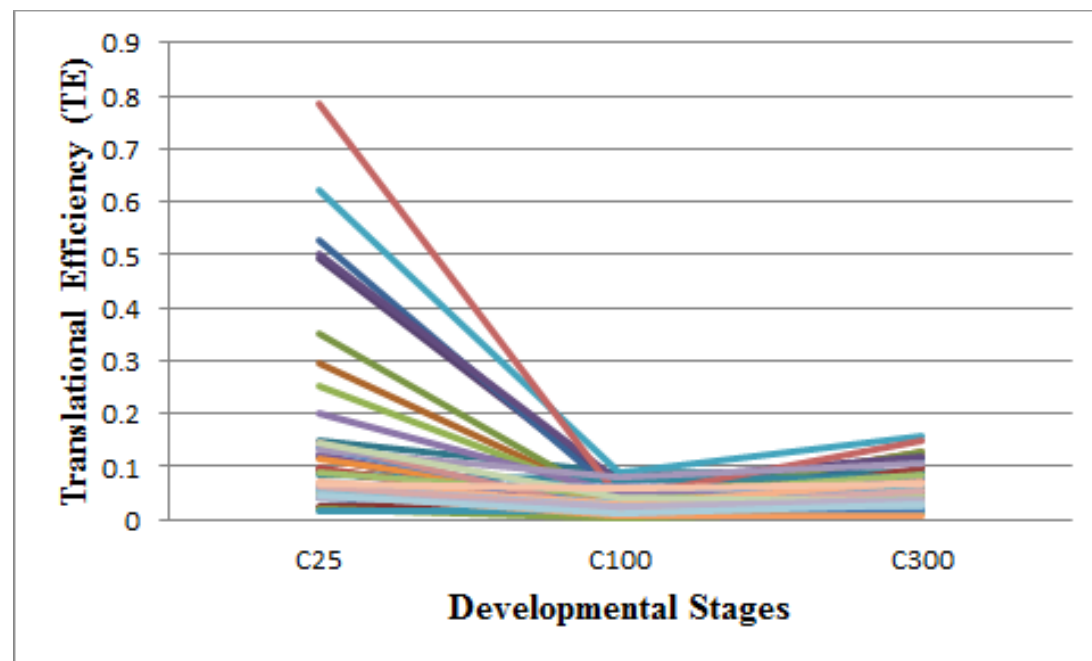

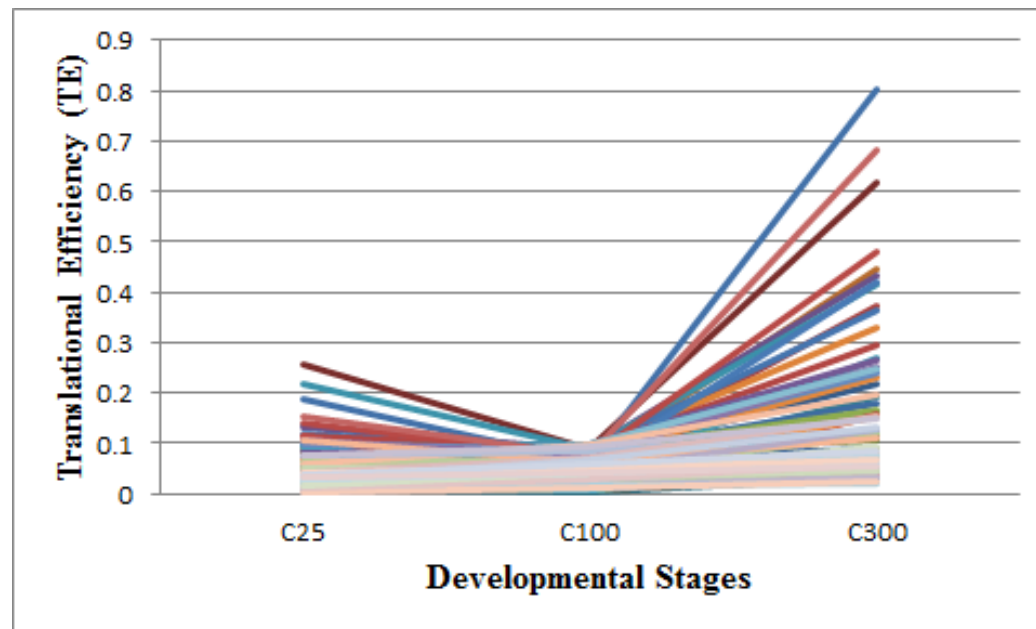

# Summary for C300

Filtering Criteria for Very Low TE Values:

(Pval<0.05; TE<=0.1 and CT\_RPKM>=10)

Total Number of Genes: 244

Cluster1 : 76 genes

Cluster 2: 47 genes

Cluster 3: 121 genes

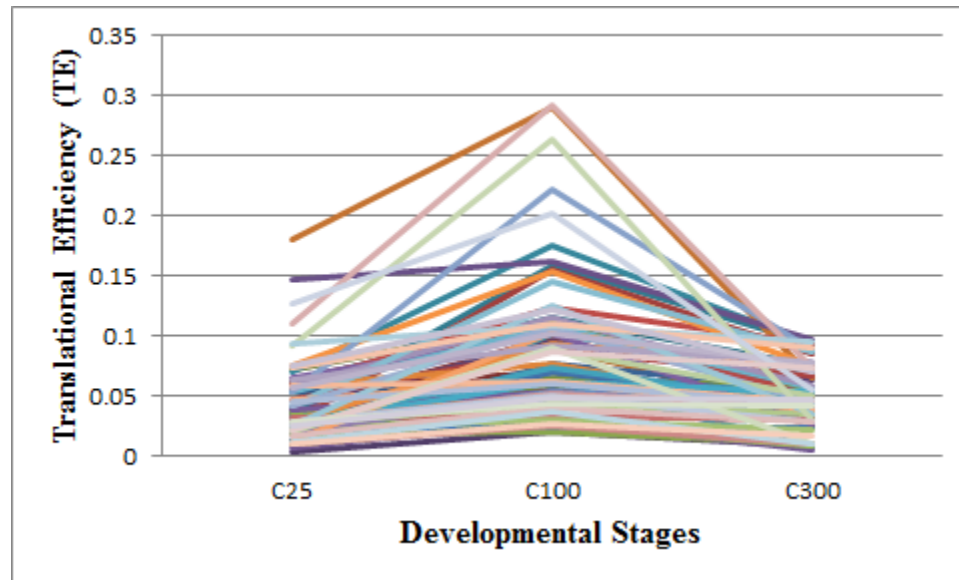

Cluster1 : 76 genes

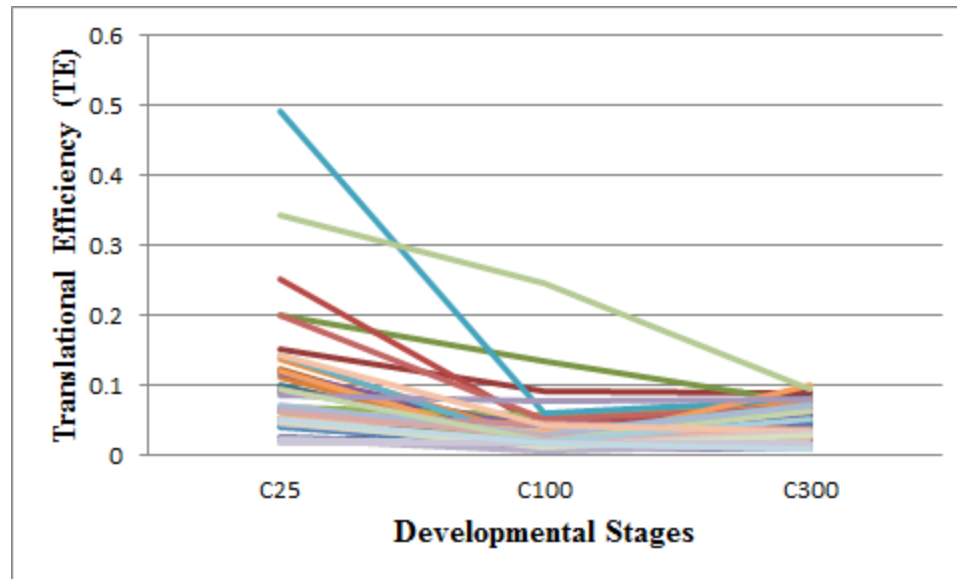

Cluster 2: 47 genes

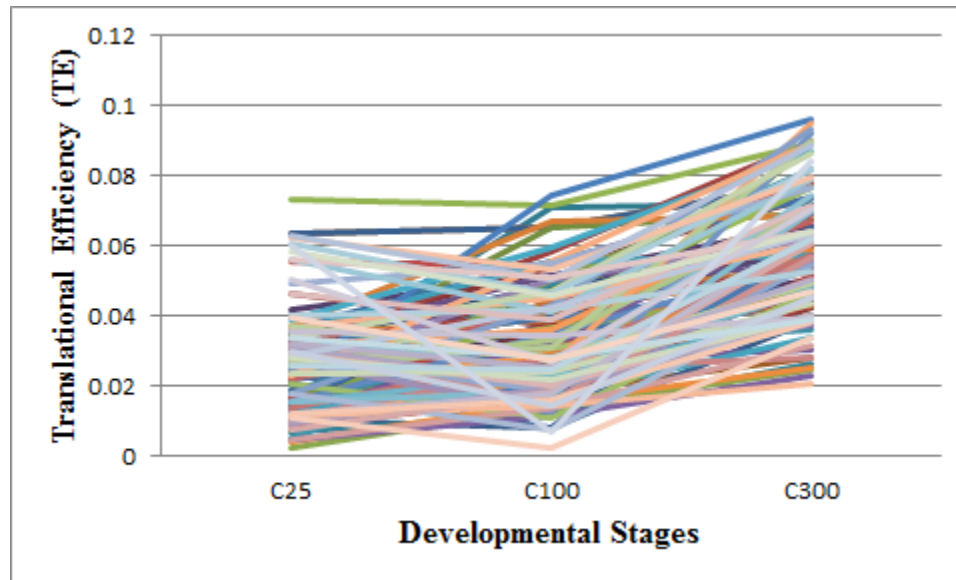

Cluster 3: 121 genes

C25\_Cluster 3: 114 genes

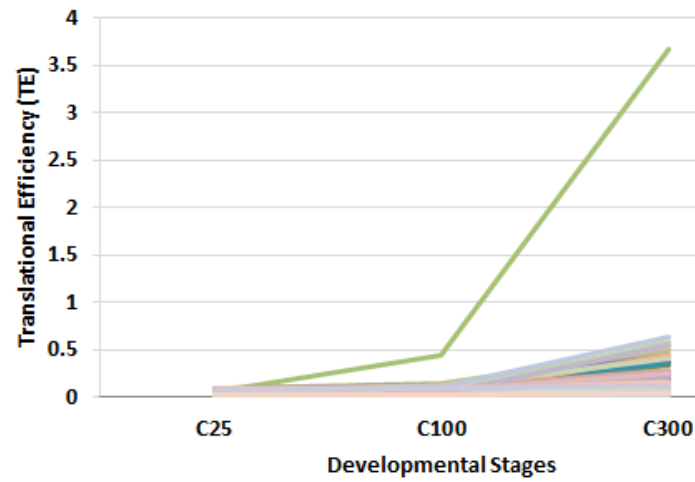

C100\_Cluster 3: 110 genes

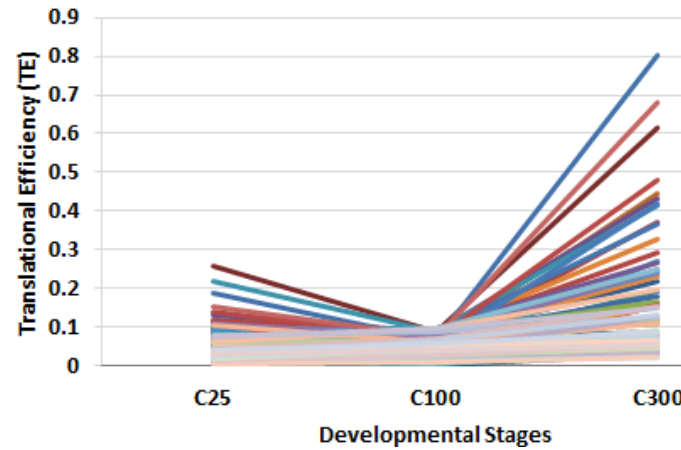

C300\_Cluster 3: 121 genes

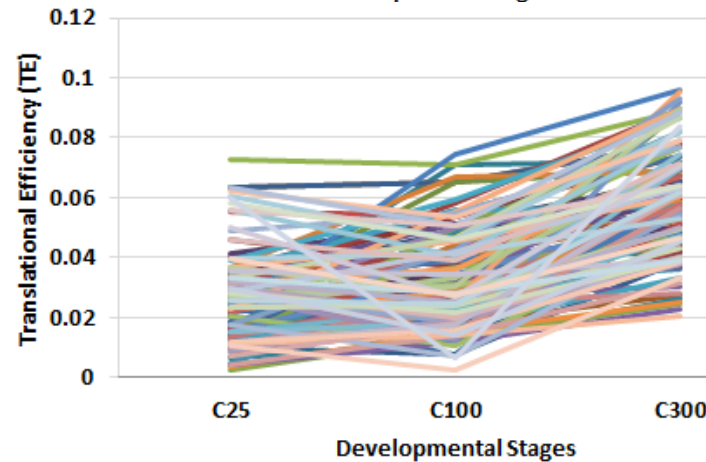

**Supplement:** S5 File

How the deposited data were processed for this re-analysis (not part of the article)

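Ribosome footprint (FP) and control RNA (CT) libraries of soybean cotyledons were analysed at 3 stages, C25, C100 and C300. The samples were mapped to tissue, stage, library type and replicate from their labels and from S2 Table. The authors aligned adapter-trimmed reads to the cDNA models of the Wm82.a2 assembly with Bowtie version 1 without mismatches, and for each library they deposited the count of alignments on each of 88515 transcript models, without normalization and after taking out reads on ribosomal DNA models. The replicates were deposited singly and not pooled. A read that aligned to several models was counted at each, so splice variants and near-identical paralogs are not independent.

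Counts of 18 libraries were read, 10 of cotyledons and 8 of seed coats, on which the paper does not report. FP replicate 2 of C100 and of C300 was not analysed here. The total count per cotyledon library ranged from 8098292 to 24752905. RPKM was computed from the count, the cDNA length in the same table and the library total. TE was the ratio of the mean FP RPKM to the mean CT RPKM, each set to at least 0.1, and replicate pairs were an FP and a CT library with the same replicate number. High TE was a TE above 1 with at least 1 RPKM in FP, and very low TE was a TE of at most 0.1 with at least 10 RPKM in CT, with an unadjusted p under 0.05 where 2 FP libraries were at hand. The paper took its p-values from DESeq, and here they came from edgeR's quasi-likelihood test with TMM normalization, over transcripts with at least 10 counts summed over the libraries of the fit. Adjusted p-values are Benjamini-Hochberg values across the transcripts of a fit. FP was compared with CT within the 4 C25 libraries, the CT libraries of the 3 stages were compared in 1 fit of 6 libraries, and the difference in TE between C25 and SC25 was an interaction in 1 fit of 8 libraries. At C100 and C300 no p was computed for FP against CT.

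The pairing of libraries comes from the replicate numbers of the labels and of S2 Table, which give FP and CT libraries of a stage the same numbers. Each fit was also made with the replicate number as a block. The check of the pairing was the correlation, across transcripts, of the deviations of same-numbered libraries from their group means. For SC100 it was 0.122.

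The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The fits were tested on simulated counts with the means and library sizes of the real transcripts and 200 transcripts changed by 4 on the log2 scale. In the comparison of FP with CT, over 57197 transcripts in all, 100.0% of the changes were recovered and 10 unchanged transcripts were called. The changed transcripts were drawn only from those with many counts, and every transcript was given the same spread. These rates therefore do not extend to models with few counts or with unequal replicates.

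Alternatives were DESeq2 with its size factors, library totals without TMM, no count filter with counts of 0 set to 1, at least 10 counts in every library, primary transcripts only, the replicate block, adjusted p-values, the criteria in each replicate pair, no p criterion, 0.5 added to each count in place of the floor, TMM or totals without the 1% most abundant transcripts (2589 models in all) for RPKMs, footprints per kb of coding sequence, and each replicate left out in turn. Storage protein models were compared with 10000 random lists matched on mean CT RPKM. The smallest detectable number was taken as 3 counts in a library, and shares of counts have 95% Wilson intervals, both of which cover counting error only.

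The transcripts named are every model the paper names, the models of Tables 2, 4, 5 and 7 as sets, and for the test at C25 and the interaction the 3 largest and 3 smallest log2 fold changes among primary transcripts with an adjusted p under 0.05 and the same direction in both replicate pairs. Annotations are those in the count tables and the paper's tables. A reference gene table matched 0 of the model names, so no coordinates are given. Alignments to the chloroplast genome, base coverage along genes and the gel and fraction data were not used here.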

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

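The rank correlation and the chi-square comparison with single seed coat libraries, and the subtraction of a seed coat share, were chosen only after the result was seen; all other tests below were set before it. That the tests with other library totals and the comparison of marker excess in CT cannot decide their questions was judged after their values were seen.

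The series also holds 8 seed coat libraries on which the paper does not report, and a signal in them bears on the models with high TE at C25. Of the 45 models of Tables 4 and 5 with a TE above 1 at C25, 43 were higher in both SC25 CT libraries than in both C25 CT libraries. For 41 of the 45, more than 90% of the summed C25 FP RPKM came from replicate 2. Seed coat RNA in that library is a candidate explanation. It was tested on seed coat markers, which were transcripts listed from the CT libraries alone because they were far higher in SC25 CT than in C25 CT, with the models of Tables 4 and 5 left out. Over the 177 markers outside the high TE list, the median log2 ratio of C25 FP replicate 2 over replicate 1 was 4.92, and all 177 were higher in replicate 2. The median of 16312 other primary transcripts was -0.05.

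In C25 FP replicate 2 these 177 markers together reached 212 CPM (counts relative to the library total), against 5.66 CPM in C25 FP replicate 1. All 248 markers, which include those in the high TE list, reached 788 CPM and 19.7 CPM. Seed coat tissue left on the cotyledons of replicate 2 would raise the markers in its CT library as well. In C25 CT, the excess of the 177 markers in replicate 2 over replicate 1 was 0.319% of their level in SC25 CT replicate 2. The same excess in C25 FP was 20.5% of their level in SC25 FP replicate 2. The markers were listed for low levels in both C25 CT libraries, so a large CT excess was ruled out by the selection. The smaller CT excess therefore cannot count against seed coat tissue in replicate 2. A seed coat footprint library whose reads entered C25 FP replicate 2 is another candidate source. Across the markers, the counts of C25 FP replicate 2 had a Spearman's rho of 0.846 with SC25 FP replicate 1, 0.556 with SC25 FP replicate 2 and 0.525 with SC25 CT replicate 1. The chi-square per degree of freedom between the marker counts of C25 FP replicate 2 and those of SC25 FP replicate 1 was 1.19, and against the other 7 seed coat libraries it was 3.90 to 23.5. Between the SC25 FP replicates it was 8.59. The markers are not independent replicates, and SC25 FP replicate 1 was picked as the closest of the 8 libraries, so these values describe a hypothesis and do not establish it. Few control counts make the TE of these models imprecise, because 33 of the 45 had fewer than 10 counts in the C25 CT libraries together, but both FP replicates were set against the same CT libraries, so this does not account for the difference between them. A biological difference in translation between early and later cotyledons would be expected in both C25 FP replicates. In C25 FP replicate 1 alone 5 of the 45 models had a TE above 1, against 43 with replicate 2 alone. All 177 markers outside the high TE list were also higher in replicate 2. These values argue against a stage difference as the source of the excess of the 45 models in replicate 2. The few counts in C25 FP replicate 1 and in CT leave a smaller stage difference open for these models.

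A few models took most of the footprint counts at C25, with 91.5% of the counts of C25 FP replicate 1 in 59 models over 5000 RPKM (95% Wilson interval at most 0.0271 percentage points wide). These models lie outside those the paper discusses one by one. Such a share lowers the RPKM of every other transcript in the library, and so its TE, which may account for part of 2 patterns. These were tested with library totals that leave out the 1% most abundant transcripts of any library, 2589 models in all, so the results cannot be assigned to the 59 models alone. With those totals the median fold rise in TE of the storage protein models from C25 to C300 was 1.49, close to the limit of 1.5 below which this explanation was taken to hold. Those totals divided the rise of every storage protein model by about the same factor, from 2.39 to 0.998 for the lowest and from 6.12 to 2.61 for the highest, so the side of the limit is set by the scaling and cannot tell whether the abundant models account for the rise of these models in particular. A rise shared by all transcripts of similar abundance is a separate explanation. The 10000 random lists matched on mean expression had a median fold rise of 2.68, against 3.61 for the storage protein models, which lay at the 99.18th percentile (99.2) of the lists. A shared rise may account for much of the increase, although the storage protein models rose more than most lists in these libraries. The percentile is not a test across replicates, and paralogs that share reads are not independent draws. It therefore cannot tell whether a shared rise accounts for all of the increase. Of 1000 lists drawn as a check, 1.2% lay above the percentile set as the limit. Of the transcripts with very low TE at C25, 19.8% stayed at or below a TE of 0.1 with those totals. The same totals took the median TE of the primary transcripts with at least 10 RPKM in CT from 0.250 to 1.21, a rescaling that carries most transcripts over a fixed limit, so this cannot tell whether the abundant models shape the very low values in particular. A developmental rise in the translation of storage proteins relative to other transcripts remains as a hypothesis. It was not tested here, and C100 and C300 had 1 FP library each.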

How the results depend on the processing

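The totals without the 1% most abundant transcripts for counts of high and very low TE and for the models of Table 7, the correlations without the models over 5000 RPKM, the direction without one replicate of the transcripts above and below control, and the subtraction of a seed coat share were tests chosen only after the result was seen.

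All other alternatives were fixed before the data were examined. Both kinds together gave 265 values for 39 results. Among the results that answer a comparison, 123 values stayed within their limit and 92 moved, where the limit was 1.5 times the count reported for a count, the SD between the C25 replicate pairs for the median fold rise, and the 95% interval across transcripts for a correlation of replicates. That interval is narrow, so small changes of a correlation are among the 92. Among the TE values of single named genes, 49 stayed within the spread of the replicate pairs and 1 did not, namely 9.52 for Glyma.04G257100.2 without C25 FP replicate 1. That spread was wide, so a value within it can still be far off, as for Glyma.06G022600.1, whose TE of 25.5 (SD 27.0 between the pairs) was 0.255 without C25 FP replicate 2. The cause was not tested for any of the changes below, apart from the tests given in the other parts.

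At C25, transcripts above control (3668) became 1331 with DESeq2, 407 without TMM, 70 without a count filter, 1886 with at least 10 counts in every library and 1581 with primary transcripts only. Transcripts below control (2810) became 575 with DESeq2, 50303 without TMM and 1537 with primary transcripts. The replicate block gave 4652 and 3792. Of the transcripts called, those that kept their direction were from 3341 to 3668 above and 2810 below across the 4 fits that each left out one replicate. The transcripts had been selected on the same libraries, so keeping the direction was largely set by the selection. These values are among the 123 that stayed within their limit, but they are not an independent check.

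High TE at C25 (179) became 40 with at least 10 counts in every library, 17 in each replicate pair, 26802 with totals without the 1% most abundant transcripts and 24 without the seed coat share, and ran from 108 to 326 without one replicate. Very low TE at C25 (359) became 233 with at least 10 counts in every library and ran from 322 to 435 without one replicate. High TE in SC25 (159) became 0 without TMM, 27 without a count filter, 76 with at least 10 counts in every library, 62 with primary transcripts, 321 with the replicate block, 0 at an adjusted p, 7 in each pair, 783 without a p criterion and 33225 with totals without the most abundant transcripts, and ran from 311 to 3983 (311, 496, 2979 and 3983) without one replicate. Very low TE in SC25 (80) became 29 with at least 10 counts in every library, 19 at an adjusted p, 31 in each pair and 281 with those totals, and ran from 80 to 173, with 151 without FP replicate 2. High TE in SC100 (213) became 2 without TMM, 115 without a count filter, 116 with primary transcripts, 419 with the replicate block, 0 at an adjusted p, 17 in each pair, 548 without a p criterion and 32114 with those totals, and ran from 337 to 2076 (337, 456, 1569 and 2076). Very low TE in SC100 (51) became 0 at an adjusted p, 27 in each pair and 221 with those totals, and ran from 48 to 102, with 96 without FP replicate 2. At the 3 counts of 0 at an adjusted p, the unadjusted p gave 159, 213 and 51, whereas the count of 0 without TMM in SC25 was itself at an unadjusted p. The values without one replicate and those with other totals have no p criterion, and all libraries without a p criterion gave 783 and 83 in SC25 and 548 and 61 in SC100, so part of their distance from the counts reported comes from the criterion.

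Without a test, high TE at C100 (231) ran from 146 to 487 without one CT replicate and was 25080 with totals without the most abundant transcripts, and very low TE (222) ran from 210 to 255 and was 619. At C300 high TE (3191) ran from 2425 to 4108 and was 25190, and very low TE (188) ran from 112 to 256 and was 871. The difference in TE between C25 and SC25 (0 higher and 0 lower, with 2318 and 739 at an unadjusted p under 0.05) gave 1 higher with DESeq2, 39 and 3 without TMM and 728 and 55 with the replicate block within each tissue. Leaving out replicates was not run for it, since the count to follow was 0.

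Storage models with the highest mRNA at C100 (8) were from 3 to 13 without one replicate. Those with the highest footprints at C300 (18) were 5 with TMM and 10 with totals without the most abundant transcripts, and those with a TE rising at each step (19) were 7 with TMM. The median fold rise, with an SD of 2.45 between the C25 pairs, was 3.61 on library totals, 1.25 with TMM, and from 2.84 to 5.15 without one replicate. Higher mRNA at C100 than at C25 (17) held for 16 to 17 models in direction without one replicate, and lower mRNA at C300 than at C100 (1 at an adjusted p) for 5 to 15 (5, 6, 14 and 15), where the direction alone with all libraries gave 10, so their distance from 1 comes mostly from the criterion.

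The correlation of the replicates on log2 counts, by rank and without the models over 5000 RPKM was 0.965, 0.963 and 0.905 in C25 CT (0.792), 0.889, 0.844 and 0.570 in C25 FP (0.970), 0.953, 0.944 and 0.977 in C100 CT (0.975), and 0.926, 0.915 and 0.880 in C300 CT (0.895). Expressed primary transcripts (14888, 7683 and 8027) became 32271, 31826 and 32982 with totals without the most abundant transcripts. Over all 52 models of Tables 4 and 5, the number with a TE above 1 at C25 (45) was from 5 to 44 without one C25 FP replicate. It was 25 without the seed coat share. The models of Table 7 with a TE of at most 0.1 in at least 1 stage (40) were 15 with FP per kb of coding sequence and 6 with totals without the most abundant transcripts.

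The missing replicate limits the C100 and C300 results, which have 1 FP library each. Depth limits C300, whose FP library of 8098292 counts is the smallest of the 10 cotyledon libraries, whereas that of C100 with 24752905 counts is the largest. It also limits the C25 high TE models, of which 33 of 45 in Tables 4 and 5 had fewer than 10 CT counts. Leaving out a replicate left an arm with 1 library, so those values carry no p.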

Differences from the paper's values

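The library totals without the 1% most abundant transcripts were the one test named here that was chosen only after the result was seen.

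The paper counts 90 transcripts with high TE at C100, against 231 here, and 53 at C300, against 3191 here. Of these, the paper counts 72 primary transcripts at C100 and 46 at C300, against 168 and 2147. As a percentage of the expressed primary transcripts, the paper's values are 0.94% and 0.57%, against 2.19% and 26.7%. The paper's number of unique genes with high TE in at least 1 stage is 216, against 2452. The counts here come from 1 FP library at each of these stages and have no p criterion. None of the alternatives set before the data were examined closed these gaps. At C100 they gave 487 without CT replicate 1, 146 without CT replicate 2, 168 with primary transcripts only and 234 with 0.5 added to each count in place of the floor. At C300 they gave 4108, 2425, 2147 and 3430 in the same order. For the primary transcripts, the percentages and the unique genes no alternative was set. The total without the 1% most abundant transcripts, a setting chosen after seeing the values, gave 25080 at C100 and 25190 at C300 and closed neither gap.

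For the ribosomal protein model Glyma.14G213500.1 the paper gives a C300 TE of 0.04, against 0.0739 here. For the serine protease Glyma.06G022600.1 the paper's text gives a CT level of about 1.3 RPKM at all stages, against 0.731 RPKM at C100 and 0.584 RPKM at C300 here, where the paper's own Table 4 gives 0.73 and 0.58. For the Kunitz trypsin inhibitor Glyma.08G341000.1 the paper's C300 footprint level is 35 RPKM and its TE 0.73, against 61.7 RPKM and 1.29. No alternative was set for these values, and no setting that was run reached the paper's values. The paper's C300 footprint levels and TE average both FP replicates, whereas those here come from FP replicate 1 alone.

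In Tables 4, 5 and 7, 42 of 188 footprint values and 42 of 188 TE values at C100 and C300 differed from those here by more than 1.5 times, and no alternative was set for them. The paper's values at these stages average both FP replicates, whereas those here come from FP replicate 1 alone. Of 339 CT values in Tables 2, 4, 5 and 7, 0 differed, and of 113 footprint values at C25, 0 differed. These CT and C25 values rest on both replicates here, as in the paper. Several footprint levels listed below are at the floor of 0.1 RPKM or under the level of 3 counts on a model of 1 kb. That level was 0.121 RPKM in C100 FP and 0.370 RPKM in C300 FP. Differences at such levels, and in the TE values from them, can rest on very few reads.

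The footprint RPKM in Table 4 and the TE in Table 4 differed at C100 for these models. Glyma.06G272700.1 had a footprint level of 0.100 RPKM against the paper's 0.16 and a TE of 1.00 against the paper's 1.58. Glyma.06G022600.1 had a footprint level of 0.100 RPKM against the paper's 0.23 and a TE of 0.137 against the paper's 0.32. Glyma.06G027700.1 had a footprint level of 0.226 RPKM against the paper's 0.15 and a TE of 0.428 against the paper's 0.28. Glyma.05G002200.1 had a footprint level of 0.396 RPKM against the paper's 0.2 and a TE of 0.637 against the paper's 0.32. Glyma.09G055100.1 had a footprint level of 0.129 RPKM against the paper's 0.35 and a TE of 1.29 against the paper's 3.54. Glyma.09G055000.1 had a footprint level of 0.140 RPKM against the paper's 0.38 and a TE of 1.40 against the paper's 3.82.

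The footprint RPKM in Table 4 and the TE in Table 4 differed at C300 for these models. Glyma.06G272700.1 had a footprint level of 0.324 RPKM against the paper's 0.16 and a TE of 0.621 against the paper's 0.31. Glyma.06G022600.1 had a footprint level of 0.203 RPKM against the paper's 0.1 and a TE of 0.347 against the paper's 0.17. Glyma.03G125400.1 had a footprint level of 0.273 RPKM against the paper's 0.18 and a TE of 0.682 against the paper's 0.45. Glyma.09G249500.1 had a footprint level of 0.292 RPKM against the paper's 0.15 and a TE of 1.48 against the paper's 0.74. Glyma.06G027700.1 had a footprint level of 0.460 RPKM against the paper's 0.28 and a TE of 1.71 against the paper's 1.04. Glyma.02G281500.1 had a footprint level of 0.174 RPKM against the paper's 0.1 and a TE of 0.109 against the paper's 0.06. Glyma.01G132500.1 had a footprint level of 0.489 RPKM against the paper's 0.84 and a TE of 0.464 against the paper's 0.79. Glyma.09G058200.1 had a footprint level of 0.214 RPKM against the paper's 0.11 and a TE of 2.14 against the paper's 1.07. Glyma.02G281400.1 had a footprint level of 2.41 RPKM against the paper's 1.34 and a TE of 0.754 against the paper's 0.42. Glyma.19G002300.1 had a footprint level of 0.100 RPKM against the paper's 0.17 and a TE of 1.00 against the paper's 1.67. Glyma.14G032800.1 had a footprint level of 0.201 RPKM against the paper's 0.1 and a TE of 2.01 against the paper's 1.01. Glyma.09G055100.1 had a footprint level of 0.988 RPKM against the paper's 0.49 and a TE of 3.55 against the paper's 1.77. Glyma.09G055000.1 had a footprint level of 1.07 RPKM against the paper's 0.53 and a TE of 3.55 against the paper's 1.77. Glyma.06G067000.1 had a footprint level of 3.53 RPKM against the paper's 2.29 and a TE of 1.73 against the paper's 1.12.

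The footprint RPKM in Table 5 and the TE in Table 5 differed at C100 for these models. Glyma.13G039300.1 had a footprint level of 0.551 RPKM against the paper's 0.28 and a TE of 1.19 against the paper's 0.59. Glyma.13G039600.1 had a footprint level of 0.517 RPKM against the paper's 0.26 and a TE of 1.94 against the paper's 0.97.

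The footprint RPKM in Table 5 and the TE in Table 5 differed at C300 for these models. Glyma.06G044400.1 had a footprint level of 1.16 RPKM against the paper's 0.58 and a TE of 5.64 against the paper's 2.82. Glyma.06G324400.2 had a footprint level of 0.325 RPKM against the paper's 0.16 and a TE of 3.25 against the paper's 1.63.

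The footprint RPKM in Table 7 and the TE in Table 7 differed at C100 for these models. Glyma.07G241700.1 had a footprint level of 1.32 RPKM against the paper's 0.8 and a TE of 0.139 against the paper's 0.09. Glyma.05G223800.1 had a footprint level of 0.191 RPKM against the paper's 0.3 and a TE of 0.0379 against the paper's 0.06. Glyma.14G149900.1 had a footprint level of 0.151 RPKM against the paper's 0.1 and a TE of 0.0325 against the paper's 0.02. Glyma.03G141300.1 had a footprint level of 0.561 RPKM against the paper's 1.4 and a TE of 0.0490 against the paper's 0.12. Glyma.16G055600.1 had a footprint level of 0.252 RPKM against the paper's 0.1 and a TE of 0.0629 against the paper's 0.03. Glyma.05G173100.1 had a footprint level of 0.100 RPKM against the paper's 0.2 and a TE of 0.0145 against the paper's 0.03. Glyma.20G047300.1 had a TE of 0.0771 against the paper's 0.05.

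The footprint RPKM in Table 7 and the TE in Table 7 differed at C300 for these models. Glyma.15G090800.1 had a footprint level of 1.47 RPKM against the paper's 2.4 and a TE of 0.325 against the paper's 0.52. Glyma.19G053400.1 had a footprint level of 1.89 RPKM against the paper's 0.9 and a TE of 0.140 against the paper's 0.07. Glyma.20G187300.1 had a footprint level of 7.12 RPKM against the paper's 3.9 and a TE of 0.0865 against the paper's 0.05. Glyma.02G253500.1 had a footprint level of 3.45 RPKM against the paper's 2.1 and a TE of 0.557 against the paper's 0.34. Glyma.07G088100.2 had a footprint level of 8.38 RPKM against the paper's 4.8 and a TE of 0.257 against the paper's 0.15. Glyma.14G149900.1 had a footprint level of 1.85 RPKM against the paper's 0.9 and a TE of 0.304 against the paper's 0.15. Glyma.03G141300.1 had a footprint level of 1.72 RPKM against the paper's 1.1 and a TE of 0.115 against the paper's 0.07. Glyma.09G058100.1 had a footprint level of 1.55 RPKM against the paper's 1.0. Glyma.14G213500.1 had a footprint level of 13.2 RPKM against the paper's 6.9 and a TE of 0.0739 against the paper's 0.04. Glyma.20G228100.1 had a footprint level of 6.50 RPKM against the paper's 4.3 and a TE of 0.627 against the paper's 0.41. Glyma.16G055600.1 had a footprint level of 3.46 RPKM against the paper's 2.1 and a TE of 0.904 against the paper's 0.55. Glyma.15G163900.4 had a footprint level of 2.99 RPKM against the paper's 1.7 and a TE of 0.0832 against the paper's 0.05.

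The paper states that storage protein mRNA is highest at the mid stage, and here 8 of the 19 models had their highest mean CT level at C100. The paper places the highest footprint level exclusively at the late stage, and here 18 of the 19 models had it at C300. The 2S albumin model Glyma.06G067000.1, listed among the models with high TE at C25, had a mean FP level of 0.289 RPKM, which is below the limit of 1 RPKM. The paper states that high TE transcripts were most numerous at the youngest stage, and here the counts without a p criterion were 179 at C25, 231 at C100 and 3191 at C300. Over the stages together, ribosomal proteins are the largest very low TE group in the paper, followed by photosynthesis. Here ribosomal proteins were also ahead of photosynthesis at C25, with 40 against 31 primary transcripts, but not at C100, with 21 against 31, or at C300, with 16 against 18.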

Other observations

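The rank correlation and chi-square comparisons with single libraries were chosen only after the result was seen, and so was the subtraction of a seed coat share reported here; the other tests were set before. That the correlation with the coding share, the count with FP per kb of coding sequence and the fit of primary transcripts only cannot decide their questions was judged after their values were seen.

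The 45 models of Tables 4 and 5 with high TE at C25 had, in C25 FP replicate 2, a median of 9.81% of their RPKM in SC25 FP replicate 1, with quartiles of 9.41% and 10.6%. Against SC25 FP replicate 2 the median was 29.9%. When 9.15% of the SC25 FP replicate 1 RPKM, a share estimated from the markers, was taken off C25 FP replicate 2, 25 of the 45 models kept a TE above 1, 24 transcripts met the high TE criteria at C25 without a p criterion, and 8 of the 108 models of the C25 cluster did. In SC25 itself the 45 models had a median TE of 0.695. A mixture of the 2 libraries is a hypothesis here, and the subtraction was chosen after seeing the data, so the values with and without it can only show how far the high TE list depends on C25 FP replicate 2.

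The RPKM of footprints was computed over the whole cDNA, although ribosomes cover the coding sequence. If this lowered the TE of the nuclear models of Table 7, models with a small coding share would be expected to have the lowest TE and most would rise above 0.1 after a correction. With FP per kb of coding sequence, 15 of the 42 models had a TE of at most 0.1 in at least 1 stage, and the medians were 0.146 at C25, 0.145 at C100 and 0.597 at C300. Spearman's rho between the coding share and the C25 TE across the 42 models was -0.168, where this explanation predicts a positive value. The models were listed for their low TE, which narrows their range, so this correlation cannot tell whether the length orders them. FP per kb of coding sequence cannot lower a TE, so a fall in the number of models at or below 0.1 was set by the formula. The count of 15 therefore cannot tell whether the length accounts for the low values. It shows only that the side of the 0.1 limit depends on the length used for many models. With library totals that leave out the 1% most abundant transcripts, 6 of the 42 had a TE of at most 0.1 in at least 1 stage.

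Seed coats had 4 libraries at 25 to 50 mg (SC25) and 4 at 100 to 200 mg (SC100), with total counts from 7205928 to 32562521. With the criteria of the cotyledon, 159 transcripts had high TE and 80 very low TE in SC25, and 213 and 51 in SC100. The median TE of primary transcripts with at least 10 RPKM in CT was 0.446 in SC25 and 0.483 in SC100. Pearson's r between the counts of the replicates was 0.815 in SC25 CT, 0.676 in SC25 FP, 0.858 in SC100 CT and 0.445 in SC100 FP. SC100 CT replicate 1 had 46802 models with 0 counts and replicate 2 had 20642, from totals of 10599448 and 8897036.

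The difference in TE between the tissues was tested as an interaction in 1 edgeR model of the 8 libraries of C25 and SC25. Of 65006 transcripts, 0 had a higher and 0 a lower TE in C25 at an adjusted p under 0.05, the smallest adjusted p was 0.458, and 2318 and 739 had an unadjusted p under 0.05. With the replicate number as a replicate block within each tissue there were 728 and 55, and the deviations of same-numbered SC25 libraries had a correlation of 0.227. On simulated counts with the spread of these libraries, this test recovered 3.00% of 200 transcripts changed by 4 on the log2 scale among 65919 transcripts, and DESeq2 recovered 21.0%, so a count of 0 does not exclude large differences. The test of FP against CT at C25 recovered 100.0% of 200 such changes among 57197 transcripts. These changes were placed only in transcripts with many counts, so the recovery does not extend to models with few counts. Unequal depth could shape the interaction, and after thinning the 8 libraries to the smallest total 49.0% of the transcripts with an unadjusted p under 0.05 kept it. This was just under the 50% set as the limit, so unequal depth remains as an explanation, although thinning also lowers the power of the test for every transcript. Reads shared between splice variants are another explanation. In a fit of primary transcripts only, 92.0% of the primary transcripts kept an unadjusted p under 0.05, but a shared read is counted at each model, so the counts of the primary transcripts were the same in both fits and this explanation remains open. No biological explanation was tested further.

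By the rule fixed for naming transcripts, the largest rises in C25 FP against CT among primary transcripts with the same direction in both replicate pairs were those of Glyma.18G232700.1, with a log2 fold change of 8.94 (standard error 1.64, adjusted p = 0.00937 from edgeR's quasi-likelihood test), Glyma.18G063700.1 with 8.62 and Glyma.14G052700.1 with 8.08. The largest falls were those of Glyma.11G232400.1, annotated as a methyltransferase, with -8.38 (standard error 1.24, adjusted p = 0.00450 from edgeR), of the ribosomal protein S7 model Glyma.10G238400.1 with -8.20 and of Glyma.03G042800.1 with -8.18. All 6 values come from 2 replicates per group. In that fit 2237 primary transcripts were higher and 1346 lower in both replicate pairs at an adjusted p under 0.05.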
